# Interacting Effects of Sea Louse (*Lepeophtheirus salmonis*) Infection and Formalin-Killed *Aeromonas salmonicida* on Atlantic Salmon Skin Transcriptome

**DOI:** 10.3389/fimmu.2022.804987

**Published:** 2022-03-24

**Authors:** Albert Caballero-Solares, Navaneethaiyer Umasuthan, Xi Xue, Tomer Katan, Surendra Kumar, Jillian D. Westcott, Zhiyu Chen, Mark D. Fast, Stanko Skugor, Richard G. Taylor, Matthew L. Rise

**Keywords:** Atlantic salmon, sea lice, formalin-killed bacterin, *Aeromonas salmonicida*, skin transcriptome

## Abstract

*Lepeophtheirus salmonis* (sea lice) and bacterial co-infection threatens wild and farmed Atlantic salmon performance and welfare. In the present study, pre-adult *L. salmonis*-infected and non-infected salmon were intraperitoneally injected with either formalin-killed *Aeromonas salmonicida* bacterin (ASAL) or phosphate-buffered saline (PBS). Dorsal skin samples from each injection/infection group (PBS/no lice, PBS/lice, ASAL/no lice, and ASAL/lice) were collected at 24 h post-injection and used for transcriptome profiling using a 44K salmonid microarray platform. Microarray results showed no clear inflammation gene expression signatures and revealed extensive gene repression effects by pre-adult lice (2,189 down and 345 up-regulated probes) in the PBS-injected salmon (PBS/lice *vs*. PBS/no lice), which involved basic cellular (e.g., RNA and protein metabolism) processes. Lice repressive effects were not observed within the group of ASAL-injected salmon (ASAL/lice *vs*. ASAL/no lice); on the contrary, the observed skin transcriptome changes –albeit of lesser magnitude (82 up and 1 down-regulated probes)– suggested the activation in key immune and wound healing processes (e.g., neutrophil degranulation, keratinocyte differentiation). The molecular skin response to ASAL was more intense in the lice-infected (ASAL/lice *vs*. PBS/lice; 272 up and 11 down-regulated probes) than in the non-infected fish (ASAL/no lice *vs*. PBS/no lice; 27 up-regulated probes). Regardless of lice infection, the skin’s response to ASAL was characterized by the putative activation of both antibacterial and wound healing pathways. The transcriptomic changes prompted by ASAL+lice co-stimulation (ASAL/lice *vs*. PBS/no lice; 1878 up and 3120 down-regulated probes) confirmed partial mitigation of lice repressive effects on fundamental cellular processes and the activation of pathways involved in innate (e.g., neutrophil degranulation) and adaptive immunity (e.g., antibody formation), as well as endothelial cell migration. The qPCR analyses evidenced immune-relevant genes co-stimulated by ASAL and lice in an additive (e.g., *mbl2b*, *bcl6*) and synergistic (e.g., *hampa*, *il4r*) manner. These results provided insight on the physiological response of the skin of *L. salmonis*-infected salmon 24 h after ASAL stimulation, which revealed immunostimulatory properties by the bacterin with potential applications in anti-lice treatments for aquaculture. As a simulated co-infection model, the present study also serves as a source of candidate gene biomarkers for sea lice and bacterial co-infection.

## Introduction

Aquaculture has been called upon to fill the predicted global fish demand-supply gap and nourish the growing human population with high-quality protein and health-promoting omega-3 fatty acids (1, 2). Atlantic salmon (*Salmo salar*) is one of the most important fish species farmed globally, both in biomass produced and market value; however, the success of Atlantic salmon aquaculture as a growing food-producing industry is threatened by disease outbreaks (3). The parasitic copepod *Lepeophtheirus salmonis* –commonly referred to as sea louse– is currently one of the main threats to Atlantic salmon aquaculture in the Northern hemisphere (4). The damage of lice outbreaks to the industry goes beyond production losses and the cost of anti-lice treatments [> US$500M only for Norway in 2015; > US$900M globally (5)]. Lice outbreaks at farm sites raise concerns about the welfare of the farmed and wild salmon and negatively influence the public perception of the aquaculture industry (6).

*L. salmonis* parasitizes a range of salmonids (genera *Salmo*, *Salvelinus*, and *Oncorhynchus*) to feed on their mucous, skin, and blood (7, 8). However, Atlantic salmon have been proven to be particularly susceptible to this parasitic infection (9, 10). The effectiveness of *L. salmonis* lies in its capacity to suppress Atlantic salmon’s skin inflammatory response during the early stages of the infection (11). During its development to adult, *L. salmonis* goes through 2 planktonic nauplii stages, a copepodid stage, 2 immobile chalimus stages, and 2 mobile pre-adult stages (7, 8). Failure to expel the juvenile sea lice allows them to continue feeding and develop to motile pre-adult and adult lice. The long duration of the infection and the higher degree of skin damage caused by pre-adult and adult *L. salmonis* further weakens Atlantic salmon, rendering them an easy target for secondary infections (11).

Co-infection of sea lice and pathogenic bacteria occurs naturally at Atlantic salmon sea cages (12). Co-infections can overwhelm the host’s immune defenses if the two pathogens do not antagonize one another, but rather interact synergistically (i.e., one pathogen increases host susceptibility to the other) (13). For instance, *L. salmonis* and *Moritella viscosa* –a Gram-negative bacterium causing winter ulcer disease in salmonids– co-infection hindered Atlantic salmon skin’s ability to heal and increased mortality rates compared with individuals infected with *M. viscosa* alone (14). The co-infection of *Caligus rogercresseyi* –the most prevalent parasitic copepod in Chile– and *Piscirickettsia salmonis* –a Gram-negative bacterium causing salmonid rickettsial septicemia (SRS)– is highly frequent in Chilean salmon farms and seems to be non-competitive (15), which may have severe implications in vaccines’ efficacy, and salmons’ performance and survival (16, 17).

The Gram-negative bacterium *Aeromonas salmonicida* (subspecies *salmonicida*) infects multiple internal organs and the skin of salmonids, causing furunculosis, a disease characterized by dermal furuncles and darkening, lethargy, and other mild clinical signs and low mortality rates in its chronic form; septicemia, necrotizing skin lesions, internal bleeding and sudden mass mortalities in its acute form (18). Due to its ubiquitousness among teleost species and environments and the significance of its impacts on fish farming operations (19), *A. salmonicida*-host (especially salmonids) interactions have increasingly been studied with the expansion of the aquaculture industry (20). Like *L. salmonis*, *A. salmonicida* virulence seems linked to its ability to immunosuppress the host (21). Only a few studies have investigated the interacting pathological effects of co-infection of *A. salmonicida* and a parasite (e.g., the ciliate *Philasterides dicentrarchi*) or virus [e.g., infectious pancreatic necrosis virus (IPNV)] on farmed fish (22, 23). However, the pathogenicity and virulence of their single infections call for the investigation of *L. salmonis* and *A. salmonicida* co-infection.

Previous transcriptomics studies have contributed to identifying the molecular processes underlying the physiological responses of the Atlantic salmon skin to sea lice infection (24–28), and Atlantic salmon and Atlantic cod internal organs to *A. salmonicida* infection and antigens (29–32). In contrast, our understanding of the Atlantic salmon skin’s global gene expression response to co-infections is just beginning but will aid in developing practical and integrative management strategies for aquaculture (e.g., clinical feeds, vaccines) to improve fish health.

The objective of the present study was to profile –for the first time– the Atlantic salmon skin transcriptome response to pre-adult *L. salmonis* infection in combination with an intraperitoneal injection of formalin-killed *A. salmonicida* bacterin. Identically prepared *A. salmonicida* bacterins had been used in previous studies to examine the innate immune response triggered in the spleen and head kidney of Atlantic cod (*Gadus morhua*) (29, 30). The inclusion of un-infected controls for both bacterin-treated and saline-treated salmon allowed for 1) assessing the modulatory effects of the *A. salmonicida* bacterin on the Atlantic salmon skin response to sea lice infection, and 2) analyzing the Atlantic salmon skin transcriptome response to *A. salmonicida* antigens, which had not been studied before. The consortium for Genomic Research on All Salmonids Project (cGRASP)-designed Agilent 44K salmonid oligonucleotide microarray (33) was the platform chosen for the present experiment given its proven reliability in providing robust Atlantic salmon transcriptomic data (34, 35).

## Materials and Methods

### Animals

Groups of 35 and 15 salmon smolts [238.9 ± 45.2 g; mean weight ± standard deviation (SD)] were –respectively– allocated in four 620-L tanks in the bio-containment zone at the Cold-Ocean Deep-Sea Research Facility (CDRF, Ocean Sciences Centre, Memorial University, NL, Canada) for the *Lepeophtheirus salmonis* challenge trial and two 620-L tanks at the Dr. Joe Brown Aquatic Research Building (JBARB, Ocean Sciences Centre) to serve as no-lice infection controls. For a detailed explanation of the fish acclimation process and holding conditions (e.g., flow-through water system), see Supplementary Methods. All procedures followed Canadian Council on Animal Care’s guidelines (approved Memorial University Institutional Animal Care Protocol 17-77-MR).

### Sea Lice Challenge

The salmon at CDRF were challenged with *L. salmonis* copepodids after an acclimation period of 79 days. As previously described (34), in preparation for lice exposure, water flow into the tanks was interrupted, and water volume was reduced by 50%. Oxygen was supplied to the water remaining in the tanks using air diffusers to prevent hypoxia. Then, sea lice copepodids were released into the tanks at a 50 lice/fish ratio and allowed to infect the salmon for 2 h. During the exposure, water dissolved oxygen levels (DO) and temperature were measured every 10 min. Any decrease in DO level during the challenge was quickly addressed by adjusting the air supply and remained above 7.1 mg/L and 72% saturation. No DO supersaturation occurred during the challenge. Water temperature increased by 0.4-0.6 °C on average. No mortalities were recorded. After the 2-h exposure period, the water supply was restored. For further details, see Supplementary Methods.

### Injection Challenge and Sample Collection

Four weeks after sea lice exposure, when lice were at the pre-adult stage, lice-infected salmon (CDRF) and non-infected salmon (JBARB) were fasted for 24 h and then subjected to an intraperitoneal (IP) injection of either phosphate-buffered saline (PBS; Gibco/ThermoFisher Scientific, Mississauga, ON, Canada), a solution of polyriboinosinic polyribocytidylic acid (pIC; 2 μg/μL; Sigma-Aldrich, Oakville, ON, Canada), or a suspension of formalin-killed *Aeromonas salmonicida* [ASAL; PBS-washed and pelleted commercial vaccine (Furogen dip, Novartis Canada, Charlottetown, PE, Canada), resuspended in PBS at an optical density of 1.0 at 600 nm wavelength (29)] (**Figure 1A**). For each tank at CDRF, 6 fish were injected with PBS, 6 with pIC, and 6 with ASAL at 1 μL/g of fish (wet mass). For each tank at JBARB, 4 fish were injected with PBS, 4-5 fish with pIC, and 4-5 fish with ASAL. At 24 h post-injection, salmon were euthanized by immersion in a seawater bath with 400 mg/L MS-222 (Syndel Laboratories, Vancouver, BC, Canada) and dissected for tissue sample collection. Two 1-cm^2^ dorsal skin samples were taken from every lice-infected salmon (CDRF): one sample around a louse attachment site and another sample from an adjacent intact skin area (i.e., no lice attached or damaged) (**Figure 1B**). Dorsal skin samples (also 1 cm^2^) from non-infected salmon (JBARB) were taken from the area directly posterior to the dorsal fin and dorsal to the lateral line. Skin samples were immediately flash-frozen with liquid nitrogen and stored at -80 °C until processed for RNA extraction. Total lice load was counted. Supplementary Methods contain additional information concerning pIC, ASAL preparations, and the fish handling and sampling procedures.

**Figure 1:**
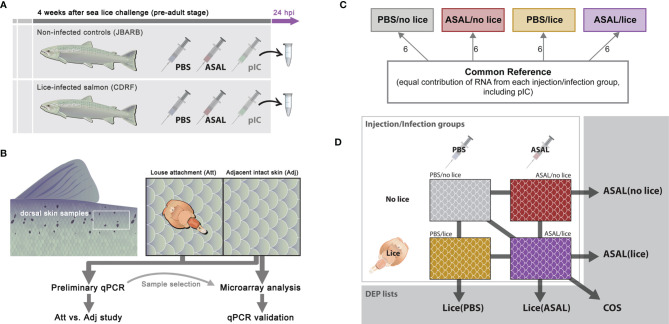
Experimental design of **(A)** Lice/ASAL co-stimulation trial, **(B)** skin sample collection on lice-infected salmon **(C)** 44K microarray experimental design, and **(D)** microarray data comparisons between injection/infection groups.

### RNA Extraction and Purification

Dorsal skin samples were homogenized in TRIzol reagent (Invitrogen/Life Technologies, Burlington, ON, Canada) with stainless steel beads (5 mm; QIAGEN, Mississauga, ON, Canada) using a TissueLyser II (QIAGEN), and subjected to RNA extraction following manufacturers’ instructions. Thirty micrograms of each total RNA sample were treated with 6.8 Kunitz units of DNaseI (RNase-Free DNase Set, QIAGEN) and then column-purified by using the RNeasy Mini Kit (QIAGEN) following the manufacturer’s instructions. The total RNA concentration and purity were assessed by ND-1000 UV spectrophotometry (NanoDrop, Wilmington, DE, USA), and the RNA integrity was examined by 1% agarose gel electrophoresis. RNA samples with tight 18S and 28S ribosomal RNA bands and high A260/280 and A260/230 ratios (> 1.8) were used in transcriptional analyses.

### Microarray Experimental Design

The present study included dorsal skin samples collected from the lice-infected salmon injected with PBS and ASAL (i.e., the salmon at CDRF; groups PBS/lice and ASAL/lice) and the non-infected salmon injected with PBS and ASAL (i.e., the salmon at JBARB; groups PBS/no lice and ASAL/no lice). Six biological replicates were allotted to each of the 4 injection/infection groups (i.e., 24 individual fish in total; **Figure 1C**).

This microarray study aimed to analyze the general skin transcriptome response to sea lice and ASAL co-stimulation, so it only used dorsal skin samples adjacent to louse attachment sites (**Figure 1B**). As explained in the section *Sample Selection for Microarray Analysis*, the present study included a complementary real-time quantitative polymerase chain reaction (qPCR) study comparing the mRNA levels of a selection of biomarker genes in the louse attachment (Att) and adjacent (Adj) skin sites (**Figure 1B**).

The microarray experiment followed Minimum Information About a Microarray Experiment (MIAME) guidelines (36), and it was conducted using cGRASP-designed Agilent 44K salmonid oligonucleotide microarrays [Gene Expression Omnibus (GEO) accession number: GPL11299 (33)]. The arrays were hybridized to anti-sense amplified RNA (aRNA) generated from high integrity and high purity skin total RNA. The analysis employed a common reference microarray experiment design, where the individual fish and the reference aRNA samples were labeled with different fluorescent dyes [Cy5 and Cy3 (GE HealthCare, Mississauga, ON, Canada), respectively]. For more details, see section *Microarray Hybridization and Data Acquisition*.

The common reference aRNA samples were prepared using pools of equal quantities of RNA from all 24 fish selected for the present study (i.e., PBS and ASAL-injected lice-infected and non-infected salmon; see section *Sample Selection for Microarray Analysis*), plus 12 additional RNA samples from non-infected (6 samples) and lice-infected (6 samples) salmon injected with pIC (**Figure 1C**). This design will allow future analyses of the shared molecular responses of Atlantic salmon dorsal skin to ASAL and pIC IP-injections, alone or in combination with lice infection.

### Sample Selection for Microarray Analysis

Biological variability associated with resistance to lice infection may interfere with the microarray analysis and lead to results that are not representative of the fish population under experimentation. Therefore, lice-infected fish (CDRF) with total lice counts below or above population average ± 1 SD were not included in the microarray analysis. A total of 7 PBS/lice and 7 ASAL/lice salmon did not comply with this criterion and were not included in the study. In addition, in the interest of sample standardization, only lice-infected salmon that provided intact dorsal skin samples adjacent to an attached louse were considered. Among the excluded lice-infected salmon, there were 6 PBS/lice and 1 ASAL/lice that had intact skin samples taken next to 2 attached lice, and 3 PBS/lice and 8 ASAL/lice that did not present louse attachment and intact adjacent sites on their dorsal skin suitable for sample collection. Eight biological replicates for the PBS/lice and ASAL/lice groups passed sample filtering.

The RNA samples of the infected salmon that passed filtering were subjected to qPCR analysis (**Figure 1B**). The transcript levels of well-known inflammation [*interleukin 1 beta* (*il1b*) and *cyclooxygenase-2* (*cox2*)], acute-phase response (APR) [*serum amyloid A-5 protein* (*saa5*)], tissue remodeling [*matrix metallopeptidase 13 A* (*mmp13a*)], and anti-bacterial [*toll-like receptor 5 A, soluble* (*tlr5a*)] gene biomarkers were qPCR-quantified on Att and Adj skin samples. The methodology for primer design and quality testing, normalizer selection, cDNA synthesis, and qPCR analysis are explained in the *qPCR Analyses* section and the Supplementary Methods. The obtained qPCR data were analyzed *via* Principal Component Analysis (PCA; see *Statistical Analysis* section) to select the 6 most representative biological replicates (i.e., closely clustered in the multivariate space) for each of the 4 injection/infection groups. The gene expression results arising from these analyses have been added here as a complementary qPCR study comparing Att and Adj gene expression signatures.

The 6 biological replicates in the microarray analysis representing the non-infected salmon (JBARB) were randomly selected from 8 PBS/no lice salmon and 9 ASAL/no lice salmon. Lice-infected salmon that passed sample filtering and all non-infected salmon were considered in the qPCR confirmation of the microarray results.

### Microarray Hybridization and Data Acquisition

One microgram of DNaseI-treated and column-purified RNA from each individual fish and the common reference pool was *in vitro*-transcribed into aRNA using the Amino Allyl MessageAmp™ II aRNA Amplification Kit (Ambion, ThermoFisher Scientific, Waltham, MA, USA), following the manufacturer’s instructions. The resulting aRNAs were quality-checked and quantified using agarose gel electrophoresis and ND-1000 UV spectrophotometry (NanoDrop). Twenty micrograms of each aRNA sample were precipitated overnight using a standard ethanol precipitation method and re-suspended in coupling buffer (Ambion). Common reference and individual fish aRNAs were labeled with Cy3 and Cy5, respectively, following the manufacturer’s instructions. The labeled aRNA concentration and labeling efficiency were measured using the microarray feature in the ND-1000 UV spectrophotometer. For each array, an equal quantity (825 ng) of an individual fish Cy5-labeled and reference Cy3-labeled aRNA were fragmented and co-hybridized to a 44K microarray at 65°C for 17 h with rotation (10 rpm) using an Agilent hybridization oven. The array slides were washed immediately after hybridization as per the manufacturer’s instructions and dried by centrifuging at 200 × g for 5 min at room temperature.

Microarray slides were immediately scanned at 5-μm resolution using a SureScan Microarray Scanner System (Agilent) and Microarray Scan Control Software v.9.1 following the built-in Agilent HD 2-color gene expression microarray scan protocol. The signal intensity data were extracted and subjected to linear and LOESS normalization using Agilent Feature Extraction Software v12.0 (Agilent). Probes of low quality (e.g., signal not above background) or with absent values in more than 25% of all 24 arrays were removed from the dataset, and the missing values were imputed using GeneSpring Software v14.9 (Agilent). The final dataset of normalized log_2_-transformed Cy5/Cy3 ratios consisted of 25,882 probes for all arrays (GEO accession number: GSE186292; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186292).

### Microarray Data Analysis

Normalized log_2_-transformed ratios were analyzed *via* Significance Analysis of Microarrays (SAM) (37) to identify differentially expressed probes (DEPs) between injection/infection groups at a false discovery rate (FDR) of 5% using the Bioconductor R package *siggenes* (38). Five SAM comparisons were made between the different injection/infection groups (**Figure 1D**). The comparison between ASAL/lice and PBS/lice was meant to explore the skin transcriptome response to ASAL in the lice-infected fish [ASAL(lice) DEP list]. The comparison ASAL/no lice *vs.* PBS/no lice covered the skin transcriptome response to ASAL in the non-infected fish [ASAL(no lice) list]. The PBS/lice *vs.* PBS/no lice comparison searched for lice-responsive probes in PBS-injected salmon [Lice(PBS) list]. The ASAL/lice *vs.* ASAL/no lice comparison searched for lice-responsive probes in ASAL-injected salmon [Lice(ASAL) list]. The comparison ASAL/lice *vs.* PBS/no lice aimed to identify probes responsive to ASAL and lice infection (i.e., co-stimulated DEPs; COS list).

For gene identification in the DEP lists, a previous annotation of the 44K 60mer oligonucleotide probes (39) was updated *via* BLASTx searches of the contiguous sequences (contigs) used to design the probes against the NCBI non-redundant amino acid (nr) and Swiss-Prot databases (thresholds: E-value < 1e-5, identity percentage > 75%, query coverage >50%). BLASTn searches using the 60mer probes [against the NCBI non-redundant nucleotide (nt) database] were conducted to verify the annotation of the updated probes (threshold: ≤ 2 mismatches; no alignment gaps allowed). Human gene symbols were assigned to the annotated probes based on HUGO Gene Nomenclature Committee (HGNC; https://www.genenames.org/) and/or GeneCards (https://www.genecards.org/) databases.

### Network and Gene Ontology Enrichment Analyses

Gene ontology (GO) term enrichment analyses (GTEA) were conducted for each DEP list using ClueGO (40) plugin in Cytoscape (v3.5.1) (41). This analysis disregarded DEP redundancy (i.e., multiple probes annotated as the same gene); it only considered the differentially expressed genes (DEGs) putatively represented by the DEP lists. Right-sided hypergeometric tests (i.e., for GO term over-representation) were performed using the human GO database (UniProt: 27.02.2019) for Biological Processes (BPs), with an adjusted p-value cut-off level (Benjamini-Hochberg test) of 0.05. The entire 44K salmon array was used as the reference gene list. ClueGO linked the over-represented GO terms using kappa statistics (42), thus generating GO term networks. The kappa coefficient threshold for the analysis was 0.4. The relative frequency of up-regulated and down-regulated DEGs was used to calculate the z-score (43) of each GO term arising from the GTEA. The over-represented GO terms were classified, using Gene Ontology Browser (http://www.informatics.jax.org), into 4 functional themes: 1) metabolic processes; 2) cellular processes; 3) immune/stress processes; and 4) development/healing processes. Some GO groups comprised terms from different themes; in such cases, the group is colored according to the theme with the highest number of GO terms. Additional information on kappa statistics and GO term classification criterion can be found in the Supplementary Methods.

### qPCR Analyses

Forty-one microarray-identified genes of interest (GOIs) were qPCR-analyzed to confirm the microarray results (see *Statistical Analyses* for more information). Despite not being microarray-identified, the qPCR confirmation study also included *tlr5a* to better represent bacterial recognition processes.

First-strand cDNA synthesis and qPCR amplifications were performed following Minimum Information for Publication of qPCR Experiments [MIQE (44)]-compliant methods previously published (34, 35) and described in the Supplementary Methods. A ViiA 7 Real-Time PCR system (Applied Biosystems/Life Technologies, Foster City, CA, USA) was used for the qPCR experiments. Primer pairs were either designed or selected from previous studies, and quality-tested [e.g., single-product amplification, efficiency (45)] as described in Caballero-Solares et al. (46) and Supplementary Methods. All information concerning primer sequences and quality-check results is shown in the **Supplemental Table S1**.

Five candidate normalizer genes were tested for mRNA level stability across injection/infection groups. These genes were *60S ribosomal protein L32* (*rpl32*), *elongation factor 1-alpha 1* (*ef1a1*), *polyadenylate-binding protein, cytoplasmic 1* (*pabpc1*), *eukaryotic translation initiation factor 3 subunit D* (*eif3d*), *ATP binding cassette sub-family f member 2* (*abcf2*). These candidate normalizer genes were selected based on previous experience with infected or pathogen-associated molecular patterns (PAMP)-challenged Atlantic salmon (35, 47). *rpl32* and *pabpc1* were chosen as the most stably expressed based on geNorm analyses [M-values 0.160 and 0.158, respectively; qBASE plus, Biogazelle NV, Belgium (48)].

The relative quantity (RQ) of each qPCR-analyzed GOI was calculated using a qBase relative quantification framework (49, 50) through normalization to *rpl32* and *pabpc1*, with amplification efficiencies incorporated. The RQ values of each GOI were calibrated to the sample that had the lowest normalized gene expression (i.e., assigned an RQ value = 1.0).

### Statistical Analyses

Microarray data were subjected to Pearson correlation tests to identify significant relationships between expression levels and total lice load. Non-infected salmon were not considered for the correlation analyses. As in previous studies (9, 20, 21), the validity of the microarray results was assessed by a linear regression analysis of qPCR and microarray-derived log_2_-transformed fold-changes. Gene expression fold-changes were calculated following the formula 2^A-B^, A and B being the RQs of two different injection/infection groups (e.g., ASAL/lice *vs*. PBS/no lice) (51).

Total lice load counts were analyzed for PBS/ASAL injection effects using Mann-Whitney U test as the data failed to comply with the normality assumption (Shapiro-Wilk test). Changes in the transcript levels of the qPCR-analyzed genes were modeled using generalized linear models (GLMs). For the qPCR confirmation experiment, the factors tested were ASAL treatment (i.e., PBS/ASAL injection) and *L. salmonis* infection (i.e., presence/absence). For the complementary qPCR experiment (arising from the preliminary analyses conducted for sample selection), the factors tested were ASAL treatment (i.e., PBS/ASAL injection) and skin site (i.e., Adj/Att). Once modeled, we tested the significance of each factor and the interactions between factors through ANOVA. Pairwise comparisons between injection/infection groups were carried out using estimated marginal means (EMMs). Similar to the microarray data, the qPCR-confirmation results were analyzed for correlation with total lice load counts (Pearson correlation test). Again, non-infected salmon were not considered for the correlation analyses. The microarray and qPCR confirmation experiment datasets were analyzed using Principal Component Analysis (PCA). For the qPCR data-based PCA, the scores of the first two principal components were also subjected to the same statistical analyses as the qPCR confirmation data (i.e., GLMs for lice and ASAL effects; EMMs for inter-group pairwise comparisons).

All statistical analyses –except for GTEA– were conducted using the R environment, more specifically the packages: *glm* (generalized linear models), *car* (one-way ANOVA), *emmeans* (estimated marginal means), *corrplot* (Pearson correlation), *factoextra* and *ade4* (PCA). Results were plotted using the R packages *ggplot2* and *ggpubr*. The statistical significance threshold was p-value (*p*) <0.05 for all statistical analyses.

## Results

### Lice Infection Levels

The entire group of lice-infected salmon (i.e., PBS and ASAL-injected; n = 48) showed an average total lice load of 12.0 ± 5.8 (SD). There were no significant differences in total lice load counts between PBS and ASAL-injected salmon (Mann-Whitney U test; *p* = 0.985).

### Microarray Results

SAM (5% FDR) identified 345 up-regulated and 2,189 down-regulated DEPs in the comparison PBS/lice *vs*. PBS/no lice [i.e., Lice(PBS) list; **Figure 2A** and **Supplemental Table S2**], and 82 up-regulated and 3 down-regulated DEPs in the comparison ASAL/lice *vs.* ASAL/no lice [i.e., Lice(ASAL) list]. 

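Dorsal skin of 24 Atlantic salmon was measured on 44K Agilent arrays of 2 colours, with 6 fish in each of the 4 injection/infection groups. All fish were sampled 24 h after an intraperitoneal injection of phosphate-buffered saline (PBS) or of formalin-killed *A. salmonicida* (ASAL). The infected fish had been exposed to 50 copepodids per fish about 4 weeks earlier. Each fish's RNA, labeled with Cy5, was hybridized against the same reference pool, labeled with Cy3, on every array, so no dye was swapped and a log2 ratio above 0 stands for more transcript in the fish than in the pool. Infected fish came from 4 tanks of a facility that held no non-infected fish, and non-infected fish from 2 tanks elsewhere, so lice and facility cannot be told apart. PBS- and ASAL-injected fish shared the tanks. The paper states that the infected fish were chosen as those lying closest together in a PCA of qPCR data and that the non-infected fish were drawn at random. The genes of that PCA included *saa5* and *il1b*. A small spread of the infected groups in these genes can therefore come from the choice of fish. The authors extracted the spot intensities with Agilent Feature Extraction 12.0, which subtracted the background and applied linear and LOESS dye normalization, and they also deposited a table of log2 ratios from which dim probes had been removed and in which missing values were imputed. From the processed intensities a log2 Cy5/Cy3 ratio was computed for each of 43689 probes, leaving out control spots and spots marked as outliers. A probe was tested when it was well above background in both channels on at least 18 of the 24 arrays, which kept 27925 probes. The number of probes well above background in both channels was 26786 to 35791 (median 30462) on the PBS/no lice arrays and 26874 to 34876 (median 28854.5) on the ASAL/no lice arrays. It was 23925 to 38739 (median 32258.5) in PBS/lice and 28326 to 38093 (median 32195) in ASAL/lice. The number of arrays limits the precision of every group mean. Each comparison was fitted with limma on its own 12 arrays, two-sided, and a differentially expressed probe (DEP) had a Benjamini-Hochberg adjusted p under 0.05. The paper's methods name SAM at an FDR of 5%, which was run as an alternative. With 1000 probes changed by 2 on the log2 scale in simulated data, limma recovered 94.6% of them in ASAL(lice), and 5.21% of its calls were false. The simulated probes varied independently and without tank effects. A change of 2 is larger than most called changes, with a median of 0.95 in the higher COS probes. Power for smaller changes was not tested.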

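Between ASAL/lice and PBS/lice, limma called 94 probes higher and 10 lower among the 27923 tested, and 1585 probes had an unadjusted p under 0.05 where chance alone gives 1396 on average. Probes vary together, and 37 of 100 splits of these fish, the real one included, gave as many. The values of the 6 ASAL/lice fish and the 6 PBS/lice fish did not overlap in 218 probes, or 0.781% against the 0.216% that chance gives, and 97 of the 104 DEPs were among them. Between ASAL/no lice and PBS/no lice, 3 probes were called, all of them higher, with 2141 probes at an unadjusted p under 0.05. Of these 3, probe C231R001 carries no gene name in the sources used here and had the largest change (log2 FC 4.04, standard error 0.40, adjusted p = 0.00355, limma), although it was above background in only 3 of 6 PBS/no lice fish, so the size of this change is uncertain. The other probes belong to *alt5* (log2 FC 2.97, standard error 0.33, adjusted p = 0.0047) and *ccr8* (log2 FC 1.18, standard error 0.13, adjusted p = 0.0047), and in each of the 3 every ASAL/no lice fish lay above every PBS/no lice fish. Injections shared the tanks, and with tank as a block limma called 103 higher and 3 lower probes in ASAL(lice), 68 of which were among the 104, and 5 probes in ASAL(no lice). With the slide as a block limma called 0 probes in both comparisons, and with the scan day 7 in ASAL(lice) and 0 in ASAL(no lice). In ASAL(lice) a single slide, with 1 ASAL/lice and 2 PBS/lice fish, held both groups, against 4 slides in ASAL(no lice). Array weights, which count noisy arrays less, gave 398 calls in ASAL(lice) and 11 in ASAL(no lice). SAM gave 104 calls in ASAL(lice), all of them higher, and 3 in ASAL(no lice) on the same values.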

The comparison ASAL/lice *vs.* PBS/lice [i.e., ASAL(lice) list] identified 272 up-regulated and 11 down-regulated DEPs, whereas ASAL/no lice *vs.* PBS/no lice [i.e., ASAL(no lice) list] revealed 27 up-regulated DEPs. The skin transcriptome differences between the co-stimulated salmon (i.e., ASAL/lice) and PBS/no lice salmon accounted for 1,878 up-regulated and 3,120 down-regulated DEPs (i.e., COS list). 

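In the comparison of ASAL/lice with PBS/no lice, limma called 834 probes higher and 726 lower at an adjusted p under 0.05, out of 27908 tested. An unadjusted p under 0.05 was reached by 7149 probes, where chance alone gives 1395, and in 976 probes (3.50%) the values of the fish of both groups did not overlap. The number of DEPs rose to 4271 with array weights and fell to 196 with tank as a random block and to 0 with the slide as a block. The last fit rests on the only slide that held both groups, with 1 fish of each. With each fish left out in turn, the number of DEPs lay between 402, without PBS/no lice fish 3 of tank 33, and 3570, without PBS/no lice fish 1 of tank 30. Higher probes made up 53.5% of the DEPs, 61.0% after normexp background correction and loess, 74.0% with tank as a random block (145 higher and 51 lower), 67.9% without PBS/no lice fish 3 of tank 33 (273 and 129) and 49.8% with the slide as a random block, a fit added after seeing the values. SAM called 1251 higher and 955 lower probes on the same values, and 1138 higher (42.5%) and 1542 lower on the authors' table of log2 ratios. SAM with the median number of false calls, chosen after seeing the values, called 2200 higher and 2452 lower probes on the computed ratios and 1805 higher and 3120 lower on the authors' table.

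**Figure D1:**
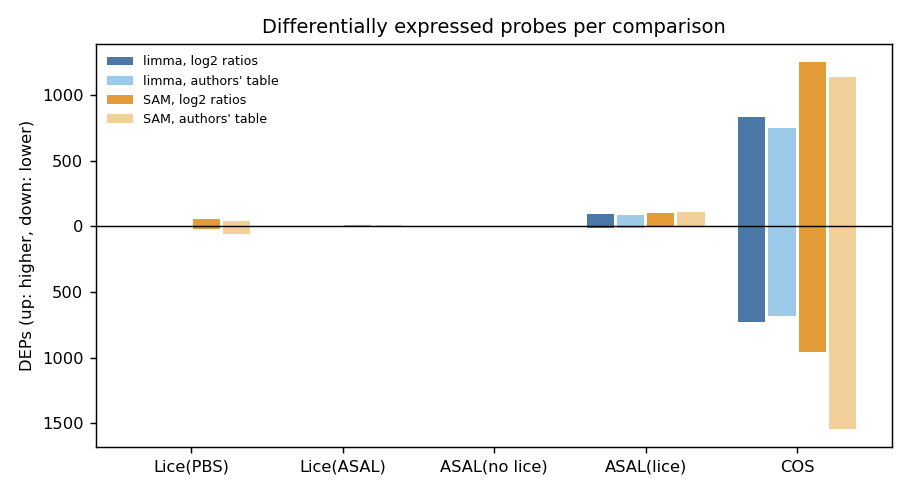
Number of DEPs in each comparison, higher above the zero line and lower below it, from limma and from SAM on the log2 ratios and on the authors' table of log2 ratios. Each bar is a count over 12 fish, so it has no error bar; the COS bars, such as 834 higher and 726 lower for limma, are the longest.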

The PCA of the complete microarray dataset showed segregation among the different injection/infection groups in the multivariate space (**Supplementary Figure S1**). 

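Over the 27398 probes measured on all arrays, the 4 injection/infection groups accounted for 18.5% of the sum of squares between fish, where group labels permuted between fish gave a median of 12.6% (permutation test, p = 0.0653). With every probe scaled to unit variance the share was 20.1% and the permutation p 0.0121. The first principal component held 31.0% of the variance and the second 18.7%, and the groups explained 13.3% and 24.3% of their scores (permutation tests, adjusted p = 0.41 and 0.172 over 4 components). Component 4, with 5.28% of the variance, had 49.7% of its scores explained by group (permutation test, adjusted p = 0.0188). Slide accounted for 57.6% of these scores and scan day for 37.8%, without a test. As only 1 slide held both PBS/lice and ASAL/lice fish, slide is not excluded as a source of their distance on component 4. Within groups, fish of the same tank lay closer together than permuted tank labels gave, with 37.3% of the sum of squares within groups lying between tanks against a permuted median of 20.3% (permutation test, adjusted p = 0.00123 over 3 batch types). The shares for scan day (15.2%) and slide (26.3%) had a permutation p of 0.938 each, and these tests within groups do not bear on differences between groups.

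**Figure D2:**
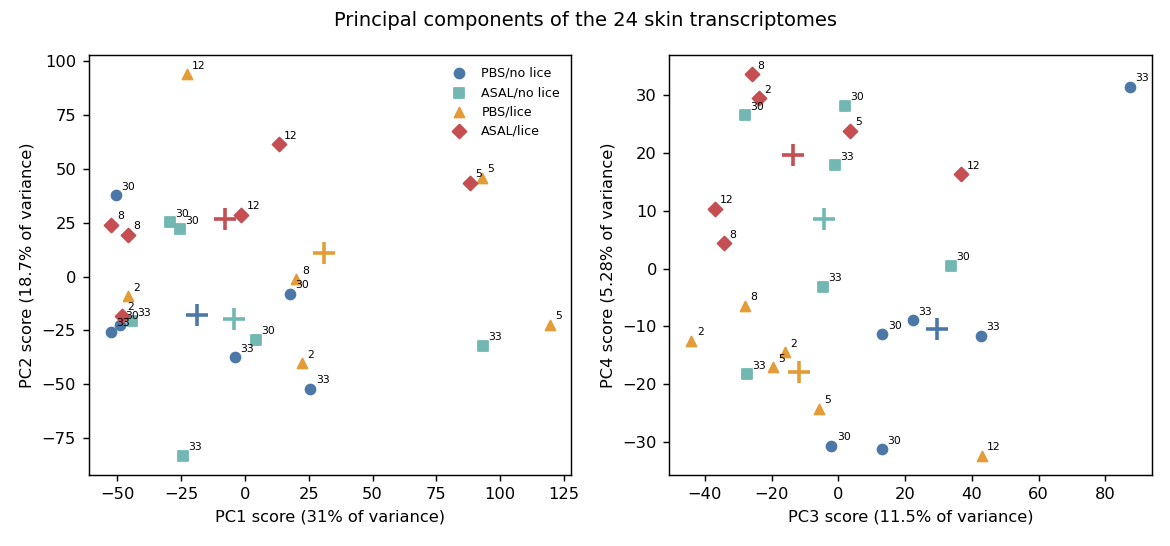
Scores of the 24 fish on principal components 1 and 2 (left) and 3 and 4 (right), without units, with the share of variance of each on its axis; points are fish with their tank number, and crosses are group means. The groups overlap on the first component, and the PBS and ASAL groups of infected fish lie apart on component 4. Only 1 slide held fish of both these groups.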

The distance between groups reflected the size of their corresponding DEP list; for example, the largest DEP list (i.e., COS) derived from the two most distant groups in the PCA (i.e., ASAL/lice and PBS/lice).

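Distances between group centroids over the same probes were 76.2 for PBS/no lice and PBS/lice, 74.3 for PBS/no lice and ASAL/lice, and 64.2 for ASAL/no lice and PBS/lice, in units of the log2 ratios summed over probes. They were 60.7 for PBS/lice and ASAL/lice, 58.6 for ASAL/no lice and ASAL/lice, and 49.3 for PBS/no lice and ASAL/no lice. Permuted labels gave a median of 65.3 for the largest of the 6 distances, and one as far as 76.2 in 18.65% of permutations. With each probe scaled to unit variance, PBS/no lice and ASAL/lice were the farthest apart, at 142.8, ahead of PBS/no lice and PBS/lice at 138.4, and 4.77% of permutations had a largest distance as far.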

**Figure 2:**
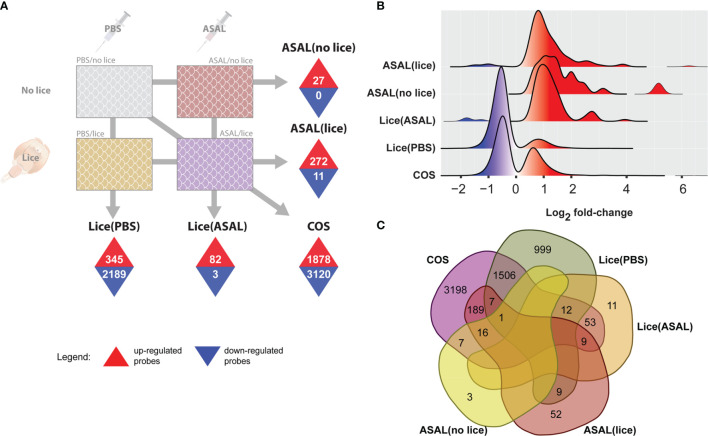
Summary of microarray results. **(A)** Identified differentially expressed probes (DEPs) using SAM (5% FDR). Numbers inside upward pointing triangles represent the number of up-regulated DEPs; those inside downward pointing triangles represent the number of down-regulated DEPs. **(B)** Histogram of the frequency density of log_2_-transformed fold-changes for the different DEPs lists. Tones of red and blue colors indicate up- and down-regulation, respectively. **(C)** Venn diagram showing the total number of exclusive and overlapped DEPs among lists.

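Among the 94 probes higher in ASAL(lice), the median log2 FC was 1.56 and the interquartile range ran from 1.13 to 2.26. In this list 65 probes (69.2%) were under 2 and 3 were over 4, the highest at 6.32. The 834 higher COS probes had a median of 0.95, with 780 of them (93.5%) under 2 and 6 over 4. The 3 higher probes of ASAL(no lice) had log2 FCs between 1.18 and 4.04. These values are differences between group means of log2 ratios.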

In all DEP lists, the majority of up-regulated probes showed moderate fold-changes [i.e., < 2 log_2_ fold-change (FC)], although the distribution of the complete lists stretched towards high induction levels (i.e., above 4 log_2_ FC; **Figure 2B**). Up-regulated DEPs in ASAL(lice), ASAL(no lice), and Lice(ASAL) had multimodal log_2_ FC distributions, with a predominant peak close to 1 log_2_ FC for ASAL(no lice) and Lice(ASAL), and slightly below 1 log_2_ FC for ASAL(lice). FCs of the up-regulated DEPs in Lice(PBS) and COS lists displayed a single peak below 1 log_2_ FC. Down-regulated DEPs in Lice(PBS) and COS characteristically showed mild log_2_ FCs above -1, whereas in Lice(ASAL) and ASAL(lice), they presented some log_2_ FCs below -1. 

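Of the 726 lower COS probes, 626 (86.2%) had a log2 FC above -1, the median was -0.70 and the lowest value -2.18. The 10 lower probes of ASAL(lice) lay between -1.62 and -0.79 with a median of -1.10, and 3 of them were above -1. All log2 FCs of called probes are subject to selection, since a probe needs a large change or a small spread to be called.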

ASAL(no lice) presented no down-regulated probes.

Of the 4,998 DEPs in the COS list (i.e., 1,878 up + 3,120 down), 3,198 (64% of the total) were COS-exclusive and 1,800 (36%) were shared with other lists (**Figure 2C** and **Supplemental Table S2**). 

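With the calls from limma, 1468 of the 1560 COS DEPs (94.1%) were in no other list, and 92 were shared with ASAL(lice), all in the same direction. The overlap of calls includes what ASAL/lice arrays used in both comparisons contribute. Before any adjustment, 882 probes had an unadjusted p under 0.05 in the same direction in both comparisons, while regrouped residuals of fish without group effects gave a median of 129.5 and at most 2465 in 100 draws. Across probes the log2 FCs of ASAL(lice) and COS correlated with r = 0.38, below the simulated median of 0.5, and probes are not independent replicates.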

Within the shared DEPs, 1,526 were also found in Lice(PBS), 222 in ASAL(lice), 74 in Lice(ASAL), and 24 in ASAL(no lice). Lice(PBS) list comprised 999 exclusive DEPs (39% of the total) and 1,535 DEPs (61%) shared with other lists. Lice(ASAL) had 11 (13%) exclusive and 74 (87%) shared DEPs. ASAL(lice) presented 52 (18%) exclusive and 231 (82%) shared DEPs. 

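ASAL(lice) had 12 DEPs (11.5%) of its own among the limma calls. Its remaining 92 (88.5%) were also COS DEPs.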

ASAL(no lice) list was composed of 3 (11%) exclusive and 24 (89%) shared DEPs. 

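All 3 limma DEPs of ASAL(no lice) were also higher in ASAL(lice) and COS, so none was exclusive to that list. No overlap with Lice(ASAL) could be counted because limma called 0 probes there, with 3628 at an unadjusted p under 0.05 and 14 called by SAM on the same values. At an unadjusted p under 0.05, 110 probes changed in the same direction in Lice(ASAL) and ASAL(no lice), which use the same ASAL/no lice fish on opposite sides. The median of 100 draws of regrouped residuals was 0 and the highest draw 67.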

No DEPs were shared between Lice(ASAL) and ASAL(no lice) lists.

### Functional Analysis of the Skin Transcriptome Responses

The GTEA found 230 over-represented biological process GO terms (**Figure 3A** and **Supplemental Table S3**) in the Lice(PBS) list: 134 (58%) metabolic processes, 75 (33%) cellular processes, and 21 (9%) immune/stress processes. The over-represented metabolic processes in Lice(PBS) focused on nucleic acid (e.g., “mRNA metabolic process”) and protein metabolism (e.g., “protein modification process”). The over-represented cellular processes in Lice(PBS) included organelle organization and biogenesis (e.g., “ribosome biogenesis”), RNA and protein localization and transport (e.g., “intracellular protein transport”), and the regulation of cell signaling (e.g., “regulation of signal transduction by p53 class mediator”) and cell cycle (e.g., “regulation of cell cycle”). Several over-represented immune/stress processes in Lice(PBS) were related to viral infection (e.g., “defense response to virus”); others were related to responses to cytokines (e.g., “positive regulation of response to cytokine stimulus”), and different abiotic stressors (e.g., “cellular response to abiotic stimulus”).

**Figure 3:**
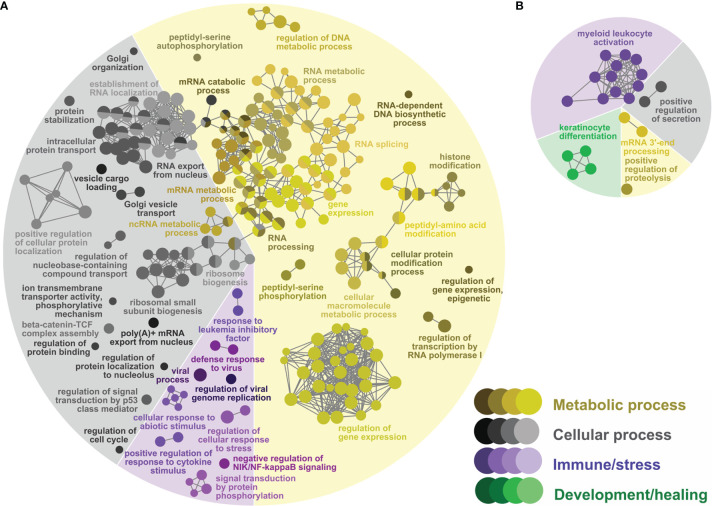
Network GO term enrichment analysis of the differentially expressed genes (DEGs) in **(A)** the Lice(PBS) list, and **(B)** the Lice(ASAL) list. Nodes represent over-represented GO terms (right-sided hypergeometric test; adjusted p-value < 0.05). Nodes are colored according to their assigned functional theme. Highly related terms (kappa coefficient > 0.4) are connected with grey lines. Single GO terms (i.e., single node) and GO networks are grouped and colored by functional theme (e.g., metabolic process, immune/stress) and arranged to fit the pie chart sectors representing the proportion of GO terms in each functional theme. Some GO groups comprised terms from different themes; in such cases, the group is colored according to the theme with the highest number of GO terms.

In the Lice(ASAL) list, mostly immune/stress and development/healing processes were over-represented [9 (43% of all 21) and 4 (19%) processes, respectively; **Figure 3B** and **Supplemental Table S4**]. All immune/stress processes were related to neutrophil-mediated immunity (i.e., “myeloid leukocyte activation”), whereas all development/healing processes were related to skin development (i.e., “skin development”). The 5 over-represented cellular processes (24%) were grouped with the neutrophil-mediated immunity-related processes [e.g., “exocytosis” in group 4 (**Supplemental Table**]. The 3 over-represented metabolic processes included proteolysis (e.g., “positive regulation of proteolysis”) and RNA 3’-end processing (e.g., “mRNA 3’-end processing”).

ASAL(lice) presented 77 (26%) and 173 (58%) over-represented cell and immune/stress processes, respectively (**Figure 4A** and **Supplemental Table S5**), whereas ASAL(no lice) had 8 over-represented cell processes (36% of all 22) and 14 immune/stress processes (64%) (**Figure 4B** and **Supplemental Table S6**). In ASAL(lice), there were cellular processes involved in endocytosis and apoptosis (e.g., “positive regulation of receptor-mediated endocytosis” and “regulation of cell death”, respectively). Some cell processes in ASAL(no lice) were related to cellular ion homeostasis (e.g., “ion homeostasis”). Many cellular processes in ASAL(lice) and ASAL(no lice) were grouped with processes of different themes (e.g., immune/stress processes, development/healing processes) and spanned over various cell signaling pathways, such as the MAPK/ERK pathway [e.g., “regulation of MAPK cascade”, group 7 of the ASAL(lice) list (**Supplemental Table S5**); “signal transduction”, groups 0 and 7 of the ASAL(no lice) list (**Supplemental Table S6**)], exocytosis [e.g., “secretion by cell”, group 16 of the ASAL(lice) list (**Supplemental Table S5**)], and cell chemotaxis [e.g., “cell migration”, group 32 of the ASAL(lice) list (**Supplemental Table S6**)]. Other immune/stress processes over-represented in ASAL(lice) were related to anti-bacterial responses (e.g., “response to bacterium”), inflammatory response (e.g., “I-kappaB kinase/NF-kappaB signaling”), and lymphocyte activation (e.g., “positive regulation of lymphocyte activation”). Also, ASAL(lice) had over-represented metabolic and development/healing processes, whereas ASAL(no lice) did not (**Figure 4B**). Most over-represented metabolic processes in ASAL(lice) were associated with proteolysis and regulation of endopeptidase activity (e.g., “positive regulation of proteolysis”). Over-represented development/healing processes in ASAL(lice) related to wound healing and hemostasis (e.g., “regulation of wound healing”), angiogenesis (e.g., “regulation of vasculature development”), and extracellular matrix (ECM) organization (e.g., “extracellular matrix organization”) (**Figure 4A**).

**Figure 4:**
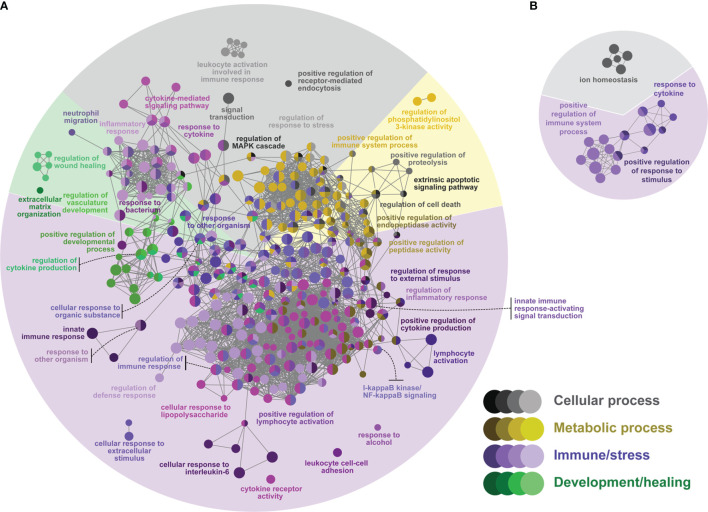
Network GO term enrichment analysis of the differentially expressed genes (DEGs) in **(A)** the ASAL(lice) list, and **(B)** the ASAL(no lice) list. Nodes represent over-represented GO terms (right-sided hypergeometric test; adjusted p-value < 0.05). Nodes are colored according to their assigned functional theme. Highly related terms (kappa coefficient > 0.4) are connected with grey lines. Single GO terms (i.e., single node) and GO networks are grouped and colored by functional theme (e.g., metabolic process, immune/stress) and arranged to fit the pie chart sectors representing the proportion of GO terms in each functional theme. Some GO groups comprised terms from different themes; in such cases, the group is colored according to the theme with the highest number of GO terms.

The GTEA found 223 biological processes over-represented by the COS list (**Figure 5** and **Supplemental Table S7**): 116 (52%) were classified as metabolic processes, 55 (25%) as cellular processes, 45 (20%) as immune/stress processes, and 7 (3%) as development/healing processes. Similar to Lice(PBS), most over-represented metabolic processes in the COS list were directly or indirectly related to the metabolism of nucleic acids (e.g., mRNA, ncRNA, DNA) and proteins. Further, the cellular processes spanned over cell organelle organization and biogenesis (e.g., “ribosomal large subunit biogenesis”), RNA and protein localization and transport (e.g., “establishment of RNA localization”), cell signaling (e.g., “regulation of signal transduction by p53 class mediator”), and cell cycle regulation (e.g., “regulation of cell cycle G1/S phase transition”). Among the over-represented immune/stress processes, there were many related to innate and adaptive immune responses (e.g., groups 19 and 27, led by “innate immune response” and “regulation of adaptive immune response”, respectively). Also, there were processes related to viral infection (e.g., “viral process”), neutrophil-mediated immune processes (e.g., “regulated exocytosis”), and response to stress (e.g., “regulation of response to stress”). The development/healing processes involved platelet formation (i.e., group 21, led by “platelet formation”) and endothelial cell migration (e.g., “positive regulation of endothelial cell migration”).

**Figure 5:**
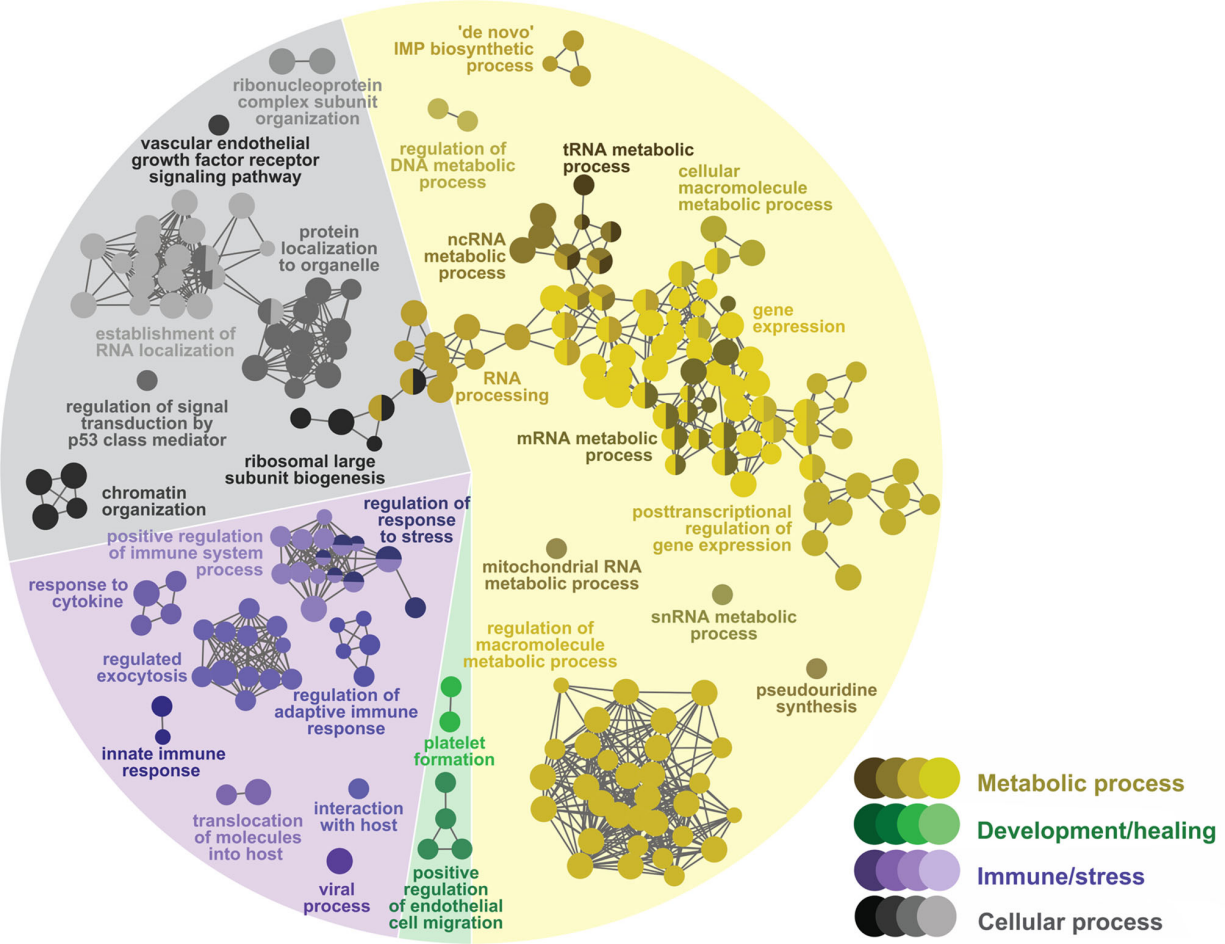
Network GO term enrichment analysis of the differentially expressed genes (DEGs) in the COS list. Nodes represent over-represented GO terms (right-sided hypergeometric test; adjusted p-value < 0.05). Nodes are colored according to their assigned functional theme. Highly related terms (kappa coefficient > 0.4) are connected with grey lines. Single GO terms (i.e., single node) and GO networks are grouped and colored by functional theme (e.g., metabolic process, immune/stress) and arranged to fit the pie chart sectors representing the proportion of GO terms in each functional theme. Some GO groups comprised terms from different themes; in such cases, the group is colored according to the theme with the highest number of GO terms.

Regardless of the theme, down-regulated DEGs were predominant in all the over-represented biological processes of the Lice(PBS) list (**Figure 6A**). Conversely, all biological processes of the Lice(ASAL), ASAL(no lice), and ASAL(lice) were mostly or exclusively represented by up-regulated DEGs (**Figures 6B–D**).

**Figure 6:**
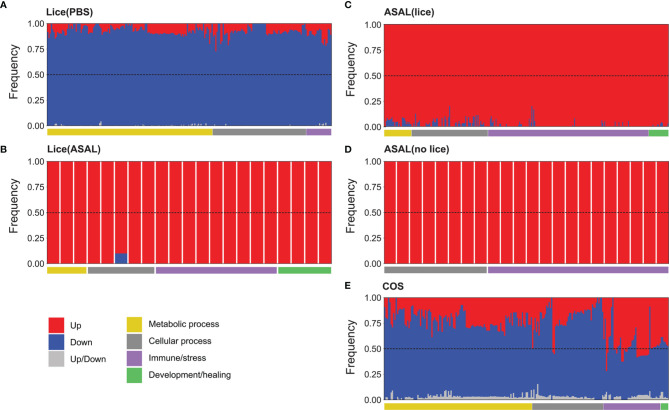
Stacked bar plots showing the relative frequency of differentially expressed genes (DEGs) detected by up-regulated (red) and down-regulated (blue) microarray probes or by both up and down-regulated probes (light grey) for the GO terms over-represented in the **(A)** Lice(PBS), **(B)** Lice(ASAL), **(C)** ASAL(lice), **(D)** ASAL(no lice), and **(E)** COS lists. The GO terms are arranged based on their functional theme (e.g., metabolic process, immune/stress; see horizontal bars below the stacked bar plots).

Metabolic and cellular processes in the COS list were predominantly represented by down-regulated genes, except for 2 cellular processes: “regulated exocytosis” and “exocytosis” (both in group 32, together with several immune/stress processes), which were represented by up-regulated genes in a slightly higher proportion than down-regulated genes (**Figure 6E**; for details see **Supplemental Table S7**). The up-regulated:down-regulated DEG ratio varied among groups of immune/stress processes. For example, processes involved in viral infection, parasite-host interaction, and regulation of stress response were represented by down-regulated genes mostly. On the other hand, the proportion of up-regulated genes was over that of down-regulated in processes related to, e.g., antigen processing and presentation, cytokine production, innate immune response, negative regulation of adaptive immune response, and neutrophil activation. Development/healing processes related to platelet formation and angiogenesis had somewhat more down-regulated than up-regulated representative DEGs, whereas “vascular endothelial growth factor receptor signaling pathway” was represented by a slightly higher number of up-regulated DEGs (**Figure 6E** and **Supplemental Table S7**).

### qPCR Analysis of Microarray-Identified Transcripts

The log_2_ FCs calculated using the qPCR data of the same individuals selected for microarray analysis were significantly linearly correlated with the microarray log_2_ FCs [**Supplementary Figure S2** (‘selected samples’ linear regression model); *r^2^* = 0.838]. Adding more biological replicates to the qPCR log_2_ FC calculation decreased the correlation with the microarray log_2_ FCs [**Supplementary Figure S2** (‘all samples’ linear regression model); *r^2^* = 0.703], but the linear regression model remained highly significant (*p* < 0.0001).

The co-stimulated salmon (i.e., ASAL/lice) showed higher transcript levels of the putatively immune-related GOIs *toll-like receptor 13* (*tlr13*), *C-type lectin domain family 1 member B* (*clec1b*)*, hepcidin antimicrobial peptide A* (*hampa*)*, cathelicidin antimicrobial peptide B* (*campb*)*, saa5, tyrosine-protein kinase Lyn* (*lyn*)*, B-cell lymphoma 6 protein* (*bcl6*)*, interleukin 4 receptor* (*il4r*), and *chloride intracellular channel 2* (*clic2*) than the other injection/infection groups (EMM pairwise comparisons; **Figures 7A, D, J, L, M, S, U, V, Y**). The mRNA levels of *C-type lectin domain family 1 member A* (*clec1a*) and *mannose receptor, C type 1* (*mrc1*) were higher in the ASAL/lice salmon than in the non-infected salmon (i.e., PBS/no lice and ASAL/no lice; **Figures 7C, E**). *Interleukin-8* (*cxcl8*) and *mannose binding lectin 2 B* (*mbl2b*) had higher expression levels in the ASAL/lice salmon than in the PBS-treated salmon (i.e., PBS/no lice and PBS/lice; **Figures 7G, O**). ASAL/lice salmon had higher *arachidonate 5-lipoxygenase activating protein* (*alox5ap*) mRNA levels than ASAL/no lice salmon (**Figure 7I**). These patterns result from the additive (i.e., for *tlr13, clec1a, clec1b, mrc1, cxcl8, mbl2b, bcl6,* and *clic2*) and synergistic (i.e., stronger effects than with the sum of the individual factors; for *alox5ap, hampa* and *il4r*) effects of ASAL injection and lice infection (GLM results; **Figure 7Z**). For *tlr5a, il1b, campb,* and *saa5*, GLM analyses showed close to significant effects (i.e., 0.05 < p < 0.1; **Figure 7Z**) for one of the stimuli: ASAL (i.e., *campb, saa5, il1b*) or lice (i.e., *tlr5a*). Pairwise comparisons suggest ASAL+lice additive effects on *lyn* mRNA levels (**Figure 7S**), but the GLM results were not significant for lice (p = 0.147; **Figure 7Z**). *tlr5a* showed an overall ASAL induction (**Figure 7Z**), but no significant pairwise differences were found between groups (**Figure 7B**). Regarding the single-stimulus exclusively responsive GOIs, ASAL up-regulated *haptoglobin* (*hp*), *interferon regulatory factor 1 A* (*irf1a*), *nuclear factor kappa B subunit 2* (*nfkb2*), and *programmed cell death 1 ligand 1* (*cd274*), regardless of lice infection (**Figures 7K, Q, R, X, Z**). ASAL alone (i.e., ASAL/no lice) up-regulated *hampa, lyn*, and *clic2* compared with the PBS-treated salmon (**Figures 7J, S, Y**). On the other hand, lice infection up-regulated *mannose binding lectin 2 A* (*mbl2a*) and *HLA class II histocompatibility antigen gamma chain* (*cd74*), and down-regulated *helicase with zinc finger 2* (*helz2*), regardless of ASAL treatment (**Figures 7N, T, W, Z**). The *complement C1q C chain* (*c1qc*) transcript levels were higher in PBS/lice salmon than in ASAL/no lice salmon (**Figure 7P**). Total lice load counts were significantly negatively correlated with *tlr13* (**Figure 7Z**) and close-to-significantly negatively correlated with *il1b* (p = 0.091; **Figure 7Z**).

**Figure 7:**
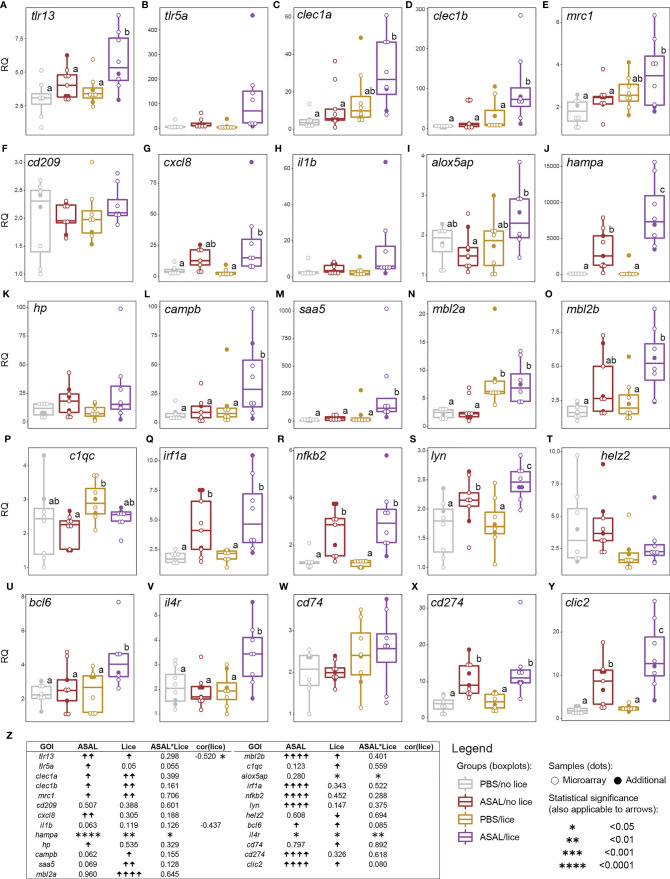
qPCR results of lice, ASAL, and lice+ASAL-responsive genes putatively involved in **(A–F)** pathogen/damage-associated molecular pattern recognition, **(G–I)** inflammatory responses, **(J–P)** innate immune responses, **(Q–U)** transcriptional regulation in innate and adaptive immune responses, and **(V–Y)** adaptive immunity-related processes. qPCR data are represented with scatter plot/boxplot overlays (n = 8-9 per injection/infection group). The scatter plot differentiates the additional biological replicates included in the qPCR validation (solid dots) from those selected for microarray analysis (empty dots). Lowercase letters indicate significant differences between groups, as determined by estimated marginal means. **(Z)** Summary of the results from the generalized linear model (GLM) analysis of the qPCR data and Pearson coefficients (*r*) for significant gene transcript levels and total lice count correlations. Upward and downward arrows indicate significant up and down-regulation, respectively. Asterisks are used instead of arrows when a significant lice and ASAL interaction (i.e., lice*ASAL) was detected. Asterisks also indicate a significant Pearson correlation. The statistical significance threshold was *p < *0.05 for all statistical analyses. *il1b*’s Pearson coefficient is indicated due to its closeness to statistical significance (i.e., 0.05 < *p* < 0.10) and physiological relevance.

Among the GOIs putatively involved in cell adhesion, wound healing and mucosal barrier constitution, *vascular cell adhesion molecule 1 B* (*vcam1b*), *matrix metallopeptidase 2 A* (*mmp2a*), *cathepsin B* (*ctsb*), *ER membrane protein complex subunit 10* (*emc10*), *calreticulin 3 A and B* (*calr3a, calr3b*)*, annexin A4* (*anxa4*), and *mucin 2* (*muc2*) were up-regulated by lice (GLM results; **Figure 8R**). Lice-infected salmon groups showed higher *mmp2a* and *muc2* mRNA levels than the non-infected (**Figures 8D, Q**). For *vcam1b* and *anxa4*, ASAL/lice salmon showed higher transcript levels than the non-infected salmon (**Figures 8B, L**). ASAL showed a trend (i.e., close to statistical significance; p = 0.07; **Figure 8R**) towards *ctsb* down-regulation, which resulted in significantly lower mRNA levels in ASAL/no lice salmon than lice-infected salmon (**Figure 8H**). The same pairwise differences were found for *calr3a* (**Figure 8J**), and similar pairwise differences for *emc10* (i.e., non-infected < PBS/lice; **Figure 8I**) and *calr3b* (i.e., ASAL/no lice < PBS/lice; **Figure 8K**); however, no ASAL effects were detected by the GLM analysis for these genes (**Figure 8R**). The transcript levels of *matrix metallopeptidase 14* (*mmp14*) and *plasminogen activator inhibitor 1* (*serpine1*) showed an overall induction by ASAL (**Figure 8R**). ASAL/lice salmon had higher mmp14 expression levels than PBS-injected salmon (**Figure 8G**). serpine1 did not present significant pairwise differences between groups (**Figure 8M**). As a result of ASAL*lice interaction, lice infection up-regulated *glucosamine (UDP-N-acetyl)-2-epimerase/N-acetylmannosamine kinase* (*gne*) only in the ASAL-injected salmon (i.e., ASAL/lice > ASAL/no lice; **Figures 8C, R**), and down-regulated *mmp13a* only in the PBS-injected salmon (i.e., PBS/lice < PBS/no lice; **Figures 8E, R**), and PBS/lice salmon showed higher *sesn1a* mRNA levels than the rest of the injection/infection groups (**Figures 8P, R**). The GOIs *vascular cell adhesion molecule 1 A* (*vcam1a*), *matrix metallopeptidase 13 B (mmp13b)*, *actinin alpha 1* (*actn1*), and *heme oxygenase 1* (*hmox1*) did not show significant ASAL or lice effects. Total lice load counts were significantly negatively correlated with *ctsb, calr3b*, and *actn1* (**Figure 8R**).

**Figure 8:**
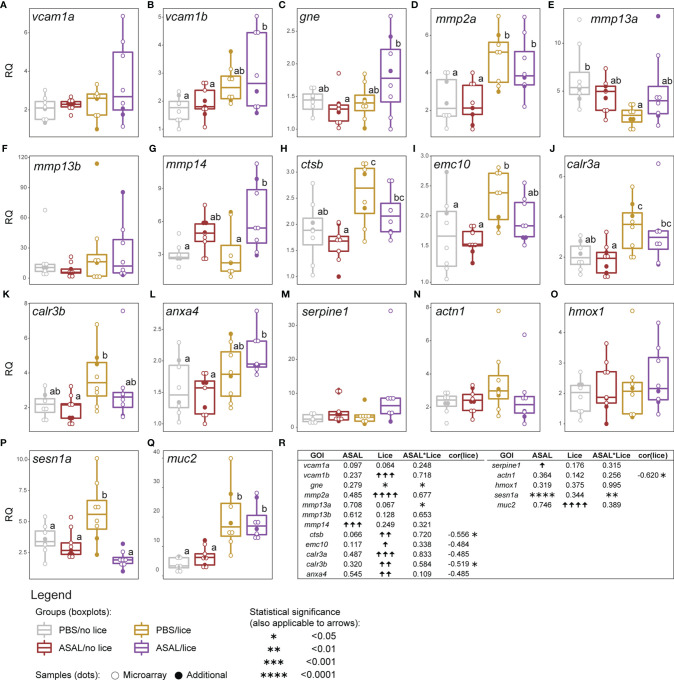
qPCR results of lice, ASAL, and lice+ASAL-responsive genes putatively involved in **(A–C)** cell adhesion, **(D–L)** tissue remodeling and development, **(M, N)** hemostasis and platelet activation, **(O, P)** heme degradation and protection against oxidative stress, and **(Q)** constitution of the mucosal barrier. qPCR data are represented with scatter plot and boxplot overlays (n = 8-9 per injection/infection group). The scatter plot differentiates the additional biological replicates included in the qPCR validation (solid dots) from those selected for microarray analysis (empty dots). Lowercase letters indicate significant differences between groups, as determined by estimated marginal means. **(R)** Summary of the results from the generalized linear model (GLM) analysis of the qPCR data, and the Pearson correlation analysis of gene transcript levels and total lice counts. Upward and downward arrows indicate significant up and down-regulation, respectively. Asterisks are used instead of arrows when significant lice and ASAL interaction (i.e., lice*ASAL) was detected. Asterisks also indicate significant Pearson correlation. The statistical significance threshold was *p <* 0.05 for all statistical analyses. *emc10*’s, *calr3a*’s, and *anxa4*’s Pearson coefficients are indicated due to their closeness to statistical significance (i.e., 0.05 < *p* < 0.10) and physiological relevance.

### Identification of Gene Expression Patterns

The first two principal components of the PCA explained 54.3% of the variance in the qPCR-analyzed transcripts’ RQs and separated the treatment groups in the multivariate space (**Figure 9A**). Principal component 1 (PC1) segregated the ASAL/lice salmon (right) from the PBS/lice and ASAL/no lice salmon (center), and the PBS/no lice (left). Principal component 2 (PC2) segregated the PBS/lice salmon (top) from the other three groups (bottom). The top 10 transcripts contributing to PC1 comprised namely transcripts up-regulated by lice infection and ASAL injection in an additive (e.g., *clec1a*, *clec4b*, *mrc1*) or synergistic (e.g., *alox5ap*, *clic2*, *il4r*) fashion (**Figure 9B**). All transcripts except for *sesn1a* (lice-induced only in PBS-injected salmon) and *helz2* (lice-repressed) had positive PC1 loadings (**Figure 9D**). Hence, ASAL/lice salmon presented the highest PC1 scores. On the other hand, the top 10 transcripts contributing to PC2 were either up-regulated by lice (positively correlated with PC2 scores; e.g., *emc10*, *ctsb*, *mmp2a*) or ASAL (negatively correlated with PC2 scores; e.g., *nfkb2*, *irf1a*, *cxcl8*) (**Figure 9C**). Consequently, PBS/lice salmon showed the highest PC2 scores, and ASAL/no lice the lowest. As shown in **Figures 9F–H**, ASAL and lice-derived effects on PC1 and PC2 scores were statistically significant.

**Figure 9:**
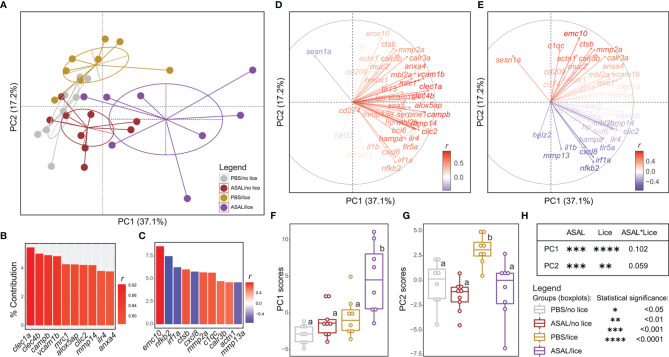
Principal component analysis (PCA) of the microarray validation qPCR data. **(A)** PCA plot illustrating the distribution of all salmon included in the qPCR validation experiment (n = 33) in the multivariate space. The dots on the plot represent salmon and are colored based on the injection/infection group to which they belong. **(B, C)** Bar plot representing the top 10 GOIs contributing (%) to the PC1 and PC2 variances, respectively. Each GOI’s bar is colored based on their correlation with the variance explained by PC1 **(B)** and PC2 **(C)**. **(D, E)** Loading vector plot showing the association of each GOI with the variance explained by PC1 and PC2. Vectors are colored based on their correlation with PC1’s **(D)** and PC2’s **(E)** variances. **(F, G)** Scatter plot/boxplot overlays representing individual/group PC1 and PC2 score data, respectively. Lowercase letters indicate significant differences between groups, as determined by estimated marginal means. **(H)** Summary of the results from the generalized linear model (GLM) analysis of the PC1 and PC2 score data. The significance threshold was *p < *0.05 for all statistical analyses.

### Complementary qPCR Experiment (Att *vs*. Adj Skin Sites)

None of the selected transcripts showed significantly different expression levels between louse attachment (Att) and adjacent skin sites (Adj) (**Figures 10A–F**). All transcripts except for *saa5* (**Figure 10C**) were significantly up-regulated by ASAL.

**Figure 10:**
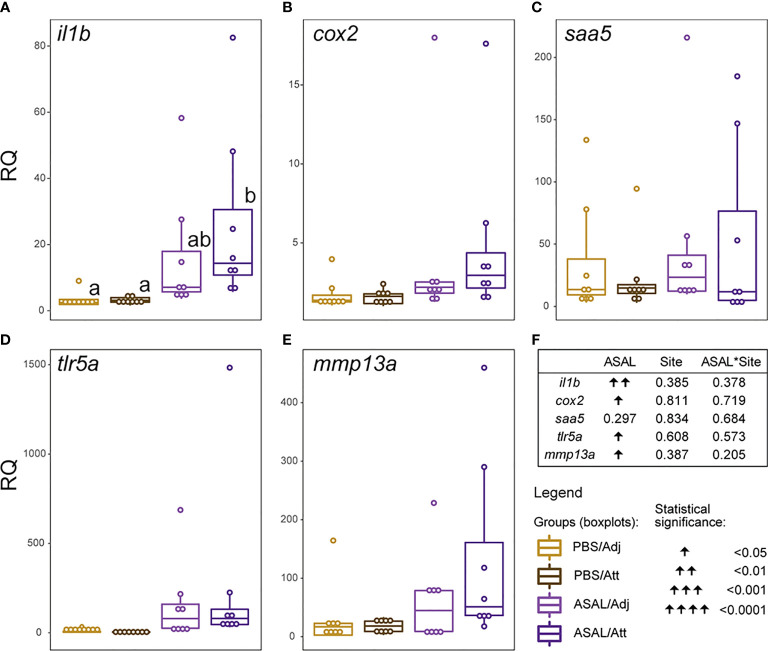
**(A–E)** Scatter plot/boxplot overlays representing individual/group data of the complementary qPCR experiment examining the differences in the expression levels of a selection of immune-relevant biomarker genes between louse-attachment (Att) and adjacent (Adj) skin sites. Lowercase letters indicate significant differences between groups, as determined by estimated marginal means. **(F)** Summary of the results from the generalized linear model (GLM) analysis of the qPCR data. The significance threshold was *p < *0.05 for all statistical analyses.

## Discussion

### Skin Transcriptome Response to Lice Infection and Its Modulation by the ASAL Bacterin Stimulus

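Between PBS/lice and PBS/no lice, limma called 0 of 27908 probes at an adjusted p under 0.05, the lowest adjusted p being 0.15. At an unadjusted p under 0.05 there were 4997 probes, of which 3035 were lower and 1962 (39.3%) higher, against 1395 on average by chance alone. Of 100 splits of these fish, the real one included, 5 gave as many. SAM, run after its published definition, called 57 higher and 23 lower probes on these values and 39 higher and 60 lower on the authors' table of log2 ratios. SAM with the median number of false calls, a version chosen after seeing the values, called 516 higher and 1644 lower on the computed ratios and 312 higher and 1983 lower on that table. Among the limma fits array weights gave the most DEPs, 499, with 262 of them higher. In a single fit over all 24 arrays, 33 higher and 58 lower probes were called. The PBS/lice fish were the most variable group, with a median SD per probe of 0.396 on the log2 scale against 0.304 in PBS/no lice.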

Pre-adult *L. salmonis* infection provoked extensive transcriptomic changes (i.e., 2,534 DEPs; **Figure 2**) in the skin of the PBS-injected salmon [i.e., Lice(PBS) list], characterized by the predominance of repressed transcripts putatively involved in housekeeping metabolic and cellular processes such as nucleic acid/protein metabolism (**Figure 6**). Umasuthan et al. (34) reported similar biological processes as dysregulated by *L. salmonis* chalimus I in the fins of Atlantic salmon, although some of these processes were represented mainly by induced genes. The overwhelming over-representation of housekeeping biological processes highlights the lesser representation of transcripts with putative roles in immune/stress processes. Furthermore, most immune/stress response-related transcripts were repressed as well. As confirmed by qPCR analysis, lice infection did not induce the inflammation biomarker genes *il1b*, *cxcl8*, and *cox2* (52–55) at the louse attachment and/or adjacent dorsal skin sites of PBS-injected salmon (**Figures 7**, **10**). The transcription of *il1b* and *cxcl8* had not shown a significant response to pre-adult *L. salmonis* infection in Atlantic salmon intact dorsal skin (56), nor had they been microarray-detected in *L. salmonis-*damaged skin compared with intact skin (24). Sea lice infection has repeatedly been described as immunosuppressing Atlantic salmon directly –*via* secretion of inflammation response-inhibitory substances– and indirectly –*via* chronic stress effects– (9, 11, 57). Chronic stress can also force fish into adaptive physiological changes (58–60), which could be responsible for the aforementioned repression of metabolic and cellular processes. Also, Atlantic salmon have shown opposed transcriptomic responses depending on the sea lice life stage (11), which may explain the discrepancy between the present study and Umasuthan et al. (34). Further research is required to determine whether such repression response reflects a physiological coping mechanism by the salmon upon lice infection or the salmon’s metabolism reprogramming by the parasite.

The present microarray and qPCR analyses evidenced pre-adult *L. salmonis* immunosuppressive effects on the transcript levels of interferon (IFN)-stimulated genes in the PBS-injected salmon (**Figure 7** and **Supplemental Table S2**); for example, *radical S-adenosyl methionine domain-containing 2* (*rsad2*, alias *viperin*) (46, 61, 62), *interferon-induced protein with tetratricopeptide repeats 5* (*ifit5*) (46, 63, 64), or *helz2* (46, 65). In fact, 6 of the GO terms over-represented in Lice(PBS) referred to antiviral processes (e.g., “defense response to virus”). The available literature demonstrates that *L. salmonis* parasitism hinders Atlantic salmon antiviral responses, thus increasing their susceptibility to viral infection [e.g., to infectious salmon anemia virus (ISAv)] (11, 66). In addition to IFN-dependent signaling pathways, *L. salmonis* infection in the PBS-injected salmon repressed many genes involved in mitogen-activated protein kinase (MAPK) pathways [e.g., *TNF receptor-associated factor 2* (*traf2*), *mapk8*, *interleukin-1 receptor-associated kinase 4* (*irak4*)] and stress response [e.g., several heat shock protein (HSP)-encoding genes].

Despite the absence of a clear pro-inflammatory gene expression profile, the Lice(PBS) list presented several up-regulated transcripts putatively involved in fish skin immune defense against pathogens (**Figure 7** and **Supplemental Table S2**). For example, the increased expression of *c1qc* and *mbl2a* suggests the activation of both classical and lectin complement systems, respectively (67, 68). 

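The probe of *c1qc* (C130R005) had a log2 ratio of -0.11 ± 0.64 (SD, n = 6) in PBS/lice and -0.88 ± 0.41 (SD, n = 6) in PBS/no lice, a log2 FC of 0.77 (standard error 0.29) with an adjusted p of 0.214 from limma. That of *mbl2a* (C106R165) reached -0.074 ± 0.55 (SD, n = 6) in PBS/lice and -1.80 ± 0.76 (SD, n = 6) in PBS/no lice, with no overlap between the groups (log2 FC 1.72, standard error 0.35, adjusted p = 0.153, limma). Above the PBS/no lice mean lay 5 of 6 PBS/lice fish for *c1qc* and 6 of 6 for *mbl2a*. On each of the 2 slides that held both groups the PBS/lice fish were higher in both genes. Array weights gave adjusted p values of 0.0395 for *c1qc* and 0.0372 for *mbl2a*, both past the threshold. Of the 9 genes that the text names as up-regulated in Lice(PBS) with a probe named in the first 1995 of the 6078 data lines of Table S2, all 9 were higher in PBS/lice, 8 had an unadjusted p under 0.05, and 6 passed when adjusted over the list alone. As the study chose these genes on the same fish, these counts are not independent evidence. Over the alternatives the adjusted p ran from 0.0395 to 1 for *c1qc* and from 0.0372 to 1 for *mbl2a*.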

The qPCR analyses also confirmed the slight up-regulation of *cd74* by *L. salmonis* infection, which may suggest enhanced MHCII molecule transport for endocytic antigen capture (69). Increased mucus production is a typical feature in Atlantic salmon skin’s response to *L. salmonis* infection (11). 

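For *muc2* (probe C233R057) the log2 ratio was 0.12 ± 0.83 (SD, n = 6) in PBS/lice and -1.72 ± 0.84 (SD, n = 6) in PBS/no lice. The log2 FC of 1.84 (standard error 0.43) had an adjusted p of 0.157 from limma, and with each fish left out in turn it ran from 1.58 to 2.11. All 6 PBS/lice fish lay above the PBS/no lice mean. With array weights its adjusted p was 0.0394. Across the alternatives the adjusted p lay from 0.0394 to 1 for *muc2*.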

In agreement with the latter, *muc2* –encoding a constituent of fish skin mucus (70)– was one of the most intensely induced genes in the Lice(PBS) list. Also, some dysregulated metabolic or cellular processes in Lice(PBS) (e.g., “protein modification process”) can be linked to stress response through the up-regulated genes representing them [e.g., *hypoxia-inducible factor 1-alpha* (*hif1a*), a hypoxia biomarker in fish (71); *mapk8*, reported as responsive to hypotonic stress in *Lateolabrax maculatus* (72); *sesn1a*, involved in cell protection against oxidative stress (73)].

The Lice(PBS) list was also characterized for the lack of over-represented development/healing-related biological processes (**Figure 3**). 

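Probes for *anxa4*, *calr3a*, *calr3b* and *postn* were higher in PBS/lice than in PBS/no lice, without any of them passing the adjustment. The largest change was in *postn* (probe C249R111), at -0.008 ± 0.58 (SD, n = 6) in PBS/lice and -1.45 ± 0.96 (SD, n = 6) in PBS/no lice (log2 FC 1.44, standard error 0.41, adjusted p = 0.178, limma). The log2 FC was 1.23 (standard error 0.41) for *calr3a*, 1.08 (0.55) for *calr3b* and 0.63 (0.28) for *anxa4*, with limma adjusted p values of 0.201, 0.308 and 0.27. Only 5 of 6 PBS/lice fish exceeded the PBS/no lice mean in *calr3b*, and all 6 did in the other genes.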

The list, nevertheless, included some up-regulated genes putatively related to wound healing (**Figure 8** and **Supplemental Table S2**): e.g., *anxa4* [tissue regeneration (74)], *calr3a* and *calr3b* [hypertrophy-like and thrombopoiesis processes (75, 76)], *periostin* [*postn*; ketatinocyte proliferation, myofibroblast differentiation, and fibrillogenesis (77, 78)], and *mmp2a* [scarring resolution (79)]. In the present study, *mmp2a* was the only microarray-detected matrix metalloproteinase-encoding gene up-regulated by *L. salmonis* infection in PBS-injected salmon –*mmp13a* was lice-repressed–. Umasuthan et al. (34) found decreased transcript levels of *mmp2* in Atlantic salmon fins infected with chalimus *L. salmonis*. Discrepancies in *mmp* (e.g., *mmp13*, *mmp9*, *mmp2*) transcriptional patterns are common in *L. salmonis* infection research (24, 27, 28, 34, 80), especially when different sea lice life stages are considered. Like Skugor et al. (24), the protease-encoding transcript *ctsb* was lice-induced in the Atlantic salmon dorsal skin. 

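In *ctsb* (probe C216R009) the PBS/lice fish had a log2 ratio of 0.45 ± 0.68 (SD, n = 6) and the PBS/no lice fish -0.35 ± 0.62 (SD, n = 6). The log2 FC was 0.80 (standard error 0.34, adjusted p = 0.252, limma), and 5 of 6 PBS/lice fish were above the PBS/no lice mean.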

ECM degradation by CTSB enables the recruitment of keratinocytes in the wound area in mammals (81). The up-regulation of *emc10* by lice infection supports the endothelial cell migration promotion hypothesis (i.e., *mmp2a* up-regulation) and may suggest new blood vessel formation in the PBS-injected fish (i.e., angiogenesis), based on the mammalian literature (82). 

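*emc10* (probe C036R067) had a log2 ratio of 0.60 ± 0.41 (SD, n = 6) in PBS/lice and -0.25 ± 0.46 (SD, n = 6) in PBS/no lice. Its log2 FC of 0.85 (standard error 0.24) came with an adjusted p of 0.178 from limma, and all 6 PBS/lice fish exceeded the mean of the others.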

Angiogenesis is a necessary process during the proliferative phase of wound healing (78). Some parasites are known to stimulate angiogenesis in their human (83) and fish (84) hosts. However, it seems unlikely that *ctsb* and *emc10* up-regulation could favor *L. salmonis* infection since *ctsb* was negatively correlated with total lice counts, while *emc10* showed a similar trend (i.e., almost significantly correlated; *p* = 0.06). Alternatively, increasing the skin’s microvessel density could be a protective mechanism to improve the recruitment of cells with anti-parasitic and wound healing roles (85). In sum, the above results may suggest the occurrence of molecular changes in the intact skin to support wound healing at the louse attachment sites.

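Between ASAL/lice and ASAL/no lice, limma called 0 of 27924 probes, with a lowest adjusted p of 0.141. An unadjusted p under 0.05 was found for 3628 probes, 1872 of them (51.6%) higher and 1756 lower, against 1396 on average by chance. Of 100 splits of these fish, the real one included, 4 gave as many. SAM on the same values called 14 higher probes, and 12 on the authors' table. No alternative set before and computed with limma on all 12 arrays gave a DEP, array weights and the fit over all 24 arrays included. Leaving out 1 fish gave 2 DEPs without ASAL/no lice fish 4 of tank 30 and 1 without ASAL/no lice fish 3 of tank 33, ASAL/lice fish 2 of tank 2 or ASAL/lice fish 7 of tank 8, and 0 in the other fits. Whether lice act differently in PBS- and ASAL-injected fish is what the interaction of ASAL and lice tests, and 0 probes passed it (lowest adjusted p = 0.873, limma), with 1067 at an unadjusted p under 0.05. Chance gives 1395 on average if each probe is taken alone. Probes vary together, and regrouped fish gave a median of 836, with 43 of 100 groupings, the real one included, as high.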

Compared with the PBS-injected salmon, lice infection had a substantially lesser effect on the skin transcriptome in the ASAL-injected salmon [i.e., 85 DEPs in the Lice(ASAL) list *vs.* 2,534 in the Lice(PBS) list; **Figure 2**]. Furthermore, in contrast with Lice(PBS), Lice(ASAL) was mostly composed of lice-induced transcripts putatively involved in immune/stress and development/healing-related processes (**Figure 6**). Additionally, the microarray results suggest ASAL injection mitigated lice repressive effects on these genes [i.e., not detected in the Lice(ASAL) list]. 

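Because no probe passed in Lice(PBS), the probes to follow were taken from the single limma fit over all 24 arrays, an alternative set before the data were examined. Its 58 lower Lice(PBS) probes had a median log2 FC of -0.88 with lice in PBS-injected fish and of -0.35 in ASAL-injected fish, where all 58 were lower as well. Averaged per fish, these probes were at -0.33 ± 0.18 (SD, n = 6) in ASAL/lice and 0.097 ± 0.15 (SD, n = 6) in ASAL/no lice (exact permutation test, p = 0.00216, the smallest p that 6 fish against 6 allow). The 33 higher probes went from a median of 1.31 to 0.57, again with the same sign in every probe (exact permutation test, p = 0.00216). Both tests move single fish, although lice differed between whole tanks. The ASAL-injected fish share no array with the PBS-injected fish, but the fit that chose the probes took its spread from all 24 arrays. That favours probes that vary little within the ASAL-injected groups, which can lower the p of both tests. Probes chosen for their size in PBS-injected fish also tend to change less in ASAL-injected fish. How much of the smaller change comes from this choice was not estimated. With the 3035 probes lower at an unadjusted p under 0.05, chosen after seeing the data, 2654 (87.4%) were also lower with lice in ASAL-injected fish, with a median of -0.20 against -0.55.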

As evidenced by ASAL(lice) lists, the ASAL bacterin injection induced a strong immune response in the lice-infected salmon skins (discussed in the next section).

The ASAL-injected salmon showed signs of a more robust immune response to *L. salmonis* infection than the PBS-injected fish. 

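*saa5* (probe C085R091) had a log2 ratio of 0.81 ± 1.18 (SD, n = 6) in ASAL/lice and -1.83 ± 1.14 (SD, n = 6) in ASAL/no lice, without overlap (log2 FC 2.64, standard error 0.59, adjusted p = 0.234, limma). In *aloxe3* (probe C149R133) the groups did not overlap either (-0.37 ± 1.81 (SD, n = 6) in ASAL/lice and -3.24 ± 0.55 (SD, n = 6) in ASAL/no lice), and the log2 FC was 2.86 (standard error 0.69, adjusted p = 0.241, limma). The log2 FC was 2.72 (standard error 0.62, adjusted p = 0.234) for *ifi44* and 0.65 (0.18, adjusted p = 0.262) for *il13ra2*, and all 6 ASAL/lice fish lay above the ASAL/no lice mean in both. The other named *ifi44* probe also rose with lice in ASAL-injected fish, by 1.37, and was not called. It changed less with ASAL in infected fish, by 0.25 against 3.73. With lice in PBS-injected fish, *aloxe3* changed by -0.23 (standard error 0.91), where 1 PBS/lice fish, fish 6 of tank 12, stood at 2.68 and the others between -2.97 and -1.72. The interaction of ASAL and lice had an unadjusted limma p of 0.00951 for *saa5*, 0.0135 for *ifi44* and 0.0173 for *aloxe3*, and an adjusted p of 0.873 for each.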

The Lice(ASAL) list presented highly lice-induced genes (i.e., fold-change >2; **Figure 7** and **Supplemental Table S2**) with roles in APRs [i.e., *saa5* (86)], eicosanoid synthesis [i.e., *arachidonate lipoxygenase 3* (*aloxe3*) (87)], antiviral responses [e.g., *interferon-induced protein 44* (*ifi44*) (62, 65)], and T helper 2 (Th2)-type immune response [i.e., *interleukin-13 receptor subunit alpha-2* (*il13ra2*) (88)]. Besides, the Lice(ASAL) list over-represented biological processes related to neutrophil degranulation (**Figure 3**), which is a key process in innate immune responses (89). Moreover, a pronounced influx of neutrophils in the inflammation site seems to be one of the main features of lice-resistant coho salmon (7, 9, 90). In this sense, the microarray analysis also identified several lice-induced genes potentially encoding neutrophil granule proteins (91) such as antimicrobial peptides (e.g., *camp*), proteases [*ctsb, mmp2a*, *disintegrin and metalloproteinase domain-containing protein 9* (*adam9*)], and *heat shock 70 kDa protein 4L* (*hspa4l*). 

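Among the proteases, *ctsb* rose by a log2 FC of 1.56 (standard error 0.34) between ASAL/no lice (-1.08 ± 0.82, SD, n = 6) and ASAL/lice (0.47 ± 0.43, SD, n = 6), with a limma adjusted p of 0.234. The change was 0.52 (standard error 0.16, adjusted p = 0.27, limma) for *adam9* and 1.00 (standard error 0.24, adjusted p = 0.239) for *hspa4l*. In each of these 3 genes all 6 ASAL/lice fish exceeded the ASAL/no lice mean, and the values of the groups overlapped. Probes for *camp* and *mmp2a* were not analysed here.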

Like the PBS-injected salmon, *cxcl8* –which encodes a known neutrophil chemoattractant (88, 92)– was not significantly lice-induced in the ASAL-injected salmon. Yet, *cxcl8* was one of the main contributors to the segregation of PBS/lice salmon (i.e., no-inflammatory-response phenotype) from the other groups in the PCA (**Figure 9**). Also, as Braden et al. (90) argued, the induction of acute-phase protein (APP)-encoding genes in the skin –*saa5* in the present study– could be behind the recruitment of inflammatory cells in lice-infected Atlantic salmon. 

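The brighter of the named *hampa* probes (C201R032) had a log2 ratio of -4.68 ± 0.89 (SD, n = 6) in PBS/no lice and -4.47 ± 0.83 in PBS/lice, so lice alone went with a log2 FC of 0.21 (standard error 0.44, adjusted p = 0.805, limma). With ASAL it rose to -0.12 ± 1.91 in ASAL/no lice (log2 FC 4.57, standard error 0.76, adjusted p = 0.136, limma) and to 1.80 ± 0.66 in ASAL/lice (log2 FC 6.27, standard error 0.39, adjusted p = 1.03e-05, limma). All ASAL-injected fish lay above all PBS-injected fish of the same infection status. The change in non-infected fish was on the other side of the threshold in the fit over all 24 arrays (adjusted p = 0.00125) and with array weights (adjusted p = 0.0187). Within ASAL-injected fish, lice went with a log2 FC of 1.92 (standard error 0.73, adjusted p = 0.324, limma). The adjusted p over all alternatives ranged from 0.00125 to 0.993 for *hampa* in ASAL(no lice). With single fish left out, *hampa* was called in ASAL(no lice) without ASAL/no lice fish 2 of tank 33 (adjusted p = 0.0064).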

Another finding suggesting anti-lice properties for the ASAL treatment was the up-regulation of *hampa*, which was only observed in the ASAL-stimulated salmon. HAMP decreases the availability of iron in plasma (93), thus constituting an effective defense mechanism against hematophagous parasites like *L. salmonis*. Indeed, lice-resistant salmonid species and Atlantic salmon fed an anti-lice functional diet showed a strong induction of genes encoding iron-binding proteins (26, 94). Finally, Th2-type gene expression signatures have also been found in the skin of *L. salmonis-*resistant salmonid species (90). The lice-induction of *il13ra2*, which encodes an IL13 decoy receptor (88), could be interpreted as a sign of Th2 polarization inhibition. However, the concomitant up-regulation of *il4r* [Th2 cell biomarker (88)] and genes involved in wound healing (discussed below) may suggest the contrary.

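In *il4r* (probe C051R059) the ASAL/lice fish stood at 0.18 ± 0.19 and the ASAL/no lice fish at -0.44 ± 0.59 (SD, n = 6 each), with a log2 FC of 0.63 (standard error 0.24, adjusted p = 0.327, limma). All 6 ASAL/lice fish were above the ASAL/no lice mean.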

The much smaller size of the Lice(ASAL) list compared with Lice(PBS) may be due to the ceasing of the lice-repressing effects on genes involved in cell housekeeping processes. The dissolution of such extensive transcriptomic changes within the ASAL-injected group made skin development-related transcripts proportionally more important in the Lice(ASAL) list. In addition, 3 of these genes [i.e., *aloxe3*, *desmocollin-2* (*dsc2*), and *fibroblast growth factor receptor 1* (*fgfr1*)] had induction fold-changes amply above (e.g., 15-fold up-regulation for *aloxe3*) those of any of the lice-induced genes in the Lice(PBS) list (**Supplemental Table S2**). 

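*dsc2* (probe C209R003) had the lowest unadjusted p of the genes the text names in this comparison when each gene is taken by its brightest probe, with a log2 ratio of 0.86 ± 0.73 (SD, n = 6) in ASAL/lice and -1.72 ± 0.71 (SD, n = 6) in ASAL/no lice and no overlap (log2 FC 2.58, standard error 0.38, adjusted p = 0.141, limma). *fgfr1* (probe C208R123) changed by a log2 FC of 0.73 (standard error 0.17, adjusted p = 0.239), with all 6 ASAL/lice fish above the ASAL/no lice mean. Its 2 other named probes changed by 0.68 and 2.30, and neither was called. For *aloxe3*, the ratio of the mean unlogged ratios, which is the scale of the fold changes in Table S2, was 15.3 and the fold change from the mean log2 ratios 7.28.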

ALOXE3 participates in forming the skin permeability barrier in humans (86) and was induced upon thermal stress in the Antarctic fish *Notothenia coriiceps* (95). DSC2 is a desmosomal cadherin that mediates in mammalian and fish tissue development processes involving cell-cell adhesion (96) and has been found up-regulated in human venous ulcers (97). FGFR1 knockout in murine keratinocytes impaired their migration at the wound edge (98). Other up-regulated tissue regeneration-relevant genes in Lice(ASAL) may imply the stimulation of the canonical Wnt pathway and epithelial-mesenchymal transition [i.e., *catenin beta-1* (*ctnnb1*) (99)], cornification [i.e., *keratin 8* (*krt8*) and *envoplakin* (*evpl*) (100)], and cell-cell and cell-ECM adhesions [i.e., *integrin subunit alpha V* (*itgav*) (101), *fibrillin-1* (*fbn1*) (102), *adam9* (103), and *ctsb* (81)]. 

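The probes of *ctnnb1*, *krt8*, *itgav*, *fbn1* and *evpl* were all higher in ASAL/lice than in ASAL/no lice, and in each all 6 ASAL/lice fish exceeded the ASAL/no lice mean while the groups overlapped. *ctnnb1* (probe C044R019) had the largest log2 FC, 1.58 (standard error 0.34), from 0.64 ± 0.57 (SD, n = 6) in ASAL/lice and -0.95 ± 0.71 (SD, n = 6) in ASAL/no lice. The log2 FC was 1.45 for *itgav*, 1.42 for *krt8*, 0.83 for *fbn1* and 0.56 for *evpl*. Their limma adjusted p values were 0.234 for *ctnnb1*, 0.253 for *itgav*, 0.241 for *krt8*, 0.256 for *fbn1* and 0.4 for *evpl*. Of the 15 genes named as up-regulated in Lice(ASAL), all 15 were higher, 14 had an unadjusted p under 0.05, and 14 passed when adjusted over the list alone. The study's choice of these genes on the same fish makes such counts likely in advance.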

In sum, as a transient activator of the skin’s immune defenses, it could be hypothesized that ASAL injection could have mitigated some of the adverse physiological effects of *L. salmonis* infection [e.g., immunosuppression, impaired wound healing (11)].

### Skin Transcriptome Response to ASAL Bacterin and Its Modulation by Lice Infection

The present study provides the first insights into Atlantic salmon’s skin transcriptomic response 24 h after an intraperitoneal injection of an *A. salmonicida* bacterin vaccine (ASAL) and its modulation by *L. salmonis* parasitism. Similar ASAL preparations elicited strong anti-bacterial gene expression responses in the spleen and head kidney of IP-treated steelhead trout (*Oncorhynchus mykiss*) (104) and Atlantic cod (29–31). Herein, the transcriptome of Atlantic salmon’s skin showed significant changes in response to ASAL (**Figure 2**), mostly comprised of up-regulated transcripts putatively related to immune/stress processes (**Figure 6**). 

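The size of the change with ASAL was compared on the 168 probes that were higher with ASAL on the average of infected and non-infected fish at an adjusted p under 0.05 in limma. Averaged over these probes, each group of 6 fish stood at -0.92 ± 0.09 (SD) in PBS/no lice, 0.01 ± 0.48 in ASAL/no lice, -0.87 ± 0.18 in PBS/lice and 0.58 ± 0.14 in ASAL/lice. The mean change was 1.45 in infected and 0.93 in non-infected fish, a difference of 0.52 on the log2 scale (permutation of the residuals of the 24 fish, p = 0.00524), and 149 of the 168 probes changed more in infected fish. That test moves single fish and ignores that lice differed between whole tanks. With tanks as the units, a test added after seeing the values, the change was 1.38 to 1.73 in the 4 tanks with lice and 1.17 and 0.69 in the 2 without, which gives an exact p of 0.0667, the lowest that 6 tanks allow. In single probes the difference was not resolved, as limma called 0 of 27907 probes for the interaction of ASAL and lice and none of the 79 named genes passed. Across all probes the log2 FCs of ASAL(lice) and ASAL(no lice), which share no fish, correlated with r = 0.07 against a median of 0.01 in regrouped residuals, 47 of 100 draws being as high.

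**Figure D3:**
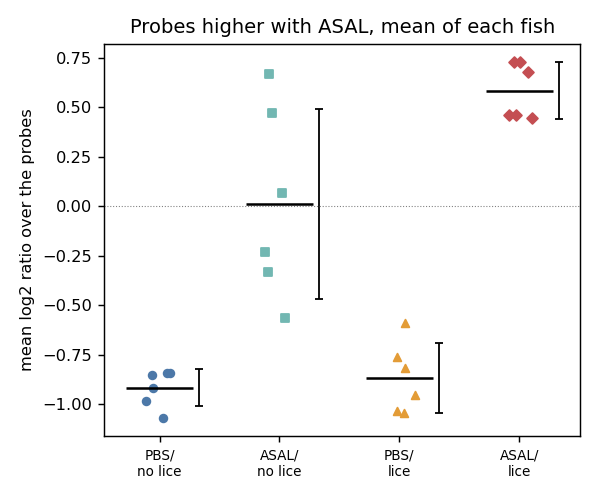
Mean log2 ratio of each fish over the 168 probes higher with ASAL, by group (x axis), in log2 units (y axis); points are fish, lines group means and bars SDs. ASAL/lice fish lie between 0.44 and 0.73 and ASAL/no lice fish between -0.57 and 0.67, above the PBS-injected fish, which lie between -1.07 and -0.59.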

The magnitude of these responses was markedly influenced by the absence/presence of *L. salmonis* infection, with the lice-infected showing a larger number of DEPs than the non-infected [i.e., 283 DEPs in the ASAL(lice) *vs.* 27 in the ASAL(no lice)]. Nevertheless, and in alignment with previous studies on fish systemic response to ASAL (29–31, 104), both lists shared up-regulated genes encoding proteins putatively involved in iron homeostasis [i.e., *hampa* (93)], inflammation [e.g., *cd274* (alias *pdl1*), an M1 macrophage biomarker (105)], and proteolysis-mediated immune processes [i.e., *cathepsin L* (*ctsl*), with roles in apoptosis, ECM degradation, antigen processing, and mucosal immunity (106–108)] (**Figure 7** and **Supplemental Table S2**). 

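*cd274* (probe C114R053) rose with ASAL in both settings without overlap between the groups, by a log2 FC of 2.02 (standard error 0.33, adjusted p = 0.136, limma) in non-infected and of 2.15 (standard error 0.34, adjusted p = 0.0138) in infected fish. The former passed the threshold in the fit over all 24 arrays (adjusted p = 0.0195). The interaction was 0.13 (standard error 0.49, unadjusted p = 0.798, adjusted p = 0.968, limma). *ctsl*, by its brightest probe C138R129, changed by 0.20 (standard error 0.24, adjusted p = 0.908, limma) in non-infected fish, where 3 of 6 ASAL/no lice fish were above the PBS/no lice mean, and by 0.32 (standard error 0.19, adjusted p = 0.995) in infected fish, where 5 of 6 were. Its sign in non-infected fish turned with the slide or the scan day as a block, to -0.033 in both fits. Of 4 other *ctsl* probes, 2 were called in infected fish, with adjusted p values of 0.0407 and 0.00544, and their log2 FCs ran up to 1.82. In non-infected fish the 4 other probes rose by 0.17 to 1.15, and none was called. The 2 called in infected fish rose there by 1.15 and 0.86 (limma adjusted p = 0.243 and 0.609). Taken over the alternatives, the adjusted p went from 0.0195 to 0.993 for *cd274* in ASAL(no lice) and from 0.00544 to 1 for *ctsl* in ASAL(lice).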

In general, *L. salmonis*-infected and non-infected salmon shared gene expression signatures suggesting enhanced leukocyte recruitment [i.e., *C-C motif chemokine 2* (*ccl2*, alias *mcp-1*), *lyn*, and *clic2* (109–111)] and infiltration [i.e., *high affinity immunoglobulin gamma Fc receptor I* (*fcgr1a*) (112)], possibly aided by increased angiogenesis and vessel permeability [i.e., *G-protein coupled receptor 4* (*gpr4*) (112, 113)].

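In infected fish *fcgr1a* (probe C213R003) had a log2 ratio of 0.68 ± 0.19 (SD, n = 6) in ASAL/lice and -0.73 ± 0.33 (SD, n = 6) in PBS/lice (log2 FC 1.41, standard error 0.17, adjusted p = 0.00229, limma), and *clic2* (probe C046R120) a log2 FC of 2.28 (standard error 0.29, adjusted p = 0.0049), both without overlap. *gpr4* (probe C003R046) was close to the threshold (log2 FC 1.74, standard error 0.34, adjusted p = 0.0487, limma). It was called in 2 of the 12 fits that left out 1 fish, with an adjusted p of up to 0.137 without PBS/lice fish 4 of tank 8, and not called after median centring, with no filter on dim probes or with a filter on the fish channel alone (adjusted p = 0.0575, 0.0767 and 0.0633). Of 2 other *gpr4* probes, 1 was called in infected fish (log2 FC 2.16, adjusted p = 0.00646, limma) and 1 was not (0.43, adjusted p = 0.995). The changes of *ccl2* (log2 FC 1.11, standard error 0.27, adjusted p = 0.151, limma) and *lyn* (log2 FC 0.78, standard error 0.21, adjusted p = 0.261, limma) did not pass in infected fish, except for *ccl2* with array weights (adjusted p = 0.0222) and *lyn* with tank as a block (adjusted p = 0.0392). In non-infected fish none of these 5 genes passed with limma, at log2 FCs of 1.46 for *ccl2*, 0.74 for *lyn*, 1.73 for *clic2*, 1.13 for *fcgr1a* and 0.81 for *gpr4* and adjusted p values of 0.112, 0.411, 0.483, 0.418 and 0.654. *ccl2* was called there in the fit over all 24 arrays (adjusted p = 0.0203), with array weights (0.0394) and with tank as a block (0.00343). All 6 ASAL/no lice fish exceeded the PBS/no lice mean in each gene but *gpr4*, where 5 did. In *fcgr1a*, ASAL/no lice fish 2 of tank 33 stood at -0.50 and the next fish at 0.41. None of the 5 interactions passed, the lowest unadjusted p being 0.0949 for *gpr4*. Under the alternatives as a whole, adjusted p values ran from 0.0222 to 1 for *ccl2* in ASAL(lice), from 0.00343 to 0.955 for *ccl2* in ASAL(no lice), from 0.00646 to 1 for *gpr4* in ASAL(lice) and from 0.0392 to 1 for *lyn* in ASAL(lice). Among the fits that left out 1 fish, *ccl2* was called in ASAL(lice) without ASAL/lice fish 1 of tank 12 (adjusted p = 0.0385).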

The larger number of ASAL-responsive DEPs in the skin of sea lice-infected salmon [i.e., ASAL(lice)] may signify a more vigorous response to the bacterin and the overcoming of some of the lice immunosuppressive effects discussed above. The microarray data from the PBS/lice salmon suggested changes in the skin’s cell composition (e.g., enrichment in keratinocytes and fibroblasts) and increased angiogenesis, which could be a contributing factor to the higher magnitude of the ASAL response in the lice-infected salmon. The limited number of GO terms over-represented in ASAL(no lice) prevented identifying sea lice modulatory effects on the Atlantic salmon skin’s response to ASAL at the biological process level. In any case, the list of over-represented biological processes in ASAL(lice) provided a well-defined picture of the anti-bacterial skin transcriptome response to ASAL in the *L. salmonis*-infected salmon (**Figure 4**).

ASAL response in *L. salmonis*-infected salmon dysregulated molecular pathways related to PAMP detection by pathogen recognition receptors (PRRs; **Figure 4**). Contributing to the over-represented GO term “toll-like receptor signaling pathway”, there were genes encoding proteins involved in NF-κB activation *via* myeloid differentiation primary-response protein 88 (MyD88)-dependent signaling [*irak4* (114), *baculoviral IAP repeat-containing protein 3* (*birc3*, alias *ciap2*) (115)] and TRIF-dependent [*TRAF family member-associated NF-kappa-B activator* (*tank*) (116)] toll-like receptor (TLR) cascades (**Supplemental Table S5**). 

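*irak4* (probe C076R097) changed by a small but separated amount, from 0.57 ± 0.084 (SD, n = 6) in ASAL/lice and 0.23 ± 0.14 (SD, n = 6) in PBS/lice, every ASAL/lice fish lying above every PBS/lice fish (log2 FC 0.34, standard error 0.11, adjusted p = 0.455, limma). *tank* (probe C056R003) had a log2 FC of 0.74 (standard error 0.19, adjusted p = 0.191), with all 6 ASAL/lice fish above the PBS/lice mean, and it passed with array weights (adjusted p = 0.0395) and with the tank of the fish as a block (0.0272). Over the 34 genes that the text names as up-regulated in ASAL(lice) and that have a named probe, all 34 were higher, 33 had an unadjusted p under 0.05, 17 were called over all probes and 33 when adjusted over the list alone. They were chosen by the study on the same fish, so their direction and the count over the list are no independent evidence. All alternatives together gave adjusted p values from 0.0272 to 1 for *tank*.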

The over-representation of the terms “response to lipopolysaccharide” and “defense response to Gram-positive bacterium” suggests that the detection of different *A. salmonicida* PAMPs [e.g., lipopolysaccharides (LPS), peptidoglycans] contributed to the observed transcriptomic response to ASAL. The qPCR analysis found two PRR-encoding transcripts *tlr5a* [bacterial flagellin detection (117)] and *tlr13* [bacterial 23S rRNA detection (118)] induced in ASAL/lice compared with PBS/lice salmon (**Figure 7**). 

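The *clec4d* probe C180R033 rose by a log2 FC of 2.63 (standard error 0.44, adjusted p = 0.0213, limma), from 1.15 ± 0.77 (SD, n = 6) in ASAL/lice and -1.49 ± 0.92 (SD, n = 6) in PBS/lice, without overlap. It was called in 6 of the 12 fits that left out 1 fish (adjusted p of up to 0.0653, without ASAL/lice fish 7 of tank 8) and lay just outside with tank as a block (adjusted p = 0.0527). For *tifa* (probe C057R117) the log2 FC was 0.48 (standard error 0.14, adjusted p = 0.3), with all 6 ASAL/lice fish above the PBS/lice mean. The range of adjusted p over the alternatives was from 0.00135 to 1 for *clec4d*.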

The ASAL induction of *TRAF-interacting protein with FHA domain-containing protein A* (*tifa*) and *C-type lectin domain family 4 member D* (*clec4d*) may imply the dysregulation of two additional PRR pathways: the α-kinase 1 (ALPK1)-TIFA signaling pathway (119); and the C-type lectin receptor (CLR)/tyrosine-protein kinase (SYK) signaling pathway (120) (**Supplemental Table S2**).

NF-κB and MAPK pathways activation after PAMP detection induce the production of pro-inflammatory cytokines by innate immune cells (114, 117, 121), such as TNFA, IL1B, IL6, and IL18; and pro-inflammatory prostaglandins *via* increased COX2 expression. 

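*il18* (probe C137R153) was called in infected fish, at 0.69 ± 0.23 (SD, n = 6) in ASAL/lice and -0.17 ± 0.19 (SD, n = 6) in PBS/lice and without overlap (log2 FC 0.86, standard error 0.14, adjusted p = 0.0181, limma). The call held in 8 of the 12 fits that left out 1 fish, with an adjusted p of up to 0.056 without ASAL/lice fish 2 of tank 2, and not in the fit over all 24 arrays (adjusted p = 0.127). *il1b* (probe C230R100) rose by a larger log2 FC, 2.40 (standard error 0.55), with wider groups (1.02 ± 1.00 (SD, n = 6) in ASAL/lice and -1.38 ± 1.13 (SD, n = 6) in PBS/lice) and an adjusted p of 0.128. Its groups did not overlap, and array weights gave an adjusted p of 0.0153. The infected fish had been chosen in part by their qPCR values of *il1b*, which can narrow both groups. The probe was well above background in 5 of 6 PBS/lice fish. The qPCR values of *cox2* were not analysed here. Between the alternatives the adjusted p varied from 0.0056 to 1 for *il18* and from 0.0153 to 1 for *il1b*.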

ASAL-injected lice-infected salmon showed up-regulated mRNA levels of *il1b* and *cox2* (**Figure 10**) and *il18* (**Supplemental Table S2**), as well as multiple genes over-representing “response to interleukin-1” and “response to interleukin-6” (**Supplemental Table S5**). Previous studies of ASAL-challenged fish showed *tnfa* and *il1b* mRNA levels in the spleen and head kidney decreased rapidly after peaking at 3-6 h post-exposure (31, 104). Considering that the skin samples were collected 24 h post-PBS/ASAL treatment, the slight *il1b* and absence of *tnfa* and *il6* induction observed here may reflect the normal progression of the molecular response of Atlantic salmon skin to ASAL. Nevertheless, as discussed below, a cascade of molecular events triggered by these pro-inflammatory cytokines could be inferred based on the ASAL(lice) list.

IL1B, IL6, and lipid mediators synthesized by the COX2 pathway alter the surrounding cells’ and tissues’ function and structure and cause increased vascular permeability, swelling, cell adhesion, and angiogenesis while promoting the activation, proliferation, and differentiation of leukocytes in mammals and fish (52, 85, 122). 

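*icam1* (probe C079R017) rose from -1.29 ± 0.34 in PBS/lice to 0.88 ± 0.60 in ASAL/lice (SD, n = 6 each), a log2 FC of 2.17 (standard error 0.26, adjusted p = 0.00293, limma), without overlap and in all 12 fits that left out 1 fish. A second named *icam1* probe changed by only 0.45 (adjusted p = 0.756). *sele* differed between its probes as well. The brightest (C102R072) had a log2 FC of 0.61 (standard error 0.18, adjusted p = 0.339), and the other 1.71 (adjusted p = 0.0138). All 6 ASAL/lice fish were above the PBS/lice mean in the brightest *sele* probe, and in 3 of 4 tanks the ASAL/lice fish were higher. Over the alternatives the adjusted p ran from 0.00071 to 1 for *icam1* and from 0.0138 to 1 for *sele*.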

The ASAL(lice) list suggests that ASAL treatment in *L. salmonis*-infected salmon activated pathways promoting angiogenesis and endothelial barrier permeability [e.g., *G-protein coupled receptor 4* (*gpr4*) up-regulation (112, 113)], and cell adhesion [i.e., the induction of *intercellular adhesion molecule 1* (*icam1*) and *E-selectin* (*sele*) (85, 113, 123)] (**Supplemental Table S2**). The ASAL(lice) list also showed a slight up-regulation of *serpine1* (**Figure 8**), which is involved in blood coagulation (hemostasis), and cell adhesion and migration (124, 125). *Flavobacterium columnare* infection induced *serpine1* expression in the skin of channel catfish (*Ictalurus punctatus*) (126). ECM degradation by MMPs and other proteinases enables angiogenesis and cell migration –hence, it facilitates leukocyte recruitment at the infection/inflammation site (85, 127). Here, ASAL up-regulated *mmp14* in the skin of lice-infected salmon (**Figure 8**). 

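*mmp14* (probe C137R125) was at 0.42 ± 0.37 in ASAL/lice and at -1.01 ± 0.96 in PBS/lice (SD, n = 6 each). Its log2 FC of 1.43 (standard error 0.38) had an adjusted p of 0.247 from limma and of 0.0125 with array weights. The 6 ASAL/lice fish all exceeded the PBS/lice mean, and the fish with ASAL were higher in 3 of the 4 tanks. Across the alternatives the adjusted p lay from 0.0125 to 1 for *mmp14*. When 1 fish was left out, *mmp14* was called without PBS/lice fish 6 of tank 12 (adjusted p = 0.0132).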

Zebrafish MMP14 has been determined as collagenolytic and necessary for scar resolution (128). The intestine of Japanese flounder (*Paralichthys olivaceus*) showed high *mmp14* induction after immersion vaccination with live attenuated *Edwardsiella tarda*, which was proposed as a means of enhancing cell migration (129). Taken together, the aforementioned ASAL-induced genes depict putative changes in the skin microvasculature and endothelial function consistent with inflammation and increased leukocyte recruitment.

Within the *L. salmonis*-infected salmon, and besides *serpine1*, the ASAL treatment activated the transcription of other genes involved in hemostasis (**Supplemental Table S2**) such as *fibrinogen alpha chain* (*fga*) and *P2Y purinoceptor 1* (*p2ry1*). 

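*fga* (probe C211R115) was among the most clearly separated of the named genes, at 1.11 ± 0.34 (SD, n = 6) in ASAL/lice and -0.45 ± 0.28 (SD, n = 6) in PBS/lice (log2 FC 1.56, standard error 0.18, adjusted p = 0.00229, limma), and every fit that left out 1 fish called it. *p2ry1* (probe C225R098), whose groups did not overlap either, lay just outside the threshold (log2 FC 1.46, standard error 0.28, adjusted p = 0.0525, limma). It was inside in the fit over all 24 arrays (adjusted p = 0.0327) and with array weights (0.025). The adjusted p over all alternatives ranged from 0.025 to 1 for *p2ry1*. Leaving out single fish, *p2ry1* was called without PBS/lice fish 4 of tank 8 (adjusted p = 0.0478).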

Fibrinogen is cleaved by thrombin into fibrin, a major component of blood clots, which also assists in tissue repair and immune processes by accumulating phagocytes, endothelial cells, and fibroblasts, as well as cytokines and growth factors (130, 131). As for *p2ry1*, mammalian P2RY1 (alias P2Y1) is known to exert pro-coagulant effects by mediating in platelet aggregation (132). On the other hand, the ASAL(lice) list also revealed increased mRNA levels of *thrombomodulin* (*thbd*), a gene known in mammals for the anti-coagulant function of its protein product (133). 

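For *thbd* (probe C142R047) the log2 ratio was 0.90 ± 0.48 (SD, n = 6) in ASAL/lice and 0.047 ± 0.28 (SD, n = 6) in PBS/lice. The log2 FC of 0.85 (standard error 0.22) had an adjusted p of 0.224 from limma, with all 6 ASAL/lice fish above the PBS/lice mean.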

ASAL also up-regulated *coagulation factor V* (*f5*) in the lice-infected salmon. 

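*f5* (probe C137R137) had a log2 FC of 1.51 (standard error 0.35, adjusted p = 0.141, limma) and an adjusted p of 0.00867 with array weights. The ASAL/lice fish averaged 0.84 ± 0.47 and the PBS/lice fish -0.66 ± 0.82 (SD, n = 6 each), all 6 of the former lying above the mean of the latter. Taken over the alternatives, the adjusted p went from 0.00867 to 1 for *f5*. With single fish left out, *f5* was called without PBS/lice fish 6 of tank 12 (adjusted p = 0.0107).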

Post-translational modifications can confer the mammalian F5 either pro- or anticoagulant activity (134). All in all, these results suggest that the coagulation cascade was activated by *A. salmonicida* bacterin in the intact skin of lice-infected salmon, agreeing with previous studies on fish mucosal tissues exposed to live bacterial pathogens and antigens (126, 129, 135).

Several of the hemostasis-relevant proteins discussed above (e.g., SERPINE1, FGA) fall within the category of APPs in many vertebrates, including fish (136). Although APPs are predominantly expressed by hepatocytes to be secreted into the blood, they can also be produced by endothelial cells and leukocytes activated by pro-inflammatory cytokines (e.g., IL1B and IL6) at the site of infection (136, 137). 

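The log2 ratio of *saa5* by its brightest probe (C085R091) was 0.81 ± 1.18 (SD, n = 6) in ASAL/lice and -2.71 ± 0.84 (SD, n = 6) in PBS/lice, without overlap (log2 FC 3.52, standard error 0.53, adjusted p = 0.0122, limma). The call held in all 12 fits that left out 1 fish, with log2 FCs of 3.11 to 3.76. The infected fish had been chosen in part by their qPCR values of *saa5*, which can narrow both groups and favour the call. In non-infected fish the same probe changed by 1.32 (standard error 0.51, adjusted p = 0.618, limma), and 1 PBS/no lice fish, fish 3 of tank 30, stood at -1.56 where the other 5 lay between -3.94 and -3.17.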

The ASAL(lice) list showed induced *saa5* transcript levels in the lice-infected salmon (**Figure 7** and **Supplemental Table S2**). SAAs are some of the best-known APPs in vertebrates and play various roles in APRs (e.g., lipid metabolism regulation, immunomodulatory activity) (136, 137). The ASAL induction of *hampa* and, at a much lower extent, *hp* may have been intended to reduce iron availability for bacterial growth (93, 138). 

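*hp* (probe C131R107) varied widely between the ASAL/lice fish (0.54 ± 1.86, SD, n = 6) and less between the PBS/lice fish (-1.25 ± 0.87, SD, n = 6). Its log2 FC of 1.78 (standard error 0.74) had an adjusted p of 0.782 from limma, and 5 of 6 ASAL/lice fish were above the PBS/lice mean.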

Proteins and transcripts in the complement system –often referred to as involved in APRs (136)– have been identified as responsive to bacterial infection in the fish skin mucus (139). 

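The 3 complement genes named as up-regulated were all called with limma between ASAL/lice and PBS/lice, without overlap between the groups. *mbl2b* (probe C244R011) stood at 1.07 ± 0.62 (SD, n = 6) in ASAL/lice and -0.72 ± 0.35 (SD, n = 6) in PBS/lice (log2 FC 1.79, standard error 0.27, adjusted p = 0.0126) and was called in every fit that left out 1 fish. *c3ar1* (probe C256R113) rose by 1.34 (standard error 0.22, adjusted p = 0.0203) and was called in 5 of the 12 such fits, with an adjusted p of up to 0.0653 without ASAL/lice fish 7 of tank 8. *c7* (probe C108R006) was near the threshold, with a log2 FC of 1.30 (standard error 0.25, adjusted p = 0.0473). It was called in 2 of the 12 fits (adjusted p of up to 0.125, without PBS/lice fish 4 of tank 8), none of its 3 other named probes was called, and its adjusted p was 0.0656 after normexp and loess, 0.0685 after median centring, 0.0778 with no filter on dim probes, 0.0626 with a filter on the fish channel alone and 0.0763 with tank as a block. Under the alternatives as a whole, adjusted p values ran from 0.0101 to 1 for *c7*.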

The ASAL(lice) list showed up-regulated transcript levels of *mbl2b*, *complement component C7* (*c7*), and *C3a anaphylatoxin chemotactic receptor* (*c3ar1*). 

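*mbl2a*, which rose with lice in PBS-injected fish, changed with ASAL in infected fish by a log2 FC of 0.72 (standard error 0.25, adjusted p = 0.555, limma), all 6 ASAL/lice fish lying above the PBS/lice mean. In non-infected fish the change with ASAL was 0.93 (standard error 0.53, adjusted p = 0.714). *mbl2b* changed with lice in PBS-injected fish by 0.41 (standard error 0.24, adjusted p = 0.366), with 6 of 6 PBS/lice fish above the PBS/no lice mean. No test compared the paralogues with each other.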

Interestingly, *mbl2a* only responded to *L. salmonis* infection, which may suggest regulation divergence between the two *mbl2* paralogues and, possibly, different functions [e.g., complement pathway activation after binding lice (MBL2A) or *A. salmonicida*-specific (MBL2B) carbohydrate PAMPs]. In mammals, C7 takes part in the lysis of target pathogen’s membranes as a component of membrane attack complex (MAC) (68, 140), whereas C3 promotes chemotaxis, degranulation, and reactive oxygen species (ROS) production in C3AR1-expressing myeloid cells (e.g., granulocytes, macrophages) (68). Outside the complement system, ASAL also up-regulated the transcription of *lysozyme C* (*lyz*) and *campb* within the *L. salmonis*-infected salmon. 

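*campb* (probe C222R090) had a log2 ratio of 0.92 ± 1.07 (SD, n = 6) in ASAL/lice and -1.22 ± 0.82 (SD, n = 6) in PBS/lice (log2 FC 2.13, standard error 0.49, adjusted p = 0.131, limma), and array weights brought its adjusted p to 0.0402. *lyz* (probe C173R105) rose by 0.61 (standard error 0.18, adjusted p = 0.34) without overlap between the groups. In *campb* all 6 ASAL/lice fish were above the PBS/lice mean while the groups overlapped. All alternatives together gave adjusted p values from 0.0265 to 1 for *campb*.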

Fish LYZ and CAMP functional characterization has evidenced bacterial cell wall-lysing activity (141, 142), and both proteins are part of fish skin bactericidal weaponry (70, 139, 143).

In sum, the ASAL-injected Atlantic salmon’s skin transcriptome showed traits of M1/Th1 (i.e., cytotoxic) or M2 (macrophage)/Th2 (i.e., tissue repair)-type immune responses. 

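*cxcl11* (probe C133R130) was called with ASAL in infected fish, at -1.03 ± 0.61 (SD, n = 6) in ASAL/lice and -2.90 ± 0.46 (SD, n = 6) in PBS/lice without overlap (log2 FC 1.87, standard error 0.29, adjusted p = 0.0137, limma). Every fit that left out 1 fish called it, and with tank as a block it lay just outside (adjusted p = 0.0518). *cxcl8* (probe C012R096) had a larger but more variable change, a log2 FC of 2.87 (standard error 0.56, adjusted p = 0.0505), which passed on the authors' table (adjusted p = 0.0488), after normexp and loess (0.0421) and with array weights (0.00876). In *cxcl8* the 6 ASAL/lice fish all exceeded the PBS/lice mean. The range of adjusted p over the alternatives was from 0.00538 to 1 for *cxcl11* and from 0.00876 to 1 for *cxcl8*. Among the fits that left out 1 fish, *cxcl8* was called without ASAL/lice fish 4 of tank 12 (adjusted p = 0.0485) and without PBS/lice fish 6 of tank 12 (adjusted p = 0.0151).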

The activation of M1/Th1 marker genes by ASAL [e.g., *ccl2, cd274*, *cxcl11*, *cxcl8*, *cxcl11* (88, 105, 144–146)] was unequivocal (**Figure 7** and **Supplemental Table S2**). However, the present microarray analyses also revealed the putative activation of molecular countermeasures to keep skin’s inflammation and cytotoxic responses to ASAL in check, as inferred from the increased mRNA levels of *tank*, *interleukin-1 receptor type 2* (*il1r2*), *pyrin* (*mefv*), and *guanylate-binding protein 1* (*gbp1*). 

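*il1r2* (probe C111R068) and *gbp1* (probe C216R118) were called and their groups did not overlap, with log2 FCs of 1.76 (standard error 0.31, adjusted p = 0.0262, limma) and 0.96 (standard error 0.15, adjusted p = 0.0126). Leaving out 1 fish kept the call of *gbp1* in all 12 fits and that of *il1r2* in 3, where the adjusted p reached 0.0832 without PBS/lice fish 4 of tank 8. With tank as a block both lay outside (adjusted p = 0.073 for *il1r2* and 0.0512 for *gbp1*), and *il1r2* did so after quantile normalization (0.0587). Of 3 other *gbp1* probes, 2 were called. *mefv* (probe C208R056) rose by 1.03 (standard error 0.25, adjusted p = 0.158), with all 6 ASAL/lice fish above the PBS/lice mean. In *mefv*, PBS/no lice fish 2 of tank 33 stood at -1.16 and the other fish of its group between -0.44 and -0.041. Between the alternatives the adjusted p varied from 0.0035 to 1 for *gbp1* and from 0.00761 to 1 for *il1r2*.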

The anti-inflammatory mechanisms represented by these genes involve the inhibition of 1) pro-inflammatory cytokine production [for *tank* (116)], 2) IL1B signaling [for *il1r2* (147) and *mefv* (148)], and 3) pro-inflammatory feedback loops [for *gbp1* (149)]. The fish skin was previously described as naturally skewed towards the Th2 phenotype (150), possibly for protection against ectoparasites and inflammation-derived self-damage.

### Atlantic Salmon Skin Transcriptome Response to Lice and ASAL Co-Stimulation

The discussion of the *L. salmonis* infection and ASAL injection co-stimulated genes (i.e., COS list, corresponding to the ASAL/lice *vs*. PBS/no lice comparison) is tightly interwoven with that of the single-stimulus DEP lists, given their large proportion of overlapped DEPs (**Figure 2**).

Lice(PBS) and COS lists were enriched with genes involved in basic housekeeping metabolic and cellular processes such as gene expression regulation and organelle biogenesis (**Figure 5**). However, the ratio of up-regulated/down-regulated genes was more balanced in the COS over-represented metabolic and cellular processes than those corresponding to the Lice(PBS) list. As also suggested by the Lice(ASAL) list, the ASAL treatment appeared to have partially mitigated *L. salmonis* repressive effects on these biological processes. Short-term acute stress challenges (e.g., *A. salmonicida* bacterin treatment) can revert the detrimental physiological effects of long-term chronic stress (e.g., lice infection) (60).

Lice infection alone did not affect the transcript levels of the pro-inflammatory cytokines *il1b*, *ccl2*, *cxcl8*, and *il18* (52, 53, 109); however, lice-infected salmon showed a stronger ASAL induction of these genes compared with the non-infected salmon [i.e., significant differences in ASAL(lice), not in ASAL(no lice)] (**Figure 7** and **Supplemental Table S2**). 

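With lice alone, the log2 FC was -0.41 (standard error 0.55) for *il1b*, 0.27 (0.23) for *ccl2*, -0.51 (0.62) for *cxcl8* and -0.19 (0.21) for *il18*. The limma adjusted p values were 0.69, 0.525, 0.652 and 0.608, and in each gene 4 of 6 PBS/lice fish were on that side of the PBS/no lice mean. Within the slides that held both groups the sign was not stable, since with the slide as a block *il1b* changed by 0.28, *cxcl8* by 0.72 and *il18* by 0.32, and with the scan day as a block by 0.055, 0.51 and 0.28. With ASAL in non-infected fish, *il1b* changed by 0.45 (standard error 0.58, adjusted p = 0.911), *cxcl8* by 1.05 (0.73, 0.788) and *il18* by 0.29 (0.28, 0.867). The difference between the change with ASAL in infected and in non-infected fish was 1.95 (standard error 0.84) for *il1b*, 1.81 (0.97) for *cxcl8*, 0.57 (0.32) for *il18* and -0.34 (0.36) for *ccl2*. The unadjusted limma p of these interactions was 0.0303, 0.0738, 0.0889 and 0.35, and the adjusted p 0.873 for each.

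**Figure D4:**
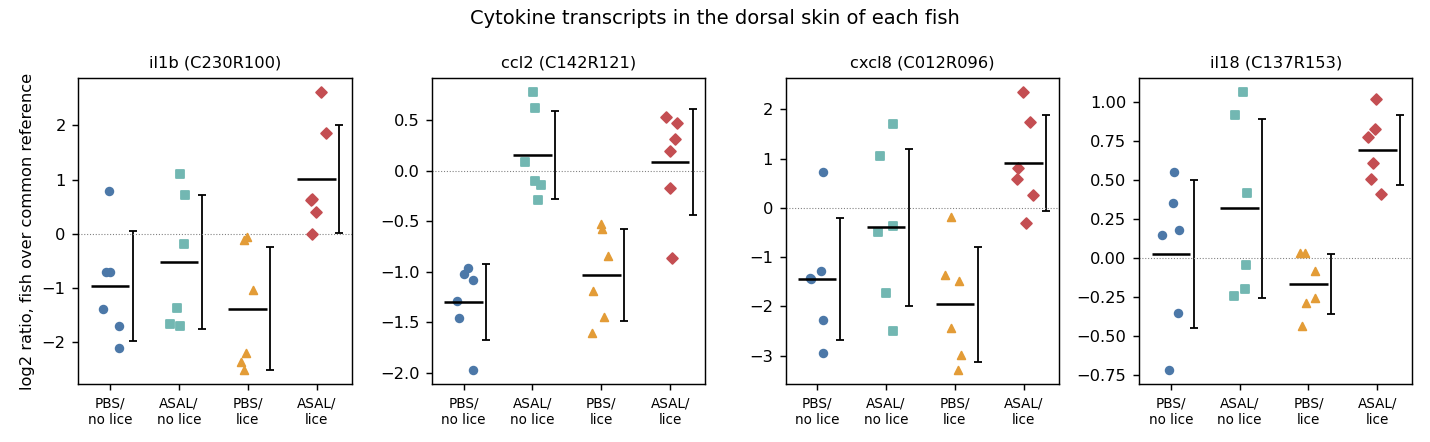
Log2 ratio of each fish over the common reference (y axis, log2 units) for *il1b*, *ccl2*, *cxcl8* and *il18* in the 4 groups (x axis); points are fish, lines group means and bars SDs. The ASAL/lice fish average 1.02 ± 1.00 in *il1b* and 0.91 ± 0.97 in *cxcl8*, and *ccl2* is higher in both ASAL groups.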

The COS list also identified significantly increased expression levels for these cytokine-encoding genes; however, their COS fold-changes were relatively lower than those of the ASAL(lice) list. 

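In COS, *ccl2* had a log2 FC of 1.38 (standard error 0.25, adjusted p = 0.0126, limma), without overlap and with a call in all 12 fits that left out 1 fish. *cxcl8* (log2 FC 2.35, standard error 0.57, adjusted p = 0.0358, limma) and *il1b* (log2 FC 1.99, standard error 0.52, adjusted p = 0.0437, limma) were called in 4 and 2 of those fits, their adjusted p reaching 0.0778 without PBS/no lice fish 3 of tank 30 and 0.0907 without PBS/no lice fish 3 of tank 30. *il1b* was outside the threshold in the fit over all 24 arrays (adjusted p = 0.0566), with no filter on dim probes (0.0551) and with a filter on the fish channel alone (0.0501). With tank as a random block, *cxcl8* and *il1b* had adjusted p values of 0.11 and 0.119. *il18* was not called (log2 FC 0.67, standard error 0.20, adjusted p = 0.0715, limma), and was with array weights (adjusted p = 0.045). In each gene all 6 ASAL/lice fish exceeded the PBS/no lice mean, and its COS log2 FC was below that in ASAL(lice) except in *ccl2*. Over the alternatives the adjusted p ran from 0.045 to 0.597 for *il18* and from 0.011 to 0.762 for *il1b*.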

The higher ASAL-induction in ASAL(lice) *vs*. COS lies in the fact that the first list emphasized ASAL effects over those of lice [i.e., PBS/lice as the reference group in ASAL(lice)]. This phenomenon does not apply to the COS list, which still captures some of the deleterious effects of the parasites on the skin’s physiology (i.e., PBS/no lice fish as the reference group).

The COS list conserves the lice-elicited down-regulation of key antiviral IFN-stimulated genes [e.g., *rsad2*, *ifit5*, *helz2* (46, 61–65)] detected in the Lice(PBS) list (**Figure 7** and **Supplemental Table S2**). Based on ASAL(lice) and ASAL(no lice) lists, ASAL stimulus did not seem to affect the transcription of these antiviral genes. This lack of responsiveness to bacterial stimuli was previously reported for *rsad2* in the Atlantic cod spleen and leukocytes challenged with formalin-killed *A. salmonicida* and LPS (29, 151). Nevertheless, in contrast to Lice(PBS), the COS list over-represented biological processes related to the activation of innate immune response and myeloid cells (e.g., neutrophils).

Similar to Lice(ASAL) –but to a much greater extent–, the COS list included tens of up-regulated genes encoding proteins found in human neutrophil granules (91) (**Figure 7** and **Supplemental Table S2**). That is the case of the antimicrobial peptides CAMPA and LYZ [cell wall-lysis (141, 142)], the proteinases MMP2A and MMP14 [tissue remodeling and repair *via* ECM degradation (81, 128)], and the hemoglobin-binding protein HP [bacterial growth hampering (138)]. The COS list presented genes for additional neutrophil granule proteins involved in tissue remodeling and wound healing [e.g., *ctsl*, *ctsz* (107)], cell process protection against stress [e.g., *hsps* (152)], and adaptive immune responses such as T cell activation and differentiation [e.g., *plastin-2* (*lcp1*), *fcer1g* (153, 154)]. 

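*lcp1* (probe C163R038) and *ctsl* (probe C138R129) were called, with log2 FCs of 0.64 (standard error 0.15, adjusted p = 0.0321, limma) and 0.74 (standard error 0.19, adjusted p = 0.04), each in 4 of the 12 fits that left out 1 fish. Their adjusted p reached 0.079 without PBS/no lice fish 3 of tank 33 and 0.0953 without PBS/no lice fish 3 of tank 33. Of 14 other named *lcp1* probes, 7 were called. With tank as a random block the adjusted p was 0.0832 for *lcp1* and 0.111 for *ctsl*, which was also outside in the fit over all 24 arrays (0.0562) and with no filter on dim probes (0.0549). *ctsz* (probe C144R073, log2 FC 0.47, standard error 0.15, adjusted p = 0.0796) and the brightest *fcer1g* probe (C165R005, log2 FC 0.48, standard error 0.18, adjusted p = 0.113) were not called with limma. *ctsz* was called with array weights (adjusted p = 0.0218), and 7 of 8 other named *fcer1g* probes were called, the log2 FCs of the 8 starting at 0.98. Every ASAL/lice fish exceeded the PBS/no lice mean in the 4 genes. Across the alternatives the adjusted p lay from 0.00685 to 0.569 for *ctsl*, from 0.0218 to 0.763 for *ctsz* and from 0.0135 to 0.582 for *lcp1*. When 1 fish was left out, *ctsz* was called without ASAL/lice fish 1 of tank 12 (adjusted p = 0.0485) and without PBS/no lice fish 1 of tank 30 (adjusted p = 0.03) and *fcer1g* was called without PBS/no lice fish 1 of tank 30 (adjusted p = 0.0496).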

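The log2 ratio of *itgb3* (probe C170R136) was 0.50 ± 0.58 (SD, n = 6) in ASAL/lice and -0.92 ± 0.93 (SD, n = 6) in PBS/no lice. Its log2 FC of 1.42 (standard error 0.40) lay just outside the threshold (adjusted p = 0.056, limma) and inside it with array weights (adjusted p = 0.00825). All 6 ASAL/lice fish were above the PBS/no lice mean. The adjusted p over all alternatives ranged from 0.00825 to 0.574 for *itgb3*. Leaving out single fish, *itgb3* was called without ASAL/lice fish 2 of tank 2 (adjusted p = 0.0498) and without PBS/no lice fish 1 of tank 30 (adjusted p = 0.00622).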

The COS list also evidenced the co-stimulation of *integrin beta-3* (*itgb3*) transcript levels. ITGB3 was previously found in human neutrophil granules (91) and was described to participate in blood coagulation *via* platelet activation (155).

The neutrophil-related genes in the COS list support the notion that ASAL+lice may have activated key wound healing, angiogenesis, and hemostasis processes –as discussed above for Lice(ASAL) and ASAL(lice) lists. Further, 3 GO terms related to endothelial cell migration –a process only hinted at as lice-activated by *mmp2a* and *emc10* in Lice(PBS) (as previously discussed)– were over-represented by 48-89 DEGs in the COS list (**Figure 5** and **Supplemental Table S7**). Among these COS DEGs, there were up-regulated genes with putative roles in endothelial cell migration promotion [e.g., *itgb3, fgfr1*, *tumor necrosis factor receptor superfamily member 5* (*cd40*) (156–159)], and down-regulated genes putatively involved in endothelial cell migration inhibition [for example, various *histone deacetylases* (e.g., *hdac2*, *hdac7*) (160)]. Furthermore, the COS list over-represented “angiogenesis”, which included DEGs shared with ASAL(lice) and ASAL(no lice) lice [e.g., *gpr4* (112, 113)], but also COS-exclusive DEGs [e.g., *vascular endothelial growth factor receptor 2* (*kdr*) (157)]. 

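*cd40* (probe C169R103) was called, at -0.10 ± 0.29 (SD, n = 6) in ASAL/lice and -0.77 ± 0.30 (SD, n = 6) in PBS/no lice (log2 FC 0.67, standard error 0.17, adjusted p = 0.0393, limma), in 3 of the 12 fits that left out 1 fish (adjusted p of up to 0.0928, without PBS/no lice fish 3 of tank 33). It was not called in the fit over all 24 arrays (adjusted p = 0.0538), with no filter on dim probes (0.0551) or with tank as a random block (0.099). The brightest *fgfr1* probe (C208R123) had a log2 FC of 0.50 (standard error 0.15, adjusted p = 0.0639) and was called after median centring (adjusted p = 0.0498) and with array weights (0.0156), while another *fgfr1* probe rose by 2.27 (adjusted p = 0.00765). In both genes the 6 ASAL/lice fish all lay above the PBS/no lice mean. Taken over the alternatives, the adjusted p went from 0.0209 to 0.605 for *cd40* and from 0.00765 to 0.774 for *fgfr1*. With single fish left out, *fgfr1* was called without ASAL/lice fish 1 of tank 12 (adjusted p = 0.0302).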

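*kdr* (probe C071R070) stood at 0.53 ± 0.28 (SD, n = 6) in ASAL/lice and -0.13 ± 0.25 (SD, n = 6) in PBS/no lice, without overlap (log2 FC 0.66, standard error 0.16, adjusted p = 0.0343, limma). It was called in 5 of the 12 fits that left out 1 fish, with an adjusted p of up to 0.0794 without PBS/no lice fish 3 of tank 33, and not in the fit over all 24 arrays (adjusted p = 0.094) or with tank as a random block (0.0829). *gpr4* (probe C003R046) rose by 1.44 (standard error 0.40, adjusted p = 0.0515, limma), with all 6 ASAL/lice fish above the PBS/no lice mean. On the only slide that held both groups its sign was the opposite (-0.398 with the slide as a block). Its adjusted p was 0.0441 after normexp and loess, 0.0321 after quantile normalization, 0.0317 in the fit over all 24 arrays and 0.0266 with array weights, and 1 of 2 other *gpr4* probes was called. Under the alternatives as a whole, adjusted p values ran from 0.00147 to 0.895 for *gpr4* and from 0.0157 to 0.569 for *kdr*. Among the fits that left out 1 fish, *gpr4* was called without PBS/no lice fish 4 of tank 33 (adjusted p = 0.0327).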

Inflammatory and healing processes are enabled by the binding of migrating cells (e.g., leukocytes, platelets) to the damaged or infected tissue (85, 161). Similar to ASAL(lice), the COS list presented several up-regulated genes encoding adhesion molecules for cell-ECM [e.g., *itgav* (101)], leukocyte-endothelium [e.g., *icam1*, *vcam1b* (123)].

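*icam1* had a COS log2 FC of 2.43 (standard error 0.24, adjusted p = 0.000318, limma), without overlap between the groups and in every fit that left out 1 fish. *itgav* (probe C120R148, log2 FC 1.18, standard error 0.38, adjusted p = 0.0794) and *vcam1b* (probe C042R087, log2 FC 0.97, standard error 0.30, adjusted p = 0.0699) were higher in all 6 ASAL/lice fish than the PBS/no lice mean and were not called with limma. Array weights put both inside the threshold (adjusted p = 0.00856 and 0.0415), as did the fit over all 24 arrays for *vcam1b* (0.0469). All alternatives together gave adjusted p values from 0.00856 to 0.858 for *itgav* and from 0.0415 to 0.569 for *vcam1b*. When 1 fish was left out, *itgav* was called without PBS/no lice fish 1 of tank 30 (adjusted p = 0.0414) and without PBS/no lice fish 4 of tank 33 (adjusted p = 0.031) and *vcam1b* was called without ASAL/lice fish 2 of tank 2 (adjusted p = 0.043) and without PBS/no lice fish 4 of tank 30 (adjusted p = 0.0499).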

As seen for ASAL within the lice-infected salmon [i.e., ASAL(lice)], ASAL+lice co-stimulation (i.e., COS) increased the mRNA levels of several hemostasis-related genes [e.g., *serpine1*, *fga*, *p2ry1*, *itgb3* (124, 125, 130, 132, 155)] (**Supplemental Table S2**). 

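*fga* (log2 FC 1.89, standard error 0.20, adjusted p = 5e-04, limma) and *p2ry1* (log2 FC 1.71, standard error 0.30, adjusted p = 0.0117, limma) were higher in every ASAL/lice fish than in every PBS/no lice fish, and were called in all 12 fits that left out 1 fish. *fga* stood at 1.11 ± 0.34 (SD, n = 6) in ASAL/lice and -0.78 ± 0.40 (SD, n = 6) in PBS/no lice. With tank as a random block, *p2ry1* lay just outside (adjusted p = 0.0511). The range of adjusted p over the alternatives was from 0.0023 to 0.569 for *p2ry1*.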

Interestingly, several other DEGs in the COS list over-represented 2 biological processes related to platelet formation, which may suggest thrombocyte involvement in the skin response to ASAL+lice. This list of DEGs included the up-regulation of *tyrosine-protein phosphatase non-receptor type 6* (*ptpn6*) and *actn1*. 

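*actn1* (probe C218R150) had a log2 ratio of 0.26 ± 0.44 (SD, n = 6) in ASAL/lice and -0.79 ± 0.53 (SD, n = 6) in PBS/no lice (log2 FC 1.05, standard error 0.26, adjusted p = 0.0376, limma). The call was made in 2 of the 12 fits that left out 1 fish (adjusted p of up to 0.0794, without ASAL/lice fish 4 of tank 12), and not after quantile normalization (adjusted p = 0.0552), with no filter on dim probes (0.0503), in the fit over all 24 arrays (0.073) or with tank as a random block (0.114). ASAL/lice fish 2 of tank 2 stood at -0.59 in *actn1* and the others between 0.28 and 0.71. *ptpn6* (probe C142R034) rose by 0.60 (standard error 0.19, adjusted p = 0.0794), and was called by its other probe (0.84, adjusted p = 0.0497) and with array weights (0.0436). All 6 ASAL/lice fish were above the PBS/no lice mean in both. Between the alternatives the adjusted p varied from 0.0104 to 0.682 for *actn1* and from 0.0436 to 0.599 for *ptpn6*. Leaving out single fish, *ptpn6* was called without PBS/no lice fish 1 of tank 30 (adjusted p = 0.0254).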

Mammalian PTPN6 has been described to promote platelet activation through its mediation in different signaling pathways, including CLEC1B (alias CLEC-2), FCER1G, and ITGB3 (162). Upon binding to their ligands, platelet activation signaling continues its course *via* protein-tyrosine phosphorylation reactions catalyzed by tyrosine-protein kinases such as LYN (162). This molecular pathway is yet to be described in fish thrombocytes. However, the up-regulation of *fcer1g*, *clec1b*, *itgb3*, and *lyn* observed in the COS list and its potential thrombocyte connection deserves further investigation. 

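*clec1b* (probe C045R145) was at 1.12 ± 0.81 (SD, n = 6) in ASAL/lice and -1.93 ± 0.56 (SD, n = 6) in PBS/no lice (log2 FC 3.05, standard error 0.36, adjusted p = 0.00108, limma), and *lyn* rose by 0.98 (standard error 0.17, adjusted p = 0.0115). In both the groups did not overlap, and every fit that left out 1 fish called them.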

Non-mammalian thrombocyte and mammalian platelet activation involves changes in their morphology that require the reorganization of the actin cytoskeleton (163). qPCR analyses could not confirm *actn1* co-stimulation, although it revealed its negative correlation with lice infection level. Although it is unclear how *actn1*’s unresponsiveness would have affected the hemostatic system of salmon, *L. salmonis* antithrombotic actions on Atlantic salmon have previously been reported (34).

The present analyses revealed ASAL+lice additive effects on the Atlantic salmon skin transcriptome, which resulted in over-representation of some of the COS-exclusive physiological features discussed above (e.g., platelet-like cell activation), and others involved in innate immune mechanisms. 

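Of the genes in the paper's sentence, the 5 with a named probe were all called in COS with limma. Elsewhere in the text 2 other complement genes are named, of which *mbl2a* was called in COS (adjusted p = 0.00194) and *c1qc* was not, at a log2 FC of 0.72 (adjusted p = 0.0735) and, by its other probe, of 1.05 (0.0578). The log2 FC was 2.21 (standard error 0.30, adjusted p = 0.00284) for *mbl2b*, 1.55 (0.25, 0.00765) for *c3ar1* and 1.53 (0.26, 0.0111) for *c7*, which no fish left out changed. *c3* (probe C231R017) was at 0.92 ± 0.96 (SD, n = 6) in ASAL/lice and -0.57 ± 0.19 (SD, n = 6) in PBS/no lice (log2 FC 1.49, standard error 0.36, adjusted p = 0.0355), and *c4b* (probe C223R003) rose by 1.16 (standard error 0.32, adjusted p = 0.0495). The groups did not overlap except in *c4b*, where all 6 ASAL/lice fish were above the PBS/no lice mean and the call held in 2 of the 12 fits that left out 1 fish. That of *c3* held in 6. Their adjusted p reached 0.0798 for *c3* without PBS/no lice fish 3 of tank 33 and 0.112 for *c4b* without PBS/no lice fish 3 of tank 33. *c4b* was outside the threshold after normexp and loess (adjusted p = 0.052), with no filter on dim probes (0.0625) and with a filter on the fish channel alone (0.0571), and 1 of 3 other *c7* probes was not called. With tank as a random block, the adjusted p was 0.0893 for *c3* and 0.138 for *c4b*. Set against the single stimuli, the log2 FC of *mbl2b* was 0.99 with ASAL alone, that of *c3* 0.47 with ASAL and 0.19 with lice, that of *c7* 0.54 and 0.23, that of *c3ar1* 1.39 and 0.21, and that of *c4b* 0.19 and 0.98. The interaction of ASAL and lice, which is the part of the COS change beyond the sum of the single changes, was 0.77 (standard error 0.36) for *c7*, 0.83 (0.43) for *c3*, 0.80 (0.49) for *mbl2b*, -0.053 (0.36) for *c3ar1* and -0.009 (0.47) for *c4b*. The unadjusted limma p values were 0.0461, 0.0649, 0.116, 0.885 and 0.985, and the adjusted p 0.873 for the first 3, 0.983 for *c3ar1* and 0.998 for *c4b*. Over the alternatives the adjusted p ran from 0.00939 to 0.823 for *c3* in COS and from 0.0128 to 0.569 for *c4b* in COS.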

Regarding the complement system (68, 140), ASAL+lice co-stimulation induced *mbl2b*, *c3ar1*, *c3*, *c4*, *C4b-binding protein alpha chain* (*c4b*), and *c7* mRNA levels more intensely than single-stimulus exposures (**Figure 7** and **Supplemental Table S2**). The induction of several C-type lectin receptors was also strengthened by co-stimulation, thus alluding to pathways involved in platelet activation and dendritic cell motility (i.e., *clec1b*), as well as pathogen recognition and Th1/Th17 polarization [i.e., *C-type lectin domain family 4 member D* (*clec4d*, alias *mcl*) and *clec1a*] (120, 162, 164, 165). 

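The *clec4d* change was 3.12 (standard error 0.35, adjusted p = 0.000715, limma) in COS, against 1.03 with ASAL alone and 0.48 with lice alone. *clec1a* (probe C103R112) rose by 2.03 (standard error 0.37, adjusted p = 0.0136), against 0.96 and 0.43. For *clec1b* the single changes were 1.00 and 0.44. The 6 ASAL/lice fish lay above all PBS/no lice fish in these genes. What remained after adding the single changes was 1.61 (standard error 0.78) for *clec4d*, 1.61 (0.79) for *clec1b* and 0.64 (0.64) for *clec1a*, with unadjusted limma p values of 0.0494, 0.0545 and 0.327 and an adjusted p of 0.873 each. With tank as a random block *clec1a* lay outside the threshold (adjusted p = 0.0563). Across the alternatives the adjusted p lay from 0.00291 to 0.643 for *clec1a* in COS.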

An anti-bacterial PRR-encoding gene, *tlr13* (118), also showed ASAL+lice additive interaction effects. 

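*tlr13* (probe C199R088) stood at 0.70 ± 0.99 (SD, n = 6) in ASAL/lice and -0.55 ± 0.59 (SD, n = 6) in PBS/no lice. Its COS log2 FC of 1.25 (standard error 0.42) was not called (adjusted p = 0.0918, limma), and 5 of 6 ASAL/lice fish exceeded the PBS/no lice mean. The change was 0.89 (standard error 0.34) with ASAL alone and -0.17 (0.33) with lice alone, and the interaction 0.53 (standard error 0.58, unadjusted p = 0.37, adjusted p = 0.873, limma). With single fish left out, *tlr13* was called in COS without ASAL/lice fish 4 of tank 12 (adjusted p = 0.038).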

One of the most highly up-regulated COS-exclusive genes was *troponin C* (*tnnc2*), which could be interpreted as an indication of a higher presence of pericyte-like cells (166). 

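The log2 ratio of *tnnc2* (probe C090R154) was -5.08 ± 0.47 in PBS/no lice, -4.06 ± 1.76 in ASAL/no lice, -1.79 ± 3.26 in PBS/lice and -1.89 ± 2.6 in ASAL/lice (SD, n = 6 each). It spread over several units in the last 3 groups, from -5.48 to -0.97 in ASAL/no lice. The COS log2 FC was 3.20 (standard error 0.95, adjusted p = 0.0647, limma), with 5 of 6 ASAL/lice fish above the PBS/no lice mean. It was called after quantile normalization (adjusted p = 0.0206). With lice alone the change was 3.29 (standard error 1.18, adjusted p = 0.208, all 6 PBS/lice fish above the PBS/no lice mean), and with ASAL in infected fish -0.092 (standard error 1.5, adjusted p = 0.999). The sign of this last difference turned with quantile normalization (0.453) and with the slide as a block (3.897). Across the 24 fish *tnnc2* went together with *tnni2*, another fast skeletal muscle gene (r = 0.98, rho = 0.98, permutation p = 1e-05 each, the smallest that the permutations allow). Without the 2 fish farthest from the median of *tnni2*, r was 0.97. The adjusted p over all alternatives ranged from 0.0206 to 0.86 for *tnnc2* in COS. Among the fits that left out 1 fish, *tnnc2* was called in COS without ASAL/lice fish 5 of tank 8 (adjusted p = 0.0348).

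**Figure D5:**
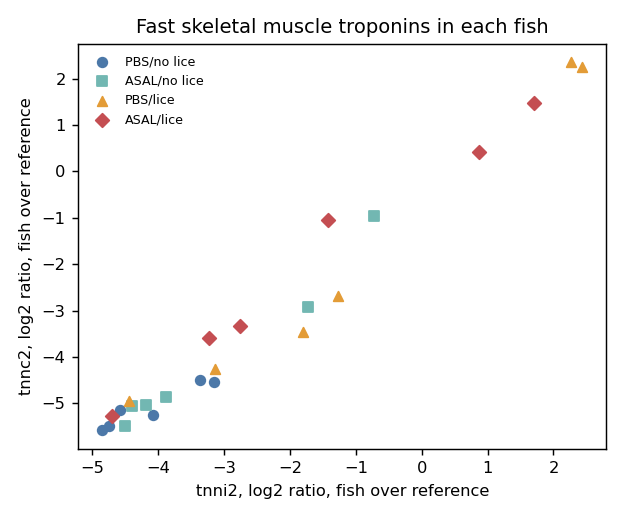
Log2 ratio over the common reference of *tnni2* (x axis) and *tnnc2* (y axis) in each of the 24 fish, in log2 units; each point is a fish, with its group given by colour and shape. The fish lie along a single line (r = 0.98), and the infected groups hold both low and high fish, while ASAL/no lice reaches up to -0.97 in *tnnc2*.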

Since *tnnc2* was previously reported as *L. salmonis-*repressed in the skin of Atlantic salmon (27), its ASAL+lice co-stimulation provides additional evidence to ASAL enhancement of wound healing in lice-infected salmon. Like ASAL(lice) list, the COS list suggested lice infection boosted ASAL activation of antimicrobial (e.g., *hampa*, *campb*), chemotactic (e.g., *lect2*), and local acute phase (e.g., *saa5*) responses (53, 93, 136, 137, 141). Furthermore, some genes such as *hampa*, the Th2 cell biomarker *il4r* (88), and the M2 macrophage biomarker *alox5ap* (145) showed synergic (i.e., greater than additive) ASAL and *L. salmonis* interactive effects.

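*hampa* had the largest log2 FC of the named genes in COS, 6.49 (standard error 0.41, adjusted p = 4.8e-06, limma), followed by *ifi44* at 4.25 (adjusted p = 0.0018) and *saa5* at 3.97 (standard error 0.53, adjusted p = 0.00257). *lect2* (probe C164R142) rose by 2.13 (standard error 0.50, adjusted p = 0.0315) and *campb* by 2.02 (0.45, 0.0274). Every one of the ASAL/lice fish exceeded the PBS/no lice mean in these genes, and the groups did not overlap in *hampa*, *saa5* and *ifi44*. In *ifi44*, PBS/no lice fish 3 of tank 30 stood at -1.56 against -4.14 to -3.44 in the others. The calls of *lect2* and *campb* held in 6 and 7 of the 12 fits that left out 1 fish, with adjusted p values of up to 0.076 without PBS/no lice fish 3 of tank 33 and 0.0668 without PBS/no lice fish 3 of tank 33, and not with tank as a random block (adjusted p = 0.0984 and 0.0893). The other named *ifi44* probe was not called. Taken over the alternatives, the adjusted p went from 0.00958 to 0.749 for *campb* and from 0.00875 to 0.694 for *lect2*.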

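The sum of the changes with lice alone and with ASAL alone was compared with the COS change, the difference being the interaction of ASAL and lice in the fit over all 24 fish. It was 1.71 (standard error 0.90) for *hampa*, 0.99 (standard error 0.36) for *il4r* and 0.41 (standard error 0.35) for *alox5ap*, with unadjusted limma p values of 0.0708, 0.0115 and 0.253 and an adjusted p of 0.873 for each. On the log2 scale no interaction means that the single changes multiply, so a sum of transcript amounts is not tested. The paper's calls of synergy come from models of qPCR values with more fish per group, and these array values do not test them. In *il4r* the COS change of 0.63 (standard error 0.21, adjusted p = 0.0891) was made of -0.36 with lice and 0.002 with ASAL. It was called with array weights (adjusted p = 0.0244) and by the other named probe (0.032), which changed by 0.25 with lice, and with the slide as a block it was -0.009. *alox5ap* (probe C240R063) stood at 0.52 ± 0.23 (SD, n = 6) in ASAL/lice and -0.68 ± 0.48 (SD, n = 6) in PBS/no lice without overlap (log2 FC 1.20, standard error 0.21, adjusted p = 0.0116, limma), 0.38 coming with lice and 0.41 with ASAL. It lay just outside the threshold with tank as a random block (adjusted p = 0.0525). Under the alternatives as a whole, adjusted p values ran from 0.00248 to 0.771 for *alox5ap* in COS and from 0.0244 to 0.999 for *il4r* in COS. When 1 fish was left out, *il4r* was called in COS without PBS/no lice fish 4 of tank 33 (adjusted p = 0.043).

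**Figure D6:**
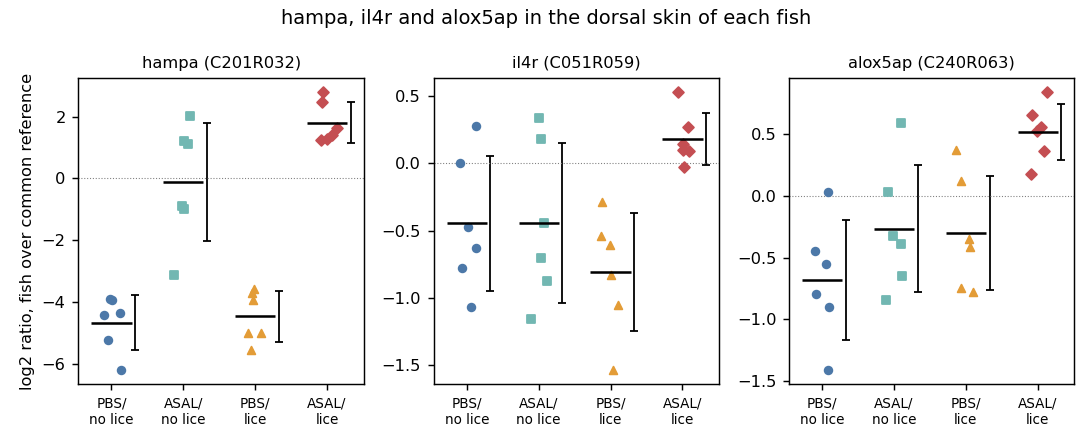
Log2 ratio of each fish over the common reference (y axis, log2 units) for *hampa*, *il4r* and *alox5ap* in the 4 groups (x axis); points are fish, lines group means and bars SDs. *hampa* averages 1.80 ± 0.66 in ASAL/lice and -4.68 ± 0.89 in PBS/no lice, and *alox5ap* is highest in ASAL/lice.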

As suggested by the ASAL(lice) list and observed again in the COS list (**Figure 7** and **Supplemental Table S2**), the presence of increased mRNA levels of M1/Th1 (e.g., *cxcl8*, *lect2*, *clec4d*, *cd274*, *cxcl11*) and M2/Th2 (e.g., *il4r*, *ccr8*, *alox5ap*, *il1r2*) markers suggests a dual nature (i.e., anti-bacterial and tissue repair/protection) for Atlantic salmon’s skin response to ASAL+lice (88, 105, 144, 145, 164, 167). It could be argued that this intermediate phenotype could be beneficial for the fish skin since it would maintain its tissue repair capacity while fortifying its antimicrobial defenses.

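*ccr8* (probe C194R108) was the most tightly separated of these markers, at 1.00 ± 0.20 (SD, n = 6) in ASAL/lice and -0.66 ± 0.12 (SD, n = 6) in PBS/no lice (log2 FC 1.66, standard error 0.12, adjusted p = 1.47e-05, limma). *cd274* had a log2 FC of 2.52 (standard error 0.32, adjusted p = 0.00194) and *cxcl11* of 1.42 (0.28, 0.0181), also without overlap and called in all 12 fits that left out 1 fish. *cxcl11* was outside with tank as a random block (adjusted p = 0.0703). *il1r2* rose by 1.29 (standard error 0.33, adjusted p = 0.0418), with all 6 ASAL/lice fish above the PBS/no lice mean. Its call held in 2 of those fits (adjusted p of up to 0.0876, without PBS/no lice fish 3 of tank 30) and not in the fit over all 24 arrays (adjusted p = 0.0518), with no filter on dim probes (0.0542) or with tank as a random block (0.129). All alternatives together gave adjusted p values from 0.00915 to 0.569 for *cxcl11* and from 0.00847 to 0.922 for *il1r2*.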

Another important feature of the COS list is the exceptionally high presence (compared to the other lists) of genes involved in the adaptive immune system (**Figure 5**). 

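In COS, *b2m* (probe C151R103) was called, at 0.33 ± 0.26 (SD, n = 6) in ASAL/lice and -0.60 ± 0.32 (SD, n = 6) in PBS/no lice without overlap and in every fit that left out 1 fish (log2 FC 0.93, standard error 0.17, adjusted p = 0.0131, limma). *psma6* (probe C024R047) was near the threshold (log2 FC 0.93, standard error 0.25, adjusted p = 0.0454) and called in 2 of the 12 fits, its adjusted p reaching 0.0967 without PBS/no lice fish 3 of tank 33. Its other named probe was not called (adjusted p = 0.0671), nor was it in the fit over all 24 arrays (0.0705), with no filter on dim probes (0.0592), with a filter on the fish channel alone (0.0534) or with tank as a random block (0.11). *psmb5* (log2 FC 1.01, standard error 0.33, adjusted p = 0.0838) was not called. In these 3 genes every ASAL/lice fish exceeded the PBS/no lice mean. The range of adjusted p over the alternatives was from 0.0118 to 0.569 for *psma6*.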

ASAL+lice up-regulated the transcript levels of class I major histocompatibility complex (MHC) components and antigens [e.g., *beta-2-microglobulin* (*b2m*), *HLA class I histocompatibility antigens hla-a*], and components of immunoproteasomes [e.g., *proteasome subunit alpha type-6* (*psma6*), *beta type-5* (*psmb5*)] (88, 168). These DEGs collectively over-represented the GO term “antigen processing and presentation of peptide antigen *via* MHC class I”. At the same time, the COS list over-represented GO terms associated with negative regulation of B cell and immunoglobulin mediated processes (e.g., “negative regulation of B cell-mediated immunity”). The observed equilibrium in the ratio of up and down-regulated genes representing those processes suggests a fine-tuned control over antibody-mediated immune response to ASAL+lice co-stimulation. The present qPCR analyses confirmed the ASAL and *L. salmonis* synergic induction of *bcl6* (**Figure 7**), one of the better-characterized genes/proteins over-representing those GO terms. BCL6 is known in mammals as a transcriptional repressor of germinal center B cell differentiation into plasma cells while promoting B cell proliferation and the formation of high-affinity antibodies (169, 170). The development of vaccines has been and still represents a challenge in the immunization of farmed Atlantic salmon against sea lice (11). Given the present results, the potential use of bacterial PAMPs as sea lice vaccine adjuvant warrants further investigation.

Overall, the COS list contributed to defining the ongoing physiological changes in the dorsal skin of the Lice/ASAL salmon compared with the Lice/PBS (**Figure 11**). First, ASAL attenuated –but did not resolve– some *L. salmonis* repressive effects on the transcript levels of antiviral biomarker genes and genes putatively involved in metabolic and cellular processes. Concomitantly, Lice/ASAL salmon showed increased transcriptomic changes suggesting increased leukocyte recruitment and the activation of innate (e.g., neutrophil degranulation) and adaptive (e.g., antibody formation) immune processes, which were not detected in the Lice/PBS salmon. Lastly, ASAL+lice co-stimulation also seemed to promote wound-healing (e.g., hemostasis) and developmental processes (e.g., angiogenesis).

**Figure 11:**
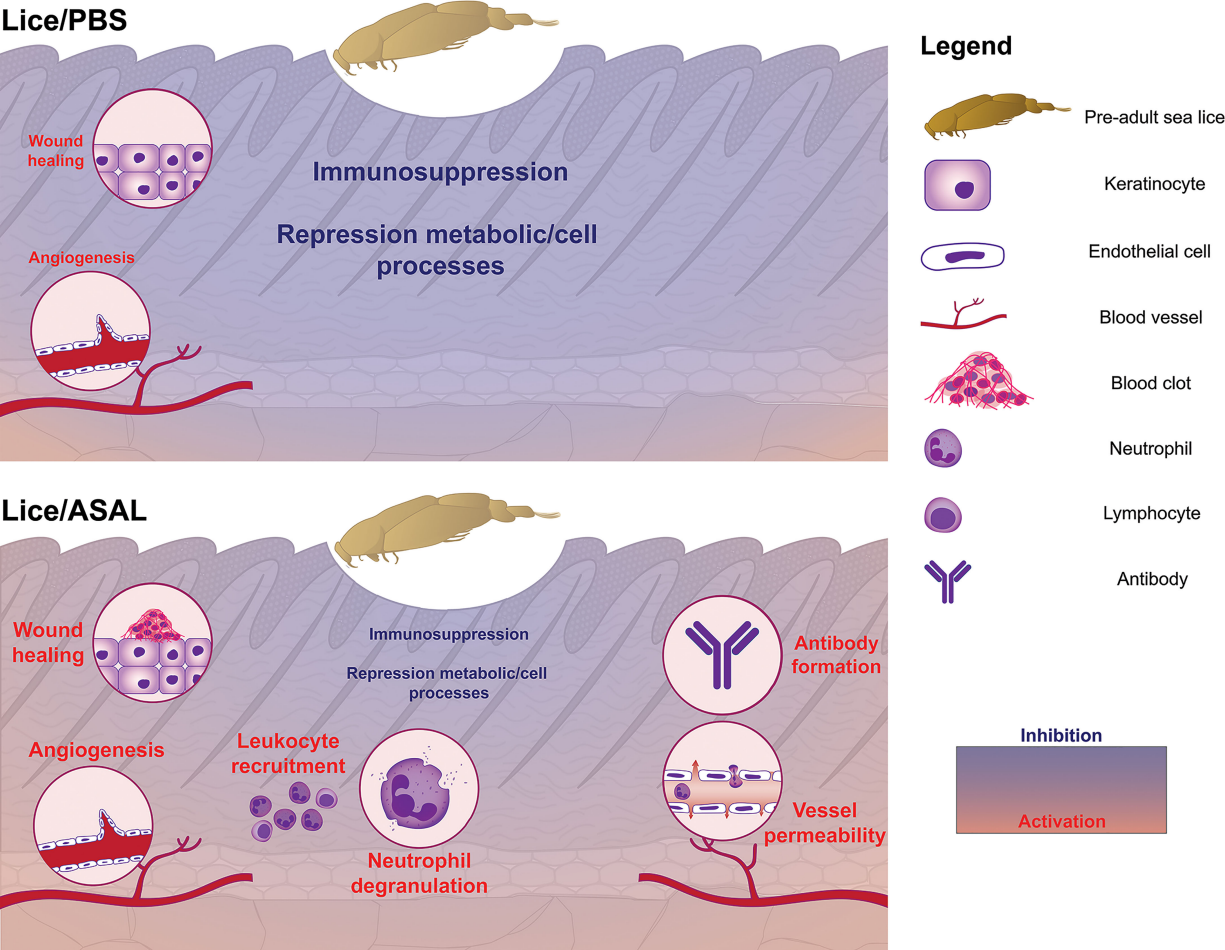
Summary of the main biological processes putatively regulated in response to sea lice infection in the skin of PBS-injected (Lice/PBS; top) and ASAL-injected (Lice/ASAL; bottom) Atlantic salmon, as explained in the Discussion. Biological processes’ names are colored based on whether they were inhibited (blue) or activated (red); their font sizes are proportional to their inhibition/activation extent. The stylized skin section used as the background was colored with a blue-red gradient color scheme representing the proportion of down-regulated/up-regulated genes in the Lice/PBS and Lice/ASAL salmon.

## Concluding Remarks

The present study revealed significant interacting effects of *L. salmonis* and ASAL stimulation in the dorsal skin of Atlantic salmon. ASAL strengthened the immune gene expression response to *L. salmonis* infection (e.g., APR-and neutrophil degranulation-related genes) and mitigated lice repressive effects on fundamental cellular processes and some antiviral gene levels compared with the PBS controls [Lice(ASAL) *vs*. Lice(PBS)]. Vice versa, lice-infected salmon showed a more vigorous response to ASAL than the non-infected [ASAL(lice) *vs*. ASAL(no lice)], possibly due to lice-induced tissue-level changes in the skin (e.g., increased angiogenesis). 

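The change with ASAL could be set out by tank, since each tank held fish of both injections. Over the 168 probes higher with ASAL, the ASAL-injected fish exceeded the PBS-injected fish by 1.4 on the log2 scale in tank 2, 1.73 in tank 5, 1.38 in tank 8 and 1.5 in tank 12, the tanks with lice. The differences were 1.17 in tank 30 and 0.69 in tank 33, which held no lice. From the larger number of DEPs in infected fish, the paper proposes a more vigorous response of infected salmon to ASAL, and it proposes changes in the skin tissue brought about by lice as a reason.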

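Over the genes named for these effects, the interaction of ASAL and lice was estimated on the log2 scale. There 0 stands for single changes that add as log2 values, so that transcript amounts multiply. The paper's additive and synergistic calls come from qPCR values, which were not analysed here. *bcl6* (probe C051R091) had a COS log2 FC of 0.93 (standard error 0.20, adjusted p = 0.0264, limma), with all 6 ASAL/lice fish above the PBS/no lice mean, and changed by -0.10 with lice alone and 0.31 with ASAL alone. Its interaction was 0.72 (standard error 0.51, unadjusted p = 0.171, adjusted p = 0.873, limma). Its call held in 8 of the 12 fits that left out 1 fish (adjusted p of up to 0.0668, without PBS/no lice fish 3 of tank 33) and not in the fit over all 24 arrays (adjusted p = 0.131) or with tank as a random block (0.0893). Between the alternatives the adjusted p varied from 0.00309 to 0.574 for *bcl6* in COS.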

The ASAL+lice co-stimulation (i.e., COS list) had additive and synergistic effects on the induction of genes involved in innate (e.g., additive: *tlr13*, *clec1a*, *mbl2b*; synergistic: *hampa*, *alox5ap*) and adaptive (e.g., additive: *bcl6*; synergistic: *il4r*) immune responses, and induced several genes related to wound healing (e.g., hemostasis) and antibody formation.

Experiment replication –preferably with infected and non-infected groups housed in the same facility– and histological analyses in the future will help validate the present study’s findings. Furthermore, salmonid species such as Atlantic salmon show a high retention rate of paralogues from a whole-genome duplication event ~80 Mya (171). This fact represents both an opportunity to advance in evolutionary physiology knowledge and a challenge for interpreting transcriptomics results due to functional divergence between duplicated genes in Atlantic salmon. 

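The paralogues *mbl2a* and *mbl2b* each have a probe of their own. For *mbl2a* the interaction of ASAL and lice was -0.20 (standard error 0.62, unadjusted p = 0.744, adjusted p = 0.956, limma). With ASAL, each of the 4 tanks of infected fish had higher values than with PBS in both paralogues.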

The differential regulation of *mbl2a* (lice-inducible) and *mbl2b* (ASAL-inducible) might be a potential example of functional specialization of two gene copies. The present microarray results may have been influenced by cross-hybridization between paralogous transcripts. Nevertheless, microarray hybridization and paralogue-specific qPCR data showed a high correlation, thus proving the robustness of the study’s claims.

As one of the first transcriptomics studies in the field of co-infection in Atlantic salmon, the present study may serve as a reference for future research with sea lice-infected salmon challenged with other vaccines, PAMPs, or live pathogens. Furthermore, it provides candidate gene biomarkers and putative biological processes responding to sea lice and bacterial single- and co-infection in the skin of Atlantic salmon. Future studies and industrial applications may take advantage of the knowledge generated by this study and evaluate the potential of bacterial compounds and extracts as supplements for clinical feeds and vaccine adjuvants for fish. In sum, these results contribute to improving our understanding of the molecular mechanisms governing the Atlantic salmon’s skin response to sea lice and bacteria co-infection and will help in the improvement of disease management in Atlantic salmon aquaculture.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE186292.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care Committee of Memorial University (Animal Care Protocol 17-77-MR).

## Author Contributions

MLR, RT, MF, and AC-S designed the CDRF and JBARB trials. AC-S supervised the conduction of the trials and coordinated the team that participated in the samplings. AC-S, NU, XX, and ZC were involved in the sea lice copepodid challenge. AC-S, NU, XX, TK, SK, JW, ZC, and MLR were part of the sampling team. AC-S, NU, XX, and MLR designed the microarray and qPCR experiments. NU and XX performed the total RNA and all procedures associated with the generation of the microarray data. AC-S, NU, XX, and TK carried out the qPCR analyses. SK helped with the annotation of the 44K microarray. AC-S analyzed and interpreted the microarray and qPCR results. AC-S led the writing of the manuscript. NU, XX, TK, SK, JW, ZC, MF, SS, RT, and MLR provided comments on the first draft of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was part of the Integrated Pathogen Management of Co-infection in Atlantic Salmon (IPMC) project (Genomic Applications Partnership Program, GAPP #6607), which was funded by the Government of Canada through Genome Canada and Genome Atlantic. The IPMC project was also funded by InnovateNL (Government of Newfoundland and Labrador Department of Tourism, Culture, Industry and Innovation; Leverage R&D award #5401-1019-108), and EWOS Innovation (now part of Cargill, Incorporated). Furthermore, MLR’s research program is supported by a Natural Sciences and Engineering Research Council of Canada (NSERC) Discovery Grant (341304-2012 and 2020-04519), and Ocean Frontier Institute through an award from the Canada First Research Excellence Fund. The publication fee for this article was funded by MLR's NSERC Discovery Grant (2020-04519). AC-S and NU were the recipients of a Mitacs Accelerate Postdoctoral Fellowship during the conduction of the trials. SK’s salary was funded by the Ocean Frontier Institute.

## Conflict of Interest

RT and SS are former and current employees of Cargill Inc., respectively, but did not participate in the microarray/qPCR study design, the result interpretation, and the decision to submit the manuscript for publication. NU participated in this study as a postdoctoral fellow at Memorial University but was recently employed by Aquabounty Canada Inc.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Interacting Effects of Sea Louse (Lepeophtheirus salmonis) Infection and Formalin-Killed Aeromonas salmonicida on Atlantic Salmon Skin Transcriptome
**Source:** Front Immunol. 2022 Mar 24;13:804987. doi: 10.3389/fimmu.2022.804987
**Supplement:** Supplementary file 1

**Supplementary Methods**

**Animals**

Atlantic salmon smolts were transported from a local salmon farm to the Dr. Joe Brown Aquatic Research Building [JBARB, Ocean Sciences Centre (OSC), Memorial University, NL, Canada]. Smolts were held in 3,800-L fiberglass tanks until transferred to the 620-L tanks used in the trials. While in the 3,800-L tanks, the salmon were PIT (passive integrated transponder; Easy AV, Avid Identification Systems, Norco, CA, USA)-tagged for growth monitoring and identification during experimentation. When they reached the desired initial weight [238.9 ± 45.2 g, mean weight ± standard deviation (SD)], salmon were randomly distributed into 2 and 4 tanks at JBARB and the Cold-Ocean Deep-Sea Research Facility (CDRF, OSC), respectively. All tanks were connected to the same flow-through seawater system (12 L/min), and monitored daily for water quality. The seawater was pumped from Logy Bay (NL) and subjected to filtration, temperature adjustment, and UV treatment before reaching header tanks inside JBARB; then, it was distributed to the JBARB tanks and the CDRF. Water from JBARB is UV-treated and oxygenated again inside CDRF, before reaching the CDRF's tanks. CDRF has an Aquatic Containment Level 3-certified (Canadian Food Inspection Agency) biocontainment facility equipped with the same 620-L fiberglass tanks used at JBARB. The photoperiod was 24-h light in both buildings.

Fish were fed with EWOS Dynamic S feed (5 mm; 27% fat, 46% protein) using automatic feeders (AVF6 Vibratory Feeder; Pentair Aquatic Eco-Systems, Inc., Nanaimo, BC, Canada) at a daily ration of 1% body weight. Water temperature and dissolved oxygen levels were relatively constant (~10-11 ºC and ≥ 10 mg/L) throughout the acclimation and trial periods. Thirty-five salmon were allocated in each of the tanks at CDRF and 15 in each of the tanks at JBARB. CDRF's fish were destined for the *Lepeophtheirus salmonis* challenge trial, and those at JBARB to serve as no-lice infection controls.

**Sea Lice Challenge**

The salmon at CDRF were challenged with *L. salmonis* at the copepodid stage 79 days after being transferred from JBARB. Sea lice copepodids were provided by Huntsman Marine Science Centre (St. Andrews, NB, Canada). The lice were actively swimming when received at the CDRF, and no significant mortality was observed. The salinity of the seawater containing the lice during their transportation –in sealed plastic bags with ~¾ of their volume filled with pure oxygen– was similar to that of CDRF's circulating seawater (~33 ‰), and the dissolved oxygen levels (DO) were 17-21 mg/L. However, the lice were let to acclimate to CDRF's seawater temperature, which was slightly higher than that of the transportation seawater (10.2 ºC *vs.* 9.0 ºC, respectively).

As previously described (34), in preparation for lice exposure, water flow into the tanks was interrupted, and water volume was reduced by 50%. Oxygen was supplied to the water remaining in the tanks using air diffusers to prevent hypoxia. Then, sea lice copepodids were released into the tanks at a ratio of 50 lice/fish and allowed to infect the salmon for 2 h. During the exposure, water DO, and temperature were measured every 10 min. Any decrease in DO level during the challenge was quickly addressed by adjusting the air supply, and remained above 7.1 mg/L and 72% saturation. No DO supersaturation occurred during the challenge. Water temperature increased by 0.4-0.6 ºC on average. No mortalities were observed. After the 2-h exposure period, the water supply was restored.

**Injection Challenge and Sample Collection**

Four weeks after sea lice exposure, when lice were at the pre-adult stage, lice-infected salmon (CDRF) and non-infected salmon (JBARB) were fasted for 24 h and then subjected to an intraperitoneal (IP) injection of either phosphate-buffered saline (PBS; Gibco/ThermoFisher Scientific, Mississauga, ON, Canada), a solution of polyriboinosinic polyribocytidylic acid (Sigma-Aldrich, Oakville, ON, Canada), or a suspension of formalin-killed *Aeromonas salmonicida* (ASAL) (Figure 1A). For each tank at CDRF, 6 fish were injected with PBS, 6 with pIC, and 6 with ASAL at 1 μL/g of fish (wet mass). For each tank at JBARB, 4 fish were injected with PBS, 4-5 fish with pIC, and 4-5 fish with ASAL. The pIC solution was prepared in ice-cold, 0.2 μm-filtered PBS at 2 μg/μL. As described in Hori et al. (29), the ASAL suspension was prepared by pelleting (centrifugation at 2,000 g for 10 min at 4 ºC) and washing with ice-cold, 0.2 μm-filtered PBS a commercial vaccine for typical *A. salmonicida* (Furogen dip, Novartis Canada, Charlottetown, PE, Canada). The pelleting/washing was performed three times, and after the third wash, the pelleted bacterin was suspended in ice-cold, 0.2 μm-filtered PBS at an optical density of 1.0 at 600 nm wavelength.

The tank order for the IP-injection challenge was randomized. Immediately after being netted and before injection, salmon were lightly anesthetized via immersion in seawater baths with 50 mg/L MS-222 (Syndel Laboratories, Vancouver, BC, Canada). Lice-infected salmon at CDRF were individually anesthetized in 10 L of MS-222 seawater solution to recover any louse detached during the procedure. Non-infected salmon at JBARB were netted and anesthetized in groups of 3 in 30 L of MS-222 seawater solution with air supply. Once anesthetized (within 1-2 min after exposure to the anesthetic), each fish was assigned and IP-injected with one of the preparations (i.e., PBS, pIC, and ASAL). After injection, lice-infected salmon (CDRF) were returned to their original tanks and allowed to recover; injected salmon recovering from the anesthesia were separated from those to be injected using a tank divider –a net mounted on a rigid plastic frame to segregate fish without affecting seawater circulation. Non-infected IP-injected salmon (JBARB) were allowed to recover in 620-L auxiliary tanks connected to the flow-through water system before returning to their original tank.

At 24 h post-injection, salmon were euthanized by immersion in a seawater bath with 400 mg/L MS-222 and dissected for tissue sample collection. The tank sampling order was the same as in the IP-injection challenge. Euthanized salmon were identified using a PIT-tag reader (AVID Power Tracker V, Avid Identification Systems, Calgary, AB, Canada), weighed, and fork length-measured. Two 1-cm^2^ dorsal skin samples were taken from every lice-infected salmon (CDRF; preferably from the left side –samples for other analyses were taken from the right side): one sample around a louse attachment site and another sample from an adjacent intact skin area (i.e., no lice attached or damaged) (Figure 1B). In some cases, dorsal skin samples were taken from the right side of the animal because no adequate louse attachment site was found on the left side. Dorsal skin samples (also 1 cm^2^) from non-infected salmon (JBARB) were always taken from the left side of the animal, starting under the end of the dorsal fin and above the lateral line. All samples were cleaned of any skeletal muscle tissue. All collected samples were immediately flash-frozen with liquid nitrogen and stored at -80 ºC until processed for RNA extraction. Once sample collection for a given lice-infected salmon was complete, the lice remaining on the animal were counted. Total lice count was calculated as the sum of the lice detached during the IP-injection and sampling procedures and those still attached to the salmon.

**Network and Gene Ontology Enrichment Analyses**

Gene ontology (GO) term enrichment analyses (GTEA) were conducted for each DEP list using ClueGO (40) plugin in Cytoscape (v3.5.1) (41). This analysis disregarded DEP redundancy (i.e., multiple probes annotated as the same gene); it only considered the differentially expressed genes (DEGs) putatively represented by the DEP lists. Right-sided hypergeometric tests (i.e., for GO term over-representation) were performed using the human Gene Ontology database (UniProt: 27.02.2019) for Biological Processes (BPs), with an adjusted p-value cut-off level (Benjamini-Hochberg test) of 0.05. The entire 44K salmon array was used as the reference gene list. ClueGO linked the over-represented GO terms using kappa statistics (42), thus generating GO term networks. Cohen's kappa coefficients were calculated for each term-term relationship based on the shared genes between them. The obtained term-term kappa coefficients were also used to define groups of highly connected terms within the GO term networks. The kappa coefficient threshold for the analysis was 0.4. The relative frequency of up-regulated and down-regulated DEGs was used to calculate the z-score (43) of each GO term arising from the enrichment analysis. The formula used to calculate the z-score was:$zscore= \frac{\left( up-down \right)}{\sqrt{total}}$, where *up* and *down* are the number of up- and down-regulated DEGs, respectively, and *total* the total count of DEGs.

The over-represented GO terms were classified, using Gene Ontology Browser (http://www.informatics.jax.org), into 4 functional themes: 1) metabolic processes; 2) cellular processes; 3) immune/stress processes; and 4) development/healing processes. The GO terms were classified based on the biological process to which they were related and/or their parent terms (especially for highly-specific terms). Briefly, GO terms of biological processes and pathways associated with metabolism-related processes and pathways and/or that have the parent term "GO:0008152 metabolic process" were classified as "metabolic process". GO terms associated with responses to stress (e.g., response to heat) and immune (e.g., response to bacterium) stimuli fell within the "immune/stress process" theme. GO terms related to tissue development and healing and/or derived from the parent term "GO:0032502 developmental process" were classified as "development/healing process". The theme "cellular process" grouped all those GO terms not classifiable in any of the previous and derived from "GO:0009987 cellular process". Some GO groups comprised terms from different themes; in such cases, the group is colored according to the theme with the highest number of GO terms.

**qPCR Analyses**

First-strand cDNA templates were synthesized in 20 μL reactions from 1 μg of DNaseI-treated, column-purified total RNA, dNTPs (0.5 mM final concentration for each dNTP; Invitrogen, Thermo Fisher Scientific), random primers (250 ng; Invitrogen), DTT (10 mM final concentration; Invitrogen), first-strand buffer (1X final concentration; Invitrogen) and M-MLV reverse transcriptase (200 U; Invitrogen) at 37 ºC for 50 min.

The qPCR amplifications were conducted in 384-well format on a ViiA 7 Real-Time PCR system (Applied Biosystems/Life Technologies, Foster City, CA, USA), and followed the Minimum Information for Publication of qPCR Experiments (MIQE) guidelines (44). Reaction mixtures (13 μL) consisted of 1X Power SYBR Green PCR Master Mix (Applied Biosystems/Life Technologies), 50 nM of both the forward and reverse primers, and diluted cDNA template (5 ng input total RNA). The qPCR program was 1 cycle of 50 °C for 2 min, 1 cycle of 95 °C for 10 min, and 40 cycles of 95 °C for 15 s and 60 °C for 1 min, with fluorescence detection at the end of each 60 °C step. qPCR reactions for primer quality testing were performed in technical duplicates. The qPCR analyses of the transcript levels of the selected genes of interest (GOIs) and candidate normalizer genes were carried out in technical triplicates. No-template controls were included for every qPCR analysis.

Forty-two microarray-identified GOIs were qPCR analyzed to confirm the microarray results (see Statistical Analyses for more information). GOIs were selected based on their induction/repression intensity, their involvement in relevant over-represented biological processes, and/or because their expression levels were significantly correlated with total lice load (i.e., sum of attached and detached lice counts). For those GOIs for which there were no qPCR primers previously developed, cDNA sequences from NCBI non-redundant nucleotide (nt) and expressed sequence tags (EST) databases were compiled using BLASTn searches and 44K probe information (i.e., contigs and 60mer sequences). BLASTn-searches were performed between August and November 2020. Possible microarray-identified paralogue cDNA sequences were aligned using Vector NTI (Vector NTI Advance 11, Life Technologies) to determine identity between paralogues and to find suitable regions (i.e., with at least 3 bp difference) for paralogue-specific qPCR primer design. New primers were designed using Primer 3 v.0.4.0 software [available at (<http://bioinfo.ut.ee/primer3-0.4.0/)>]. Primer pairs were quality-tested for single-product amplification (via dissociation curve analysis), absence of primer-dimers in the no-template control, and correct PCR product size [through comparison with 1 kb Plus DNA Ladder (Invitrogen/Life Technologies) using 2% agarose gel electrophoresis]. Furthermore, amplification efficiency (45) was analyzed using 5-point 1:3 dilution series using cDNA synthetized from ASAL/lice and PBS/no lice RNA sample pools. The dilution series started with cDNA representing 10 ng of input total RNA. All information concerning primer sequences and quality-check results is shown in the Supplementary Table S1.

Five candidate normalizer genes were tested for mRNA level stability across injection/infection groups. These genes were *60S ribosomal protein L32* (*rpl32*), *elongation factor 1-alpha 1* (*ef1a1*), *polyadenylate-binding protein, cytoplasmic 1* (*pabpc1*), *eukaryotic translation initiation factor 3 subunit D* (*eif3d*), *ATP binding cassette sub-family f member 2* (*abcf2*). These candidate normalizer genes were selected based on previous experience with infected or PAMP-challenged Atlantic salmon (34, 46). *rpl32* and *pabpc1* were chosen as the most stably expressed based on geNorm analyses [M-values 0.160 and 0.158, respectively; qBASE plus, Biogazelle NV, Belgium (48)].

The relative quantity (RQ) of each qPCR-analyzed GOI was calculated using a qBase relative quantification framework (49, 50) through normalization to *rpl32* and *pabpc1*, with amplification efficiencies incorporated. The RQ values of each GOI was calibrated to the sample that had the lowest normalized gene expression (i.e., assigned an RQ value = 1.0).

How the deposited data were processed for this re-analysis (not part of the article)

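Dorsal skin of 24 Atlantic salmon was measured on 24 Agilent arrays of the 44K design, with 6 fish in each of PBS/no lice, ASAL/no lice, PBS/lice and ASAL/lice. Each array carried the labeled RNA of 1 fish in Cy5 and the same reference pool in Cy3. Fish came from 4 tanks with lice and 2 tanks without, and the arrays lay on 9 slides scanned on 6 days. Every array was assigned to its group from its label, and 0 columns were left unmapped.

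The authors scanned the arrays and ran Agilent Feature Extraction 12.0, and the deposited spot files hold processed intensities after background subtraction and linear and LOESS dye normalization, beside uncorrected median intensities of the spot and its local background. The same deposited files give a log10 ratio of Cy5 over Cy3 that the authors' software computed from the processed intensities and set to 0 at some spots. The authors also deposited a table of log2 ratios with 43689 probes, of which 25880 hold values. According to the paper, probes of low quality or absent on more than 25% of the arrays had been removed from it and missing values imputed in GeneSpring. Over the probes with values, this table was checked against the spot files, and 2 values differed by more than 0.001 on the log2 scale.

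A log2 ratio of the processed Cy5 and Cy3 intensities was computed for each probe, leaving out control spots and spots marked as outliers. Probes well above background in both channels on at least 18 of the 24 arrays were tested (27925), and those measured on all arrays (27398) were used for principal components and distances. Depth on arrays is given by the signal over background in the Cy5 channel, whose median was 12.9 in PBS/no lice, 10.9 in ASAL/no lice, 13.6 in PBS/lice and 14.0 in ASAL/lice, and the number of arrays limits the precision.

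The tools were R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Each of the 5 comparisons was fitted with limma (lmFit and eBayes) on its own 12 arrays, two-sided, with Benjamini-Hochberg adjustment over the probes tested and a threshold of 5%. The interaction of ASAL and lice was fitted on all 24 arrays on the log2 scale, where no interaction means that the single changes multiply. The paper's methods name SAM at an FDR of 5%. As its package was not installed, SAM was written from its published definition with 100 permutations and the mean number of false calls. A version with the median number of false calls was added after the data had been seen. Tested on simulated data with 1000 probes changed by 2 on the log2 scale, limma recovered 93.9% of them in Lice(PBS), 94.6% in Lice(ASAL), ASAL(no lice) and ASAL(lice), 95.1% in COS and 87% for the interaction. False calls made up 4.52% to 6.15% of the calls. The simulated probes varied independently and without tank effects, and power for changes smaller than 2 was not tested.

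Separation of the groups was tested by permuting group labels, and differences in the mean of a set of probes between groups of 6 by exact permutation, where 924 splits exist. Limma's adjusted p values come from the moderated test across all probes.

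The alternatives were the authors' table, normexp background correction with an offset of 50 followed by loess, median centring, quantile normalization, no filter, a strict filter and a filter on the fish channel for dim probes, a single fit over all 24 arrays, array weights, the slide, scan day or tank as a block, SAM, a minimum log2 FC of 1, other probes of the same gene, and leaving out each fish in turn. The slide as a random block and a block by tank and fish number were added after the data had been seen. Normexp was run on median in place of mean foreground intensities, since the deposited files hold no mean foreground. Tank entered as a random block in comparisons of infected with non-infected fish, as each tank held 1 infection status.

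Genes were named by a rule fixed before the values were seen: every gene that the text names from the microarray and for which a source pairs a probe with the name, and for each comparison the 5 probes with the largest absolute log2 FC among DEPs whose groups did not overlap. The paper's own fold changes had been seen when this rule was written. Names come from Table S2, of which the first 1995 of 6078 data lines were available, so a gene without a named probe in them was not analysed here, and neither enrichment nor overlap tests of gene sets were run on it. A gene with several named probes is given by the brightest. Results of 2 of the named genes are not reported here, though these genes are included in the totals over genes and probes.

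PBS- and ASAL-injected fish that carry the same tank and fish number were checked for being pairs. Residual profiles of 4 such pairs of non-infected fish correlated between -0.51 and 0.23. Those of 2 pairs of infected fish correlated between 0.49 and 0.57, on the side of pairing in infected fish alone. Infected fish of 1 tank with different numbers reached 0.56 and those of different tanks 0.62, so these values do not decide for pairing. As nothing in the paper pairs the fish, they were treated as unpaired. The qPCR values, the lice counts and the proteins were not analysed here.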

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

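The tests of a mislabelled fish, of a single faulty spot, of fish selection, of tank for the lower probes, of whole tanks regrouped, of *aloxe3* within groups, of the share of such fish that chance gives and of the filter on dim probes were chosen only after the results were seen.

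In 9 of the 332 groups of named probes (2.71%), a single fish stood far from the other 5 by Dixon's criterion, where chance gives about 1 in 20 (5%), so the number of such fish is consistent with chance alone and each may be a chance finding. Of the 6 different fish involved, 0 had the array with the fewest or the most probes well above background in its group. With 6 fish this does not decide for or against array brightness.

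PBS/no lice fish 3 of tank 30 stood at -1.56 in *ifi44* and at -1.557 and -1.73 in the *saa5* probes C085R091 and C244R087, while the other fish lay between -4.14 and -3.44, -3.94 and -3.17, and -4.08 and -3.51. A single faulty spot is argued against, because the fish was the highest of its group in 4 of 4 named *saa5* probes. An ASAL-injected fish under a PBS label is argued against as well, since over the probes higher with ASAL this fish lay 0.194% of the way from the other PBS/no lice fish to the ASAL/no lice fish. What raised these genes in it stays open, and no biological explanation was tested.

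PBS/lice fish 6 of tank 12 stood at 2.676 in *aloxe3*, with the others between -2.97 and -1.72. A skin piece with more epidermis is a candidate explanation, since 6 other keratinocyte genes with a named probe were higher in this fish by a median of 1.8 on the log2 scale, from 0.33 (*jup*) to 2.92 (*dsc2*). A tank effect stays open. Of the 2 ASAL/lice fish of that tank, fish 1 stood at 2.90 in *aloxe3*, above every ASAL/lice fish of other tanks, and fish 4 at -1.51 did not. Whether the amount of epidermis accounts for *aloxe3* in the other fish stays open, since within groups the keratinocyte genes followed it with a median r of 0.34, from -0.03 (*jup*) to 0.51 (*dsc2*).

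ASAL/lice fish 2 of tank 2 stood at -0.59 in *actn1*, where the others lay between 0.28 and 0.71, and at 1.472 in *alt5*, where the others lay between 0.47 and 0.68. ASAL/no lice fish 2 of tank 33 stood at -0.498 in *fcgr1a* (others between 0.41 and 0.93), and PBS/no lice fish 2 of tank 33 at -1.158 in *mefv* (others between -0.44 and -0.041). For these no explanation beyond chance and array brightness was tested.

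The mean change with ASAL differed between infected and non-infected fish, by 0.52 over the 168 probes higher with ASAL and by -0.56 over the 6 lower probes (permutation of the residuals of single fish, p = 0.00524 and 0.00058). Both tests ignore tank, although lice differed between whole tanks. With whole tanks regrouped the exact p was 0.0667 and 0.2, and 6 tanks allow none under 0.0667, so a chance difference between tanks cannot be excluded. For the higher probes the change lay above that of both tanks without lice in 4 of 4 tanks of infected fish, with 1 to 3 fish per injection in a tank, and tank stays open. For the lower probes a tank effect stays a candidate explanation, as in only 3 of 4 tanks of infected fish the fall was larger than in both tanks without lice (-0.59 in tank 12 against -0.8 in tank 30 and -0.06 in tank 33). The choice of the infected fish by their qPCR profiles stays open. It could have given fish of like response, and the ASAL/lice fish varied with an SD of 0.14 against 0.48 in ASAL/no lice, but the choice was made only among infected fish and cannot be told apart from their infection. Facility is confounded with lice in the same way. A stronger response in infected fish remains an open biological explanation.

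Of the DEPs, 1 in ASAL(no lice), 8 in ASAL(lice) and 133 in COS were probes without a value in the authors' table. The authors' filter on dim probes is a candidate cause, since 131 of the 133 COS probes were not well above background in both channels on all 24 arrays, with a median of 20 arrays, whereas 174 of the 1427 COS DEPs inside the table were not. Probe C231R001, without a gene name in the sources used here, rose by 4.455 in ASAL(lice) (limma, adjusted p = 4.49e-05), 4.04 in ASAL(no lice) and 4.09 in COS, from -3.31 ± 0.68 (SD, n = 6) in PBS/lice and -2.95 ± 0.78 in PBS/no lice to 1.14 ± 0.57 in ASAL/lice and 1.09 ± 0.75 in ASAL/no lice. It was above background in both channels in 3 of 6 PBS/no lice, 5 of 6 PBS/lice and all ASAL-injected fish, so the values without ASAL lie near the background. Which transcript it measures was not tested.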

How the results depend on the processing

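SAM with the median number of false calls, the slide as a random block and the block by fish number were chosen only after the results were seen. The cause was not tested for any change given here, except where the number of fish or probes in a fit shows it.

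The number of DEPs moved by at most 1.5 times in every comparison and for the interaction on the authors' table, after normexp and loess, after median centring, and with no filter on dim probes or with the filter on the fish channel. Quantile normalization left 0 and the strict filter 1 of the ASAL(no lice) DEPs. The fit over all 24 arrays gave 91 DEPs in Lice(PBS) and 12 in ASAL(no lice), and array weights gave 499 in Lice(PBS), 11 in ASAL(no lice), 398 in ASAL(lice) and 4271 in COS. With a minimum log2 FC of 1, 482 COS DEPs were left, which follows from the added condition.

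With the slide as a block there were 0 DEPs in ASAL(no lice), ASAL(lice) and COS, and with the scan day 0, 7 and 21. The slide fits of ASAL(lice) and COS rest on the only slide that held both groups (1 and 2 fish, and 1 of each), and the scan day fit of COS on 2 days with 3 ASAL/lice and 2 PBS/no lice fish, so these 3 fits say little about the stability of the calls. In ASAL(lice) 2 scan days held both groups, with 5 ASAL/lice and 3 PBS/lice fish, and in ASAL(no lice) 4 slides and 3 scan days did, each time with 4 and 5 fish. The loss of calls in these fits rests on most of the fish, and its cause stays open. Tank as a block gave 5 in ASAL(no lice) and 106 in ASAL(lice), and tank as a random block 196 in COS. The added random block by slide gave 181 in ASAL(lice), and the added block by tank and fish number 0 in ASAL(no lice) and ASAL(lice). Fish with the same number had profiles that correlated in infected fish (0.49 to 0.57 in 2 pairs) and not in non-infected fish (-0.51 to 0.23 in 4 pairs), and nothing states that they are pairs. Infected fish of different tanks reached 0.62.

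SAM called 80 probes in Lice(PBS) and 14 in Lice(ASAL). On the authors' table SAM called 99 in Lice(PBS), 12 in Lice(ASAL) and 2680 in COS. With the median number of false calls SAM called 2160 in Lice(PBS), 115 in Lice(ASAL), 24 in ASAL(no lice), 267 in ASAL(lice) and 4652 in COS. On the authors' table this version called 2295 in Lice(PBS), 79 in Lice(ASAL), 27 in ASAL(no lice), 254 in ASAL(lice) and 4925 in COS.

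With each fish left out, the number of DEPs ranged from 0 to 6 in Lice(PBS), 0 to 2 in Lice(ASAL), 3 to 8 in ASAL(no lice), 62 to 140 in ASAL(lice), 402 to 3570 in COS and 0 to 0 for the interaction. In Lice(PBS) it was 6 without PBS/no lice fish 3 of tank 30 and 1 without PBS/lice fish 6 of tank 12 or 2 of tank 2. In Lice(ASAL) it was 2 without ASAL/no lice fish 4 of tank 30, and 1 without ASAL/no lice fish 3 of tank 33, ASAL/lice fish 2 of tank 2 or 7 of tank 8. In ASAL(no lice) it was 8 without ASAL/no lice fish 2 of tank 33. In ASAL(lice) it was 62 without PBS/lice fish 3 of tank 5 or ASAL/lice fish 7 of tank 8, 68 without PBS/lice fish 5 of tank 2 or 4 of tank 8, and 69 without ASAL/lice fish 2 of tank 2. In COS it was 3570 without PBS/no lice fish 1 of tank 30, 521 without fish 3 of tank 30, and 605, 402 and 806 without fish 2, 3 and 4 of tank 33, and 591, 769, 736 and 571 without ASAL/lice fish 4 of tank 12, 4 of tank 5, 5 of tank 8 and 7 of tank 8.

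The separation of the groups was past 0.05 only with each probe scaled to unit variance, at 20.12% (permutation test, p = 0.0121).

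Of the named values in single comparisons, 129 of 130 were on the same side of the threshold with the same direction on the authors' table, 129 of 133 after normexp and loess, 130 of 133 after median centring, 124 of 133 after quantile normalization, 124 of 133 with no filter, 128 of 133 with the filter on the fish channel, 114 of 114 with the strict filter and 118 of 133 in the fit over all 24 arrays. Array weights added 23 calls to those of 133 values and lost 0, and tank as a random block lost 19 of 81. In the comparisons of ASAL with PBS, tank as a block lost 6 of 52 and gained 3. The added block by tank and fish number lost 22 of 52 and reversed 1. Other probes of the same gene gave the same call and direction in 113 of 144 cases. The slide as a block lost 57 of 133 and the scan day 52 of 133.

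Directions were reversed mainly in the fits that block by slide or scan day. With the slide as a block, *ctsl* changed by -0.033 in ASAL(no lice), *il1b* by 0.282, *cxcl8* by 0.72 and *il18* by 0.317 in Lice(PBS), *gpr4* by -0.398 and *il4r* by -0.009 in COS, and *tnnc2* by 3.897 in ASAL(lice). With the scan day as a block, *ctsl* changed by -0.033, *il1b* by 0.055, *cxcl8* by 0.506 and *il18* by 0.276 in the same comparisons. *tnnc2* in ASAL(lice) changed by 0.453 after quantile normalization and by 1.509 with the block by fish number. None of these was called in the fit without the block.

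The effect of lice in ASAL-injected fish had no set of probes from the 12-array fit of Lice(PBS), nor on the authors' table, after median centring or after quantile normalization, because each called 0 probes there. The 33 higher and 58 lower probes chosen in the fit over all 24 arrays kept their sign in 100% of cases. Signal over background in the Cy5 channel, with group medians between 10.9 and 14.0, limits what can be seen in dim probes.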

Differences from the paper's values

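Of the settings given here, SAM with the median number of false calls and the slide as a random block were chosen after seeing the values.

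In Lice(PBS) the paper's 345 up-regulated and 2189 down-regulated DEPs stand against 0 and 0 from limma. For the up-regulated probes array weights (262) are within 1.5 times of the paper's number, and for the down-regulated no alternative set before the data were examined is. In Lice(ASAL) the paper's 82 and 3 stand against 0 and 0, and no alternative set before comes within 1.5 times of either. In ASAL(lice) the paper's 272 up-regulated DEPs stand against 94, with array weights (283) the only alternative set before that is within 1.5 times. In ASAL(no lice) the paper's 27 stand against 3, and no alternative set before is within 1.5 times. In COS the paper's 1878 up-regulated DEPs stand against 834, where array weights (2228) and the fit without PBS/no lice fish 1 of tank 30 (2014) are within 1.5 times, and the paper's 3120 down-regulated DEPs against 726, where none of those set before is.

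For overlaps, the paper's 3198 COS DEPs exclusive to that list stand against 1468 (array weights 3618 and the methods' SAM on the authors' table 2508 are within 1.5 times) and its 1800 shared COS DEPs against 92 (none set before is). The paper's DEPs shared with COS are 1526 in Lice(PBS), 222 in ASAL(lice), 74 in Lice(ASAL) and 24 in ASAL(no lice), against 0, 92, 0 and 3. Only array weights in ASAL(lice) (306) are within 1.5 times. The paper's exclusive DEPs are 999 in Lice(PBS), 11 in Lice(ASAL), 52 in ASAL(lice) and 3 in ASAL(no lice), against 0, 0, 12 and 0, and none of the alternatives set before is within 1.5 times. The slide as a random block, chosen after seeing the values, gives 38 exclusive DEPs in ASAL(lice).

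SAM with the median number of false calls on the authors' table, chosen after seeing the values, comes within 1.5 times of all of these and drops 21 of the 113 calls that the text of the paper makes for genes with a named probe. It gives 312 up- and 1983 down-regulated DEPs in Lice(PBS), 76 and 3 in Lice(ASAL), 244 up-regulated in ASAL(lice), 27 in ASAL(no lice), and 1805 up- and 3120 down-regulated in COS. Its COS list has 3256 exclusive and 1669 shared DEPs. Shared with COS are 1417 in Lice(PBS), 202 in ASAL(lice), 69 in Lice(ASAL) and 24 in ASAL(no lice), and exclusive are 873, 47, 10 and 3 in the same order. On the log2 ratios computed from the spot intensities the same version, also chosen after seeing the values, gives 516 and 1644 in Lice(PBS), 112 and 3 in Lice(ASAL), 257 up-regulated in ASAL(lice), 24 in ASAL(no lice), and 2200 and 2452 in COS, with 3051 exclusive and 1601 shared COS DEPs, 1319, 218, 102 and 23 shared with COS in Lice(PBS), ASAL(lice), Lice(ASAL) and ASAL(no lice), and 835, 43 and 13 exclusive in Lice(PBS), ASAL(lice) and Lice(ASAL). It drops 22 of the 113 calls. Its number of exclusive ASAL(no lice) DEPs is not within 1.5 times of the paper's.

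Of the 113 calls that the paper's text makes for genes with a named probe, limma made 50, with the same direction in all 113. Array weights called 73, the methods' SAM 63 on the computed ratios and 58 on the authors' table, the fit over all 24 arrays 47, quantile normalization 49, and the slide as a random block, chosen after seeing the values, 59.

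The paper states that ASAL/lice and PBS/lice were the groups farthest apart in the PCA. Their centroids lay 60.7 apart here, and those of PBS/no lice and PBS/lice 76.2. The same sentence ties the pair to COS, the comparison of ASAL/lice with PBS/no lice, whose centroids lay 74.3 apart, and 142.8 with each probe scaled to unit variance, the largest distance on that scale.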

Other observations

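The tests of muscle, of the tank within groups, of the number of probes changed with lice in both injections and of tank as the whole cause of the ASAL(lice) calls, and of whole tanks regrouped were chosen only after the results were seen.

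Other splits of the same 12 fish into groups of 6 were drawn 100 times for each comparison. Chance can be excluded for the COS DEPs (1 split, the real one, gave as many, and 1 as many probes at an unadjusted p under 0.05) and for the ASAL(lice) DEPs (2 splits gave 104 or more). For the DEPs of ASAL(no lice) it cannot (5 splits). For Lice(PBS), Lice(ASAL) and the interaction of ASAL and lice the count of 0 DEPs is reached by all 100 splits whatever the cause, so this comparison says nothing about chance. At an unadjusted p under 0.05, 4 splits reached the count of Lice(ASAL) and 5 that of Lice(PBS), too alike to be judged differently. Chance is not excluded for either. The same holds for ASAL(no lice) (21 splits), ASAL(lice) (37 splits) and the interaction (43 splits). The SAM calls with the median number of false calls, an addition made after seeing the data, gave 2295 calls in Lice(PBS), and 1 of 50 splits, the real one, gave as many. That argues against chance, though another split came close at 2246. All these splits move single fish. No tank held both groups of Lice(PBS), Lice(ASAL) or COS, so a difference between tanks is not excluded by them.

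A split of the ASAL(lice) fish by tanks, tanks 2 and 8 against tanks 5 and 12, gave 952 DEPs, more than the 104 between the injections, and the other pairs of tanks gave 0. Tank can therefore bring as many calls as the injection. That tank is the whole cause of the calls is argued against by the fit with tank as a block, which called 106 probes, 68 of them among the 104. In ASAL(no lice), tank 30 against tank 33 gave 0 DEPs and 4672 probes at an unadjusted p under 0.05.

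Within groups, fish of 1 tank lay closer together than permuted labels gave (permutation test, p = 0.00041), which is consistent with an effect of tank on whole profiles. Scan day is argued against (permutation test, p = 0.938), and so is the brightness of the arrays, as component 1 followed the number of probes well above background with r = -0.15 (rho = -0.16, permutation p = 0.48 and 0.446, r without the 2 farthest fish = -0.09, adjusted p = 0.676 over 3 components). Tanks with and without lice stood in different facilities, so the facility and lice cannot be told apart. The choice of infected fish by qPCR might have lowered their spread. The lowest median SD per probe in an infected group was 0.311, in ASAL/lice, and that of PBS/lice was 0.396, against 0.304 and 0.358 without lice, which argues against a lower spread in both.

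The log2 FCs of lice in PBS- and ASAL-injected fish, which share no array, correlated across probes with r = 0.39, and 66.5% had the same sign. In 14 of 100 draws of regrouped residuals the correlation was as high, so for the correlation chance cannot be excluded. In the same draws it is argued against for the number of probes at an unadjusted p under 0.05 in the same direction in both, which was 1008 against a median of 14 and at most 606, with 0 draws as high, though the draws ignore tank. A shared effect of facility and tanks could give the same correlation of 0.39 as a shared effect of lice, and the design keeps this open.

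*tnnc2* ranged from -5.58 to 2.35 across fish. Fast skeletal muscle in some of the skin pieces is a candidate source, since the other named genes of the muscle list followed it with a median r of 0.91 (*actc1* 0.906, *pygm* 0.553). That list has 48 genes, of which 4 have a named probe, and the study picked *tnnc2* from these fish. The paper states that skeletal muscle was cleaned off the samples, and whether some remained was not tested. Muscle in the skin pieces would not exclude a change with lice.

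The number of ASAL(lice) DEPs was higher than that of ASAL(no lice) DEPs, and larger effects in infected fish stay open as an explanation. The permutation test of the difference in the mean change gave p = 0.00524, but it moved single fish, and with whole tanks regrouped the exact p was 0.0667. The spread between fish differed too, so the numbers of DEPs alone do not show a stronger response.

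Lists of marker genes written beforehand had a named probe for 4 of 48 fast skeletal muscle, 0 of 22 red blood cell, 7 of 22 neutrophil, 7 of 26 keratinocyte and 4 of 26 interferon response genes. No set test was run on them, because the names came from an incomplete table. The 6 keratinocyte genes other than *aloxe3* averaged -1.01 ± 0.69 (SD, n = 6) in PBS/no lice, -0.69 ± 0.53 in ASAL/no lice, -0.1 ± 0.81 in PBS/lice and 0.49 ± 0.32 in ASAL/lice.

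In the available lines of Table S2, all 1995 fold changes in each comparison lay within 0.1% of the ratio of the mean unlogged ratios. On the scale of mean log2 ratios, the direction was the opposite for 28 probes in Lice(PBS), 17 in Lice(ASAL), 59 in ASAL(no lice), 97 in ASAL(lice) and 0 in COS. The p values given there for the correlation with lice numbers match 24 fish in all 1995 lines within 1% and 12 fish in 36, while the methods state that only infected fish entered these correlations.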
